# Profiling the neuroimmune cascade in 3xTg-AD mice exposed to successive mild traumatic brain injuries

**DOI:** 10.1186/s12974-024-03128-1

**Published:** 2024-06-13

**Authors:** Alyssa F. Pybus, Sara Bitarafan, Rowan O. Brothers, Alivia Rohrer, Arushi Khaitan, Felix Rivera Moctezuma, Kareena Udeshi, Brae Davies, Sydney Triplett, Martin N. Griffin, Eric B. Dammer, Srikant Rangaraju, Erin M. Buckley, Levi B. Wood

**Keywords:** Traumatic brain injury, Mild traumatic brain injury, Alzheimer’s pathology, Cytokines, Neuroinflammation, MAPK, 3xTg-AD, Astrocyte reactivity

## Abstract

Repetitive mild traumatic brain injuries (rmTBI) sustained within a window of vulnerability can result in long term cognitive deficits, depression, and eventual neurodegeneration associated with tau pathology, amyloid beta (Aβ) plaques, gliosis, and neuronal and functional loss. However, a comprehensive study relating acute changes in immune signaling and glial reactivity to neuronal changes and pathological markers after single and repetitive mTBIs is currently lacking. In the current study, we addressed the question of how repeated injuries affect the brain neuroimmune response in the acute phase of injury (< 24 h) by exposing the 3xTg-AD mouse model of tau and Aβ pathology to successive (1x-5x) once-daily weight drop closed-head injuries and quantifying immune markers, pathological markers, and transcriptional profiles at 30 min, 4 h, and 24 h after each injury. We used young adult 2–4 month old 3xTg-AD mice to model the effects of rmTBI in the absence of significant tau and Aβ pathology. We identified pronounced sexual dimorphism in this model, with females eliciting more diverse changes after injury compared to males. Specifically, females showed: (1) a single injury caused a decrease in neuron-enriched genes inversely correlated with inflammatory protein expression and an increase in AD-related genes within 24 h, (2) each injury significantly increased a group of cortical cytokines (IL-1α, IL-1β, IL-2, IL-9, IL-13, IL-17, KC) and MAPK phospho-proteins (phospho-Atf2, phospho-Mek1), several of which co-labeled with neurons and correlated with phospho-tau, and (3) repetitive injury caused increased expression of genes associated with astrocyte reactivity and macrophage-associated immune function. Collectively our data suggest that neurons respond to a single injury within 24 h, while other cell types, including astrocytes, transition to inflammatory phenotypes within days of repetitive injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03128-1.

## Introduction

Traumatic brain injury (TBI) results in approximately 2.5 million emergency department visits every year in the Unites States alone. Approximately 75% of TBI cases are classified as mild (mTBI), and these mild cases carry an annual cost burden of $17 billion [1, 2]. An estimated 10–40% of mTBIs are associated with persistent functional impairment lasting longer than one month and in some cases up to a year [3–6]. Moreover, repeated mTBIs (rmTBIs) sustained within a window of vulnerability can intensify pathological and functional consequences [7, 8]. These repeated injuries, which are often observed among athletes in high contact sports such as American football and boxing, can result in the development of Alzheimer’s disease-like pathology, including neurofibrillary tangles and amyloid beta (Aβ) plaques [9]. Current treatment paradigms for (r)mTBI are severely lacking and focus on the alleviation of symptoms, rather than targeting the underlying mechanisms of injury. There is thus an urgent need to illuminate the post-injury neuro-molecular sequelae for development of targeted therapies.

Mounting evidence suggests the involvement of brain immune signaling as a key driver of long-term outcome following mTBI [10–21]. Brain immune signaling is implicated in several neurodegenerative diseases associated with mTBI, including Alzheimer’s disease (AD) [22–24] and Parkinson’s disease [25–27]. Moreover, the roles of immune signaling in driving pathology following severe TBI has been relatively well-studied [28–32], and preliminary evidence shows similar patterns in (r)mTBI [28, 33–37]. Indeed, prior research from our own group has identified correlations between lower cerebral blood flow (a potential biomarker of worse cognitive outcome) and increased mitogen-activated protein kinase (MAPK) signaling, cytokine expression, and microglial activation after repetitive closed-head injuries (CHI) in wild type mice, supporting an essential relationship between brain immune signaling and outcome after mTBI [38]. However, a comprehensive study relating acute changes in immune signaling and glial activation to neuronal changes and pathological markers after single and repetitive mTBIs is currently lacking and would provide a much-needed perspective to guide the search for new therapies.

The acute pathophysiology of mTBI has previously been defined by the “neurometabolic cascade of concussion,” in which neurons undergo axonal injury and dysfunction, altered neurotransmission, ionic flux, and indiscriminate release of glutamate, while many brain cells undergo a hyperglycolysis energy crisis to restore homeostasis [39, 40]. When Drs. Giza and Hovda reviewed the neurometabolic cascade in 2014 [40], relatively little was known about mTBI-induced inflammatory changes, but research over the last decade has more fully defined changes in immune signaling, microglial activation, and astrocyte reactivity, as well as their effects on secondary injury after TBI [28, 41–44]. For example, recent studies suggest that astrocytes rapidly respond to mechanical stress after injury, potentially via opening of mechanosensitive ion channels, leading to activation of MAPK signaling, ATP release, and reactive astrogliosis [41, 45–51]. Here we propose to similarly define the acute “neuroimmune cascade” of mTBI. These clear changes in microglial and astrocyte responses post-mTBI suggest a broad and complex neuroimmune response to mTBI. Thus, a comprehensive understanding of neuroimmune signaling and its hypothesized relationship to neuronal, glial, and pathogenic changes after injury is critical to identifying drivers of secondary injury as well as determining therapeutic targets to mitigate adverse cognitive and pathological outcomes.

In the current study, we sought to define the neuroimmune cascade of (r)mTBI by profiling protein and transcriptional changes associated with immune signaling, pathology, and the neuronal, microglial, and astrocytic compartments (Fig. 1). We specifically hypothesized that (r)mTBI would drive brain immune signaling in a manner correlated with markers of neurodegeneration, such as tau, Aβ, astrocyte reactivity, and microglial activation. Because we aimed to identify relationships between immune signaling and molecular markers associated with AD-related pathology, and wild-type mice show inconsistent evidence of pathological changes after TBI [52–54], we used the triple transgenic model of Alzheimer’s-like pathology (3xTg-AD), which contains human mutant forms of genes in the Aβ processing pathway (*APP*, *PSEN1*) and tau (*MAPT*). This model is widely used to study AD and is increasingly utilized in brain injury research [55–62]. Here, we sought to concomitantly define the effects of successively increasing mild traumatic brain injuries on the following molecular outcomes in the frontal cortex and hippocampus: (1) the kinetics of brain immune signaling and cytokine expression, (2) tau phosphorylation and Aβ burden, (3) markers of astrocyte reactivity and microglial activation, and (4) transcriptional profiling of the somatomotor cortex (females only) (Fig. 1). Our analyses revealed pronounced effects of repetitive injury on all molecular outcomes. Further, the inclusion of both male and female 3xTg-AD mice in our study revealed strong effects of sexual dimorphism in this model across all outcomes, with males showing higher basal levels of immune signaling but females showing more pronounced changes in response to injury.

## Materials and methods

All resources with available Research Resource Identifiers (RRIDs) are listed in Table S1.

### Study protocol

3xTg-AD on C57BL/6J mice (Jackson Laboratory, strain 033930) were aged 2–4 months (98 females, 86 males). All protocols were approved by the U.S. Army Medical Research and Development Command Animal Care and Use Review Office (ACURO) and the Emory University Institutional Animal Care and Use Committee (IACUC) in accordance with National Institutes of Health and ARRIVE guidelines. Mice were housed in a pathogen free facility with a twelve-hour light/dark cycle. Food and water were provided *ad libitum*. Mice were randomly assigned to one of three injury groups: one closed head injury (1xCHI), three closed-head injuries spaced once daily (3xCHI), and five closed-head injuries spaced once daily (5xCHI). Sham-injured controls were exposed to the same numbers of anesthesia exposures as each injured group but were not exposed to injury. As noted below, sham-injured groups were combined to reduce animal numbers. Animals were euthanized by cervical dislocation under 4.5% isoflurane (1 L/min, 100% oxygen), and the brain was harvested for molecular and pathological assessment at the following time points for each group: pre-injury, 30 min, 4 h, and 24 h post-injury. Left hemispheres were micro-dissected into frontal cortex (approximately bregma + 1 mm to + 2.5 mm), hippocampus, and somatomotor cortex (approximately bregma − 1 mm to + 1 mm) sections, flash-frozen by submerging sample tubes in liquid nitrogen, then stored at -80 °C for follow-on molecular analysis. Right hemispheres were drop-fixed in 4% paraformaldehyde then processed and embedded in paraffin for immunohistochemistry analysis. Sample sizes (*n* = 6–8 per injury time point group in protein data, *n* = 2–4 in RNAseq data) are provided in Table S2. We powered the current study with *n* = 12 (6 males, 6 females) per time point and injury based on our prior cytokine data from wild-type mice exposed to 5xCHI (α = 0.05, 80% power). Having found that males and females exhibited distinct baseline and injury responses to many of our molecular markers, we separated them in the current study.

### Closed head injury model

This work was conducted using a previously characterized weight drop closed-head injury (CHI) model [63, 64]. Animals were anesthetized using 4.5% isoflurane (1 L/min, 100% oxygen) prior to injury. The injury was delivered by dropping a 54 g bolt down a 0.96 m vertical guide tube (49035K85, McMaster-Carr, Elmhurst IL) onto the dorsal aspect of the head (skull intact), targeting between the approximate location of the coronal and lambdoid structures. The anesthetized animal was positioned under the guide tube on a Kimwipes® task wipe (Kimberly-Clark, Irving, TX). The animal was grasped by the base of the tail so that on impact the mouse penetrated the task wipe and underwent rapid, unrestricted rotation of the head in the anterior-posterior plane. Following injury, animals were monitored continuously until they regain righting reflex. They were then checked every 15 min for the first hour, then daily. This diffuse injury model is not expected to cause skull fracture or focal injury [65] and we did not observe skull fracture in any injured animals. Sham-injured mice were age- and sex- matched and received the same exposures to anesthesia, matched to all injury groups and time points, but were not subject to closed-head injury. Because principal component analysis did not identify significant differences in our protein markers between sham-injured animals of distinct time points and numbers of exposures to anesthesia, we treated all sham-injured animals of the same sex as a single experimental group.

### Quantification of immune and pathological proteins

To comprehensively profile the immune signaling kinetics after repeated CHI in 3xTg-AD male and female mice, we quantified four classes of proteins: glial phenotypic markers (astrocyte reactivity markers GFAP and S100B; microglial activation marker CD68 and homeostatic marker TMEM119), molecular markers of pathology (Aβ40, Aβ42, total tau, and phospho-tau T181), nine MAPK phospho-proteins, and 30 cytokines (in total 47 measured proteins, plus ratios Aβ42/40 and pTau/tTau). We collected frontal cortex and hippocampus samples from the left hemisphere of the three injury groups (1xCHI, 3xCHI, and 5xCHI) across four time points each (pre-injury and 30 min, 4 h, 24 h post-injury), where the pre-injury 1xCHI group represents sham-injured controls. In total, data were collected from 98 female mice and 86 male mice. Two female and three male mice were excluded from our analysis after Mahalanobis outlier detection (α < 0.001) of all protein measurements, leaving *n* = 96 females and *n* = 83 males.

Cortical and hippocampal brain tissue sections were lysed using the Bio-Plex cell lysis kit (Bio-Rad Laboratories #171,304,011) and protein concentrations were determined using a Pierce BCA Protein Assay (Thermo Fisher #23,225). Multiplexed cytokine quantification was conducted using the Milliplex® MAP Mouse Cytokine/Chemokine 32-Plex kit (Eotaxin, G-CSF, GM-CSF, IFN-γ, IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-7, IL-9, IL-10, IL-12p40, IL-12p70, IL-13, IL-15, IL-17, IP-10, KC, LIF, LIX, MCP-1, M-CSF, MIG, MIP-1α*, MIP-1β, MIP-2, RANTES, TNF-α, and VEGF*) (Millipore Sigma MCYTMAG-70 K-PX32). Cytokines marked with an asterisk did not fall within a linear range of bead fluorescent intensity vs. protein concentration and were not included in our analysis. Multiplexed phospho-protein quantification was conducted for the MAPK signaling pathway using the Bio-Plex Pro™ Cell Signaling MAPK Panel 9-plex kit (phospho-Atf2 T71, phospho-Erk1/2 T202/Y204 T185/Y187, phospho-HSP27 S78, phospho-JNK T183/Y185, phospho-Mek1 S217/S221, phospho-p38 MAPK T180/Y182, phospho-p53 S15, phospho-p90 RSK S380, phospho-Stat3 S727) (Bio-Rad Laboratories LQ00000S6KL81S). Prior to analysis, lysates were thawed on ice and centrifuged at 4 °C for 10 min at 15,500 g. Protein concentrations were normalized with Milliplex® MAP Assay Buffer (EMD Millipore, Billerica, MA) to 6 µg protein per 12.5 µL for cytokine analysis and 1 µg protein per 12.5 µL for the MAPK pathway analysis. These protein concentrations were selected because they fell within the linear range of bead fluorescent intensity vs. protein concentration for detectable analytes. Quantification of pathological markers was conducted for total tau, phospho-tau (T181), Aβ 1–40, and Aβ 1–42 using the Milliplex® MAP Human Amyloid Beta and Tau Multiplex Assay kit (Millipore Sigma HNABTMAG-68 K). All kits were read on a MAGPIX® system (Luminex, Austin, TX).

We quantified astrocyte reactivity markers glial fibrillary acidic protein (GFAP) and S100 calcium binding protein B (S100B) as well as macrophage and microglia activation marker cluster of differentiation 68 (CD68) and microglial homeostatic marker transmembrane protein 119 (TMEM119) via enzyme-linked immunosorbent assay (ELISA). Protein concentrations were normalized with respective assay diluents from each kit to 2.5 µg/ml in 50 µL for the GFAP ELISA kit (Abcam ab233621), 50 µg/ml in 50 µL for the S100B ELISA kit (Abcam ab234573), and 0.1 µg/µL in 50ul for the CD68 and TMEM119 ELISA kits (Lifespan Biosciences LS-F11095 and LS-F52734). All loaded protein concentrations were selected because they fell within the linear range of absorbance vs. protein concentration for detectable analytes. Due to the large number of samples and plate-to-plate variation observed in immuno-assays [66], we ran single technical replicates for each sample. For each ELISA kit, we validated its ability to report protein levels by cross-validating against quantitative analysis of Western blot for each analyte (*n* = 6 samples, anti-GFAP, anti-TMEM119, anti-CD68, SB100B), and by conducting a linear ranging analysis to identify a range of sample loaded that leads to a linearly related output signal [64].

### Adjustment for batch effect and pathology

Male and female 3xTg-AD data were each collected simultaneously for S100B, CD68, and TMEM119 by ELISA, but separated into different assay batches for all other protein measurements. Eight female sample replicates were included in each male batch assay (Luminex and ELISA) and then used to transform the male data into the female space via a linear model for each protein. Computations were conducted using the lm() function in R.

To adjust data for the effects of pathology, linear models were calculated using neuroimmune proteins as dependent variables with the following combinations of independent variables: total tau and phospho-tau T181; Aβ40 and Aβ42; or total tau, phospho-tau T181, Aβ40, and Aβ42. Residuals of each linear model were defined as the pathology-adjusted (tau-adjusted, Aβ-adjusted, or total pathology-adjusted) neuroimmune protein data. Computations were conducted using the lm() function in R.

### Immunohistochemistry

Immunohistochemistry was performed to investigate GFAP, NeuN, IL-1α, IL-1β, IL-13, KC, phospho-Atf2 (T71), phospho-Mek1/2 (S217/S221), and phospho-tau (S262/T263). Right brain hemispheres from each animal were fixed in 4% paraformaldehyde then processed and embedded in paraffin. Tissue slices were cut into 10 μm thick sagittal sections using a rotary microtome (Thermo Fisher) and affixed onto glass microscopy slides (Electron Microscopy Sciences, Hatfield, PA). Tissue slices were deparafinized in xylenes and rehydrated by washing with 100% ethanol, 95% ethanol, and deionized water. Antigen retrieval was performed in a microwave by boiling slides in 10mM sodium citrate buffer at pH 6.0. Slides were rinsed in tris-buffered saline with 0.01% tween (TBST). A hydrophobic ring was drawn around each individual tissue slice using an immunohistochemistry PAP pen (Enzo Life Sciences, Farmingdale, NY), after which samples were blocked for 2 h in blocking buffer, 5% w/v Bovine Serum Albumin (BSA) or 50% goat serum (Sigma-Aldrich) in TBST. Samples were incubated at 4 °C overnight with primary antibodies diluted in blocking buffer: GFAP (1:100, Diagnostic Biosystems Mob064), NeuN (1:200, Abcam ab104224), IL-1α (1:50, Thermo Fisher PA5-89037), IL-1β (1:500, Abcam ab283818), IL-13 (1:100, Abcam ab106732), KC (1:50, Thermo Fisher PA5-86508), phospho-Atf2 T71 (1:50, Thermo Fisher PA5-97332), phospho-Mek1/2 S217/S221 (1:50, Thermo Fisher PA5-105777), or phospho-tau S262/T263 (1:100, Abcam ab92627), as appropriate. Slides were rinsed again in TBST and incubated with either Alexa Fluor 555 and/or Alexa Fluor 488 secondary antibodies (Thermo Fisher) diluted 1:200 in blocking buffer. Slides were counterstained with 1 µg/mL DAPI, rinsed in water, and mounted with VECTASHIELD Antifade Mounting Medium (Vector Laboratories, Burlingame, CA). Samples were imaged using epifluorescent microscopy on a Zeiss Axio Observer Z.1 inverted microscope with a 20x lens and halogen bulb illumination using Zeiss filter set 49 to image DAPI, Zeiss filter set 50 to image Alex flour 647, and Zeiss filter set 20 to image Alexa flour 555. Images were processed using Zen Blue V3.3.

### Data analysis and visualization

Data was analyzed and figures were generated in RStudio (Boston, MA) using the R programming language. Software packages and functions described in this section are denoted by Courier New font. Data processing was conducted using the tidyverse collection of packages [67]. Heatmaps were generated using the R package heatmap3 [68], bar graphs and regression plots were created using the packages ggplot2 [69] and ggpubr [70], and gene set variation analysis was conducted using the gsva package [71] available on Bioconductor. For each molecular assay, we collected background measurements using assay buffer in the absence of biological samples. We subtracted average background measurements from each sample measurement and set negative values to zero. Clustering was conducted using the hclust function of the stats package in R using Euclidean distance in the unweighted pair group method with arithmetic mean. Outlier detection was conducted in R by calculating Mahalanobis distance of each point from the data’s centroid within each grouping of sex and region (female frontal cortex, female hippocampus, male frontal cortex, and male hippocampus) using the ClassDiscovery [72] package. Two female and three male hippocampus samples were outside the cutoff threshold of α = 0.001 and protein data from those animals was discarded in both the frontal cortex and hippocampus sets.

### Bulk tissue RNA sequencing and analysis

We conducted RNA sequencing on a representative subset of 40 3xTg-AD female left somatomotor cortex samples selected from the original 96 for bulk tissue RNA sequencing (available on the NCBI Gene Expression Omnibus under accession number GSE226838). One sample was removed post-sequencing after identification as an outlier animal within the protein data. RNA was extracted using the miRNeasy Micro kit (Qiagen #217,084). Extracted RNA was sent to Admera Health, LLC (South Plainfield, NJ) for sequencing, alignment, and calculation of the count matrix. The count matrix yielded 32,807 non-zero features. 

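The count matrix listed 55539 features, of which 55536 were mouse genes and 3 were human genes. In the 39 samples used, 32807 features had a count above 0 in at least 1 sample. With all 40 samples, the number was 32861.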

Features with fewer than 10 counts in more than four samples (∼ 10%) were filtered out of the analysis (17,844 features). The remaining 14,963 features were normalized by ratio of median method then variance-stabilized in R using the DESeq2 package, available on Bioconductor [73].

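When a feature was left out if more than 4 of the 39 samples had fewer than 10 counts, 15224 features remained and 17583 were left out. The edgeR tests with this filter and these samples used 15224 features, and some alternatives used other sets.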

Weighted gene co-expression network analysis (WGCNA) was conducted in R using the WGCNA package [74] available on the Comprehensive R Archive Network (CRAN). A WGCNA threshold power of 4 was chosen since it was the smallest threshold that resulted in a scale-free R^2^ value greater than 0.80. We constructed our network in a single block using blockwiseModules() with the following parameters: threshold power of 4, signed modules, a minimum module size of 20, a merge cut height of 0.07, a reassignment threshold of 0.05, a “bicor” correlation type, and a “mean” TOM denominator. Significance of module eigengene (ME) expression between sham-injured and injured samples was assessed by permutation test in which ME values for both populations were randomly re-assigned to either group then permutated mean difference was compared to the true mean difference across 10,000 iterations. Original sample sizes were maintained. Groups were considered significantly different if the true mean difference was greater than or equal to the permutated mean difference in at least 95% of iterations.

Gene ontology was conducted for each of the 14 resulting modules using PANTHER overrepresentation test on PANTHER 17.0, available on the Gene Ontology Resource. We used the mm10 GO biological process complete annotation set with Fisher’s exact test and false discovery rate (FDR) corrected p-values. The test was applied using all genes with a network module membership coefficient (kME) of at least 0.60 and a background of the 14,963 features used to construct the network.

Cell type enrichment was conducted using protocol as published in [75–77]. Briefly, a cell type marker list was created for neurons, oligodendrocytes, endothelia, astrocytes, and microglia from cell type specific mouse brain proteome and transcriptome studies Sharma et al. [78] and Zhang et al. [79]. Fisher exact tests with FDR correction were performed to determine enrichment for each cell type marker list within each WGCNA network module. We used R scripts by Eric Dammer and Divya Nandakumar (Emory University School of Medicine) freely available on GitHub at https://github.com/edammer/CellTypeFET.

Multi-marker Analysis of GenoMic Annotation (MAGMA) [80] was conducted to identify modules with significant enrichment for genes related to Alzheimer’s disease (AD) as identified in genome-wide association studies (GWAS) [81–83]. To implement MAGMA, we used R scripts by Eric Dammer as used in Seyfried et al. [77], freely available on GitHub at https://github.com/edammer/MAGMA.SPA.

Gene set variation analysis (GSVA) was conducted on the normalized and variance-stabilized count matrix in R using the gsva package, also available on Bioconductor [71]. Gene sets used for GSVA included the C2 curated gene sets collection from the Molecular Signatures Database [84, 85] as well as our previously published astrocyte-enriched gene sets [86].

### Figure preparation

Figure 1 was prepared using BioRender.com. Other figures were prepared in Inkscape.

## Results

### Immune, glial, and pathological markers differed between male and female 3xTg-AD mice

Because prior reports showed pronounced differences in pathological burden between male and female 3xTg-AD mice [87, 88], we began the current study by evaluating sex differences among all protein measures: cytokines, MAPK phospho-proteins, glial markers, phosphorylated and total tau, and Aβ40/42. We first obtained a holistic view of variation within the data using a principal component analysis (PCA), which revealed a pronounced effect of sex within both frontal cortex and hippocampus brain regions (Fig. 2A).

To define the specific effects of sex versus injury and time point, we conducted a multiple linear regression of all quantified proteins and phospho-proteins using sex, injury number, and time point as independent variables. This analysis revealed that sex, as compared to all other variables in the model, was the most significant effect (Fig. S1). We next conducted comparisons between sex for each measured protein in (1) sham-injured animals only (Fig. 2B) and (2) all sham-injured and injured animals (Fig. S1A). All proteins determined to be significantly different between sexes based on the sham-injured animals alone were also significantly different between sexes when all samples were used, regardless of injury condition (Fig. 2C, Fig. S2, Table S3).

Female 3xTg-AD samples showed significantly higher levels of Aβ42 in the frontal cortex compared to males (*p* = 0.037, Wilcoxon rank-sum), and higher total and phosphorylated tau at a pathologically relevant residue (T181) [89] in the hippocampus compared to male samples (*p* < 0.0001, Wilcoxon rank-sum; Fig. 2C, Table S3). This result matches most prior studies in 3xTg-AD mice, as reviewed in [87]. Interestingly, we found significantly higher phospho-tau T181 in male compared to female frontal cortices (*p* < 0.0001, Wilcoxon rank-sum; Fig. 2C, Table S3).

In addition to Aβ42 and phospho-tau T181, the majority of the 46 measured immune and pathological marker proteins in both cortical and hippocampal brain regions were elevated on average in males compared to females (Fig. 2B, Fig S1A). Of those, 31 from the frontal cortex (24 in sham-injured only) and 21 from the hippocampus (15 in sham-injured only) reached statistical significance (*p* < 0.05, Wilcoxon rank-sum; Fig. 2C, Fig. S2, Table S3). These included, the astrocyte reactivity markers GFAP and S100B, which were significantly elevated in both the frontal cortex hippocampus compared to females. Taken together, these data suggest an elevated immune signaling baseline in young (2-4mo) male 3xTg-AD mice compared to their age-matched female counterparts.

To determine if differences in immune markers between male and female 3xTg-AD mice could be explained by the well-documented disparities in Aβ and tau in this model [87], we adjusted our data for effects related to Aβ (Aβ40 and Aβ42), tau (total tau and phospho-tau T181), or both (Methods, Fig. S3, Table S4). Adjustment for all pathological markers in the frontal cortex reduced the number of differentially expressed proteins from 31 to 15 elevated in males and from 9 to 3 elevated in females, suggesting that approximately half of all differentially expressed proteins can be explained by pathology. A similar effect is seen in the hippocampus after adjustment: from 21 to 12 proteins elevated in males and 16 to 8 in females. Adjustment for only Aβ-related effects (Aβ40 + Aβ42) in the hippocampus accounted for just 2 differentially expressed proteins (Table S4). The persistence of sexual dimorphism among immune markers (mostly cytokines) after adjustment for pathological measures suggests inherent differences in baseline immune signaling of young male and female 3xTg-AD mice independent of their stage of pathogenesis. Thus, we analyzed male and female data separately in the following analyses.

**Fig. 1:**
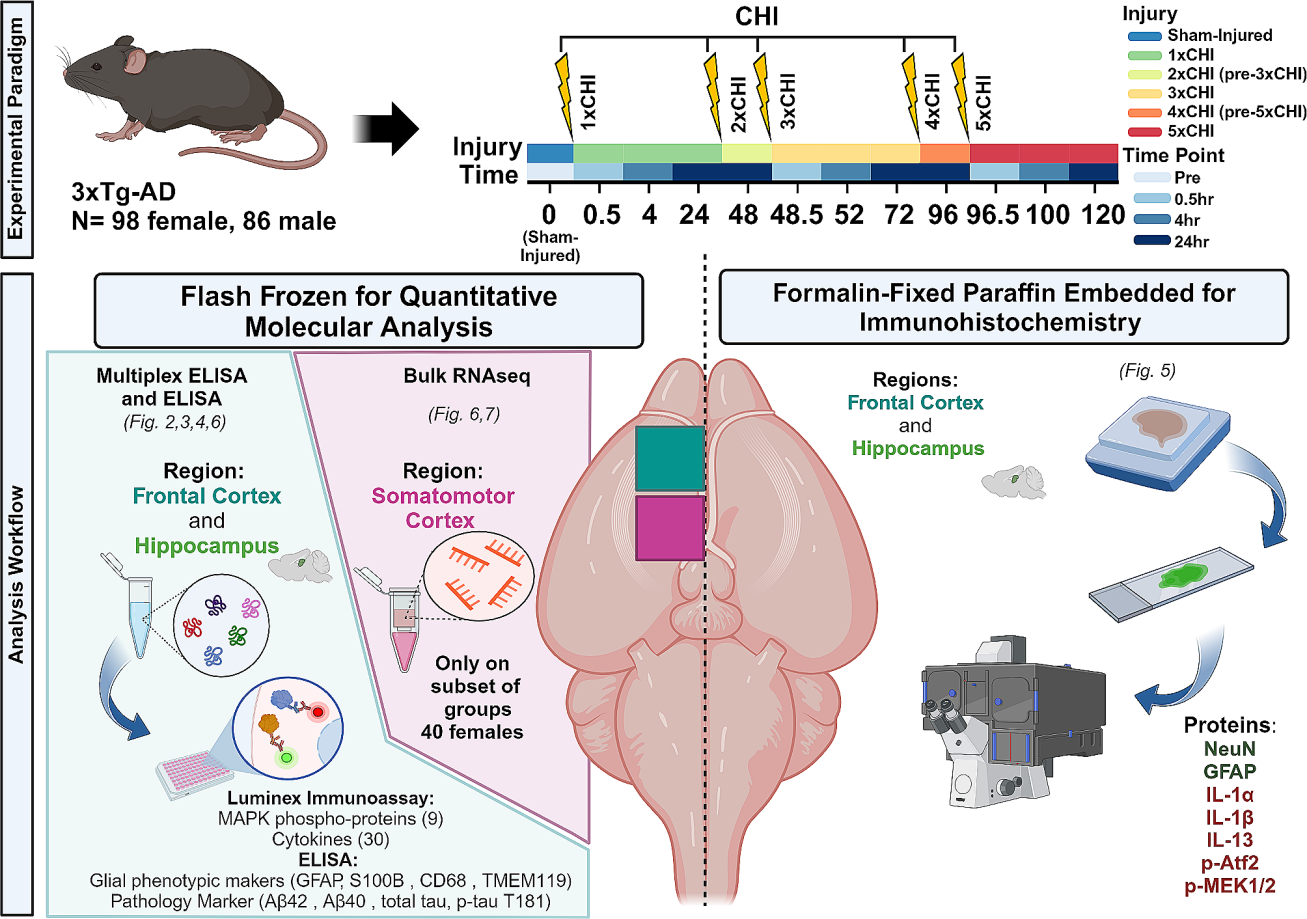
Experimental design. Male and female 3xTg-AD mice were exposed to 1x-5xCHIs and brain tissues were collected at multiple timepoints after each injury. Left hemispheres were micro-dissected for quantitative protein and mRNA analysis. Right hemispheres were used for immunohistochemistry. Main text figures associated with each experimental outcome are indicated in italic font

**Fig. 2:**
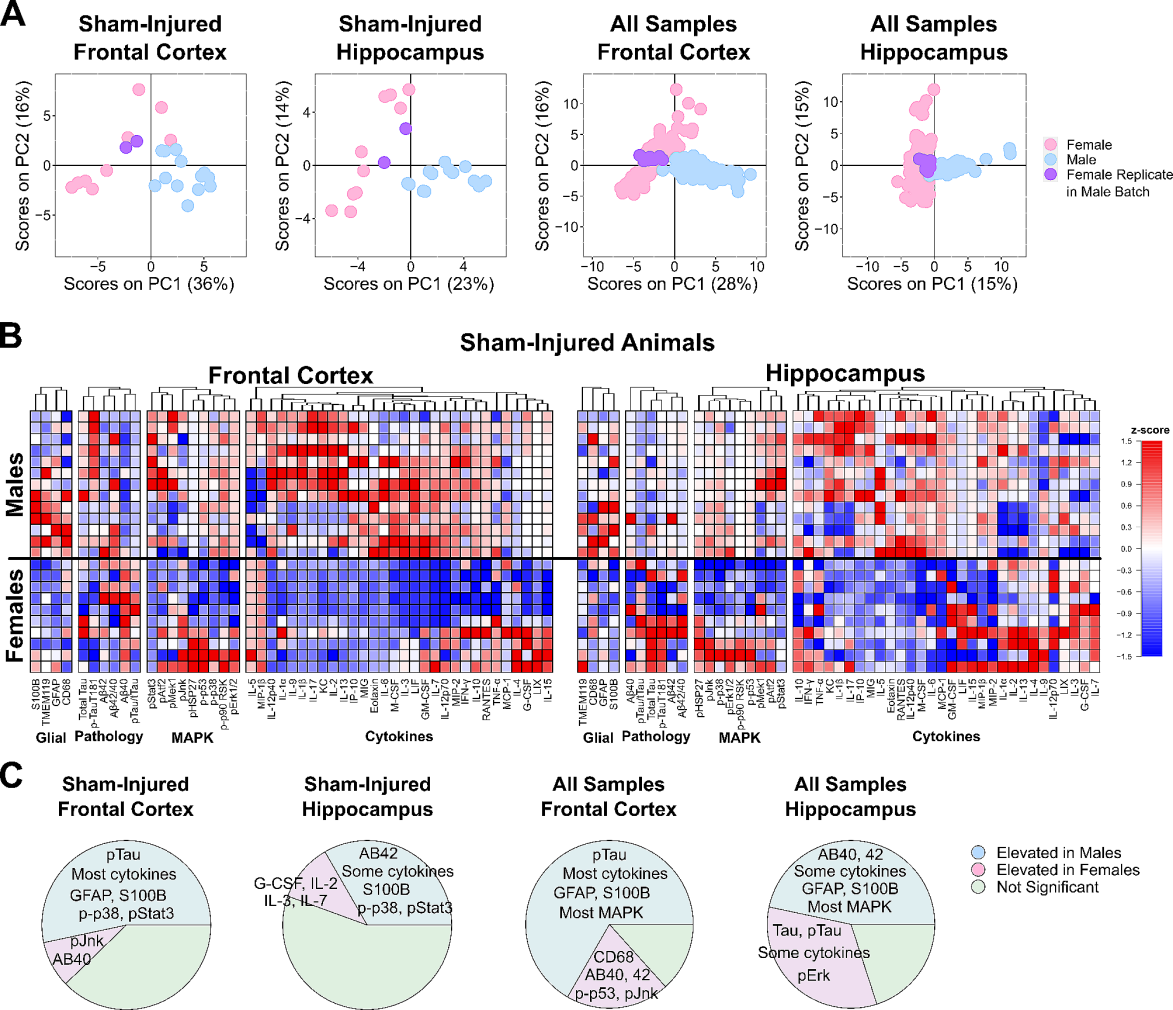
Pronounced sexual dimorphism of immune signaling, glial markers, and molecular markers of pathology in 3xTg-AD mice. **A**) Principal component analysis of combined protein data across only sham-injured animals (left) and all samples (injured and sham-injured, right), reveals strong separation between male and female mice on the first two PCs. Female replicate samples measured in male batch assays are shown in purple, emphasizing that the effects of sex were biological, rather than technical. Percent variance described by each PC is annotated in parentheses. **B**) Sham-injured control mice show distinct baseline sex differences in expression of glial markers, pathological markers, MAPK signaling, and cytokines. Proteins are categorized by function, then clustered by Euclidean distance within each category. Red to blue indicates relatively high to low expression among all sham-injured animals (*n* = 13 males, *n* = 10 females, z-scored). Of the 46 measured immune and pathological marker proteins in sham-injured animals, 37 from the frontal cortex (80%) and 30 from the hippocampus (65%) had higher average expression in males compared to females. **C**) Pie charts for each region and sample set. Left: just sham-injured. Right: all samples, injured and sham-injured show high proportions of all analytes measured (4 glial markers, 4 pathological markers, 9 MAPK, 30 cytokines) that are significantly elevated (*p* < 0.05, Wilcoxon rank-sum) in males (blue) or females (pink). See summary of significant differences in Table S3

### Cytokines and MAPK phospho-proteins are elevated after each closed-head injury

To identify patterns of co-varying cytokines and phospho-proteins with injury and time point, we next conducted hierarchical clustering within each sex and brain region (Materials and Methods, Fig. S4-5). We found that 3xTg-AD females exhibited robust variation of signaling proteins with both number of injuries and time point. The clustering identified a group of injury-induced cytokines (IL-9, IL-17, KC, IL-1α, IL-2, IL-1β, IL-13) and MAPK phospho-proteins (phospho-Atf2, phospho-Mek1) that tightly clustered together within the frontal cortex data from female mice (Fig. S4, “Group 1”). Proteins within this group were significantly increased at 24 h after 1x, 2x, and 3xCHI, showed mild increases 24 h after 4xCHI, and returned to baseline sham-injured levels 24 h after 5xCHI (Fig. 3), suggesting a dysregulated immune response after four or more injuries. These proteins were elevated 4 h post-5xCHI compared to sham-injured, 4 h post-1xCHI, and 4 h post-3xCHI animals (Fig. 3), indicating an earlier response after multiple injuries consistent with a “primed” immune state [90]. Although many of the same cytokines and phospho-proteins from Group 1 again clustered together within the 3xTg-AD female hippocampus (Fig. S4) and male 3xTg-AD frontal cortex and hippocampus (Fig. S5), this same trend of an injury-dependent increase was only noted in the female frontal cortex. Together, these data indicate the importance of evaluating multiple time points after injury to fully define the immune response and emphasize the need to evaluate males and females separately.

**Fig. 3:**
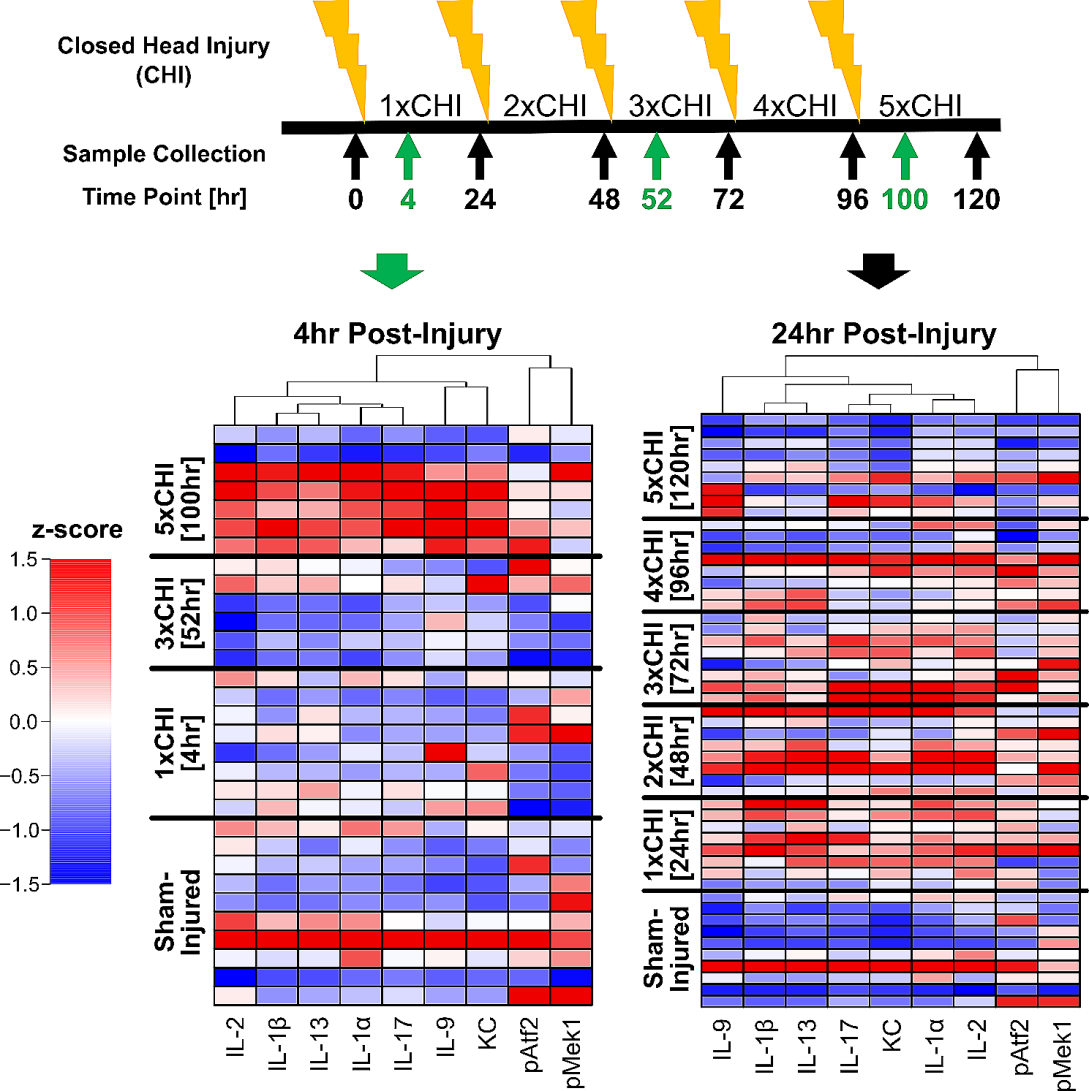
Cytokines and MAPK phospho-proteins in 3xTg-AD females are elevated 4 h after 5xCHI and 24 h after 1x-3x CHI. Hierarchical clustering of cytokines and MAPK phospho-proteins (subset from Fig. S4, “Group 1”) from the frontal cortex of female 2-4mo 3xTg-AD sham-injured mice and 4 h (left) or 24 h (right) after 1x-5x closed head injuries (CHI). Each row represents data from an individual mouse z-scored along each column

### Protein and transcript markers of pathology are elevated after injury

Our motivation for conducting this study in 3xTg-AD mice was to identify relationships between immune signaling and molecular markers associated with AD-related pathology. To assess the relationship between our injury-elevated Group 1 immune signals and pathology-associated proteins, we conducted clustering and correlation analyses between Group 1 immune signals and pathological markers (total tau, phospho-tau (T181), Aβ 1–40, and Aβ 1–42). Few significant acute changes in Aβ or correlation with Group 1 proteins were observed in either region or sex (Figs. S6-7). However, in cortex and hippocampus in both sexes, the Group 1 immune markers clustered with phospho-tau with few exceptions (Fig. S4-5), suggesting a connection between cytokines and pathologically relevant tau phosphorylation [89]. Pearson’s correlation coefficients between phospho-tau T181 and each cortical immune marker within each injury group (Fig. 4A) revealed that the majority of immune signals in Group 1 were correlated (|R|>0.50) across multiple time points. These data thus suggest that injury drives acute cytokine and MAPK immune signaling associated with increased phosphorylated tau in this model.

Interestingly, we observed these pronounced correlations at multiple time points in the frontal cortex despite only finding group-wise elevation of phospho-tau at 24 h post-3xCHI in female 3xTg-AD frontal cortices (Fig. S8) and no group-wise changes in males. However, total tau and phospho-tau (T181) were elevated at multiple time points after 3x and 5xCHI in the female 3xTg-AD hippocampus (Fig. 4B, Fig. S8-9). These data thus indicate that our CHI model induces acute pathological changes in a region-dependent manner, and that Group 1 immune signaling correlates with phosphorylated tau even in the absence of group changes in total or phosphorylated tau in this model.

Having found group-wise tau differences in 3xTg-AD females, we asked if we could also detect an AD pathology transcriptional signature after rmTBI in females. To do so, we conducted bulk RNA sequencing on a subset of 40 3xTg-AD females (somatomotor cortex consisting of cortical tissue collected at a range of approximately bregma ± 1 mm, *n* = 3–4 per group, Table S2), then conducted gene set variation analysis (GSVA) using the Alzheimer’s disease-related gene set from the Molecular Signatures Database (MSigDB) C2 curated gene sets collection. This gene set was significantly enriched after a single injury and remained enriched with subsequent injuries (Fig. 4C, Fig. S10). Thus, our protein and transcriptional data together support pathological effects of rmTBI in this model, which are correlated with neuroimmune markers.

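3xTg-AD mice are a transgenic model of Alzheimer's disease, and CHI is a closed head injury. RNA from the left somatomotor cortex was sequenced, and the authors deposited an estimated count per gene for each of 40 samples, without normalization. The tool version and the genome build used for the alignment are not named in the paper's text (mm10 is named there for the gene ontology annotation), and the gene identifiers are those of the GENCODE M21 annotation of GRCm38. The estimated counts were rounded to whole numbers here. As in the paper, 1 sample (3xCHI at 4 h, sample 30) was left out, which gave 39 samples. Summed counts per sample were 17903157 to 27859547 (median 18519304, n = 4) in sham-injured mice, 16976471 to 24964410 (median 20067270, n = 10) after 1xCHI, 18749783 to 23147022 (median 20802230, n = 3) after 2xCHI, 16487433 to 26425877 (median 18551906, n = 9) after 3xCHI, 18066298 to 20171417 (median 18643100, n = 3) after 4xCHI and 15926014 to 23223047 (median 19884755, n = 10) after 5xCHI. Samples after 1xCHI, 3xCHI and 5xCHI were collected 30 min, 4 h or 24 h after injury, with 3 or 4 samples per time point except 3xCHI at 4 h, which had 2. Samples after 2xCHI and 4xCHI were collected at 24 h. Gene set scores were computed by GSVA on variance-stabilized counts and z-scored over the samples. Each injury group was compared with the sham-injured group by an exact permutation test of the difference in mean score, two-sided, with Bonferroni adjustment over the 5 injury groups. With 3 samples against 4, this test cannot give an adjusted p under 0.143.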

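The 137 genes in the heatmap of Fig. S10 were scored as the KEGG Alzheimer's disease set. The mean score was -1.17 ± 0.483 (SD, n = 4) in sham-injured mice and 0.481 ± 1.10 (SD, n = 10) after 1xCHI, and 9 of 10 samples lay above the sham-injured median. The difference of 1.65 had an exact permutation p of 0.0210 before and 0.105 after Bonferroni adjustment. The scores were 0.746 ± 0.799 (SD, n = 3) after 2xCHI, -0.0734 ± 0.943 (SD, n = 9) after 3xCHI, -0.000687 ± 0.828 (SD, n = 3) after 4xCHI and -0.173 ± 0.879 (SD, n = 10) after 5xCHI. Their differences from sham-injured had adjusted exact permutation p-values of 0.143, 0.280, 0.429 and 0.280. The difference after 1xCHI was 1.49 for the 68 respiratory chain members alone and -0.372 for the other 69 members. With the number given to each sample in the study as a covariate, an alternative added after the values were seen, the difference was 1.51 (adjusted permutation p = 0.0749). For all scores and eigengenes, the slope with this number was fitted once with the real groups and subtracted before the permutations. Such p-values leave out the error of the slope and may be too small. Leaving out 1 sample of either group at a time, the adjusted exact permutation p ranged from 0.0210, without sample 27 after 1xCHI, to 0.262. It was under 0.05 in 1 of 14 comparisons. In a regression of the score over the 39 samples on the number of injuries, the time point and injured against sham-injured, the last of these accounted for 21.7 percent of the variance (permutation test, unadjusted p = 0.00378), the number of injuries for 7.19 percent (permutation test, unadjusted p = 0.0831) and the time point for 3.12 percent (permutation test, unadjusted p = 0.709). Under the alternatives, the permutation p of injured against sham-injured was 0.00142 to 0.0126. Samples after 2xCHI and 4xCHI were given the pre-injury time level, like sham-injured samples. The injured term therefore rests on 2xCHI and 4xCHI against sham-injured, given the slope with the number of injuries. It does not test 1xCHI, 3xCHI or 5xCHI against sham-injured. From the rise after 1xCHI and the scores after later injuries, the paper states that this gene set was enriched after a single injury and stayed enriched.

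**Figure D1:**
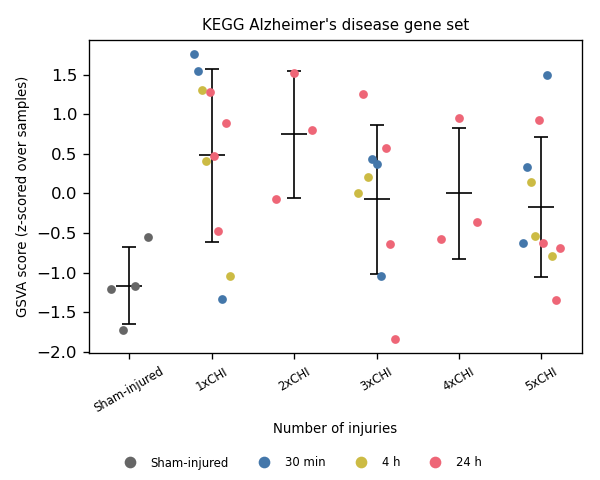
GSVA score of the KEGG Alzheimer's disease gene set (vertical axis, z-scored over samples) by number of injuries (horizontal axis). Points are samples in order of sample number, coloured by time point, and bars are the mean ± SD. The sham-injured mean is -1.17 and the 1xCHI mean is 0.481.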

**Fig. 4:**
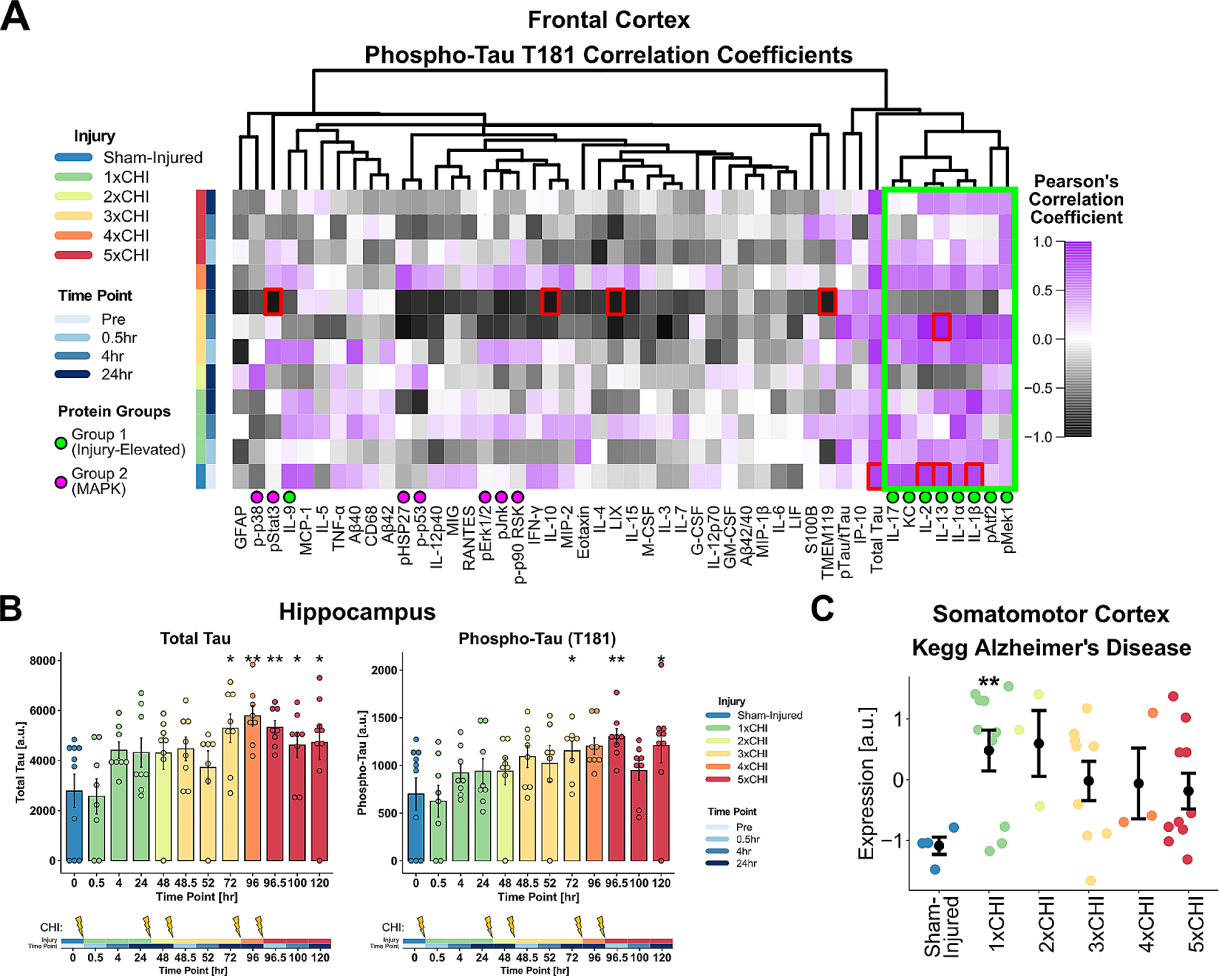
Pathological markers in 3xTg-AD females are increased after injury and associated with cytokines in a region dependent manner. **A**) Heatmap of Pearson’s correlation coefficient of cortical phospho-tau T181 versus each measured cortical protein (columns) within each injury group and time point (rows); red boxes indicate FDR-adjusted *p* < 0.05; green and purple dots represent Group 1 and 2 proteins, respectively. Green box shows eight out of nine Group 1 proteins cluster together and show correlation coefficients *R* > 0.50 with phospho-tau T181. **B**) Total tau is significantly upregulated in the hippocampus at 24 h post-3xCHI and each successive time point compared to sham-injured animals (*p* = 0.014, *p* = 0.0021, *p* = 0.0021, *p* = 0.035, *p* = 0.022 respectively, Wilcox). Phospho-tau (T181) is significantly upregulated in the hippocampus 30 min and 24 h post-5xCHI compared to sham-injured animals (*p* = 0.0058, *p* = 0.022 respectively, Wilcox) (mean ± SEM). **C**) Expression of the gene set “Kegg Alzheimer’s Disease” significantly increases after 1xCHI (*p* = 0.006, t-test with Bonferroni correction) (mean ± SEM). See individual gene changes in Fig. S10

### Cytokines and MAPK phospho-proteins elevated after injury co-label with neurons

Having found that Group 1 proteins correlated with phospho-tau, which is primarily a neuronal protein (Fig. 4A), we next asked if Group 1 signaling would be associated with neurons or other cell types. To this end, we conducted immunohistochemistry for various Group 1 proteins together with markers for neurons (NeuN) and astrocytes (GFAP) as a non-neuronal control at the 24 h time point in mice exposed to 1x or 3xCHI. We found that IL-1α, IL-1β, IL-13, phospho-Atf2, and phospho-Mek1/2 co-labeled with the neuronal marker NeuN in the cortex and hippocampus after injury, suggesting neuronal involvement in post-rmTBI immune signaling (Fig. 5, Fig. S11). Additionally, IL-1β, IL-13, KC, phospho-Atf2, and phospho-Mek1/2 did not co-labeled with the astrocyte marker GFAP in the cortex (Fig. S12) or hippocampus (Fig. S13). We further noted that many of these markers also co-labeled with NeuN in the frontal cortex of sham-injured animals (Fig. S14), which is consistent with our prior finding that neurons abundantly express cytokines and MAPK phospho-proteins under homeostatic conditions [91]. Collectively, these data indicate that neurons abundantly produce many of the cytokines and phospho-proteins that our quantitative assays (Fig. 3, S4, S5) show are affected by injury.

**Fig. 5:**
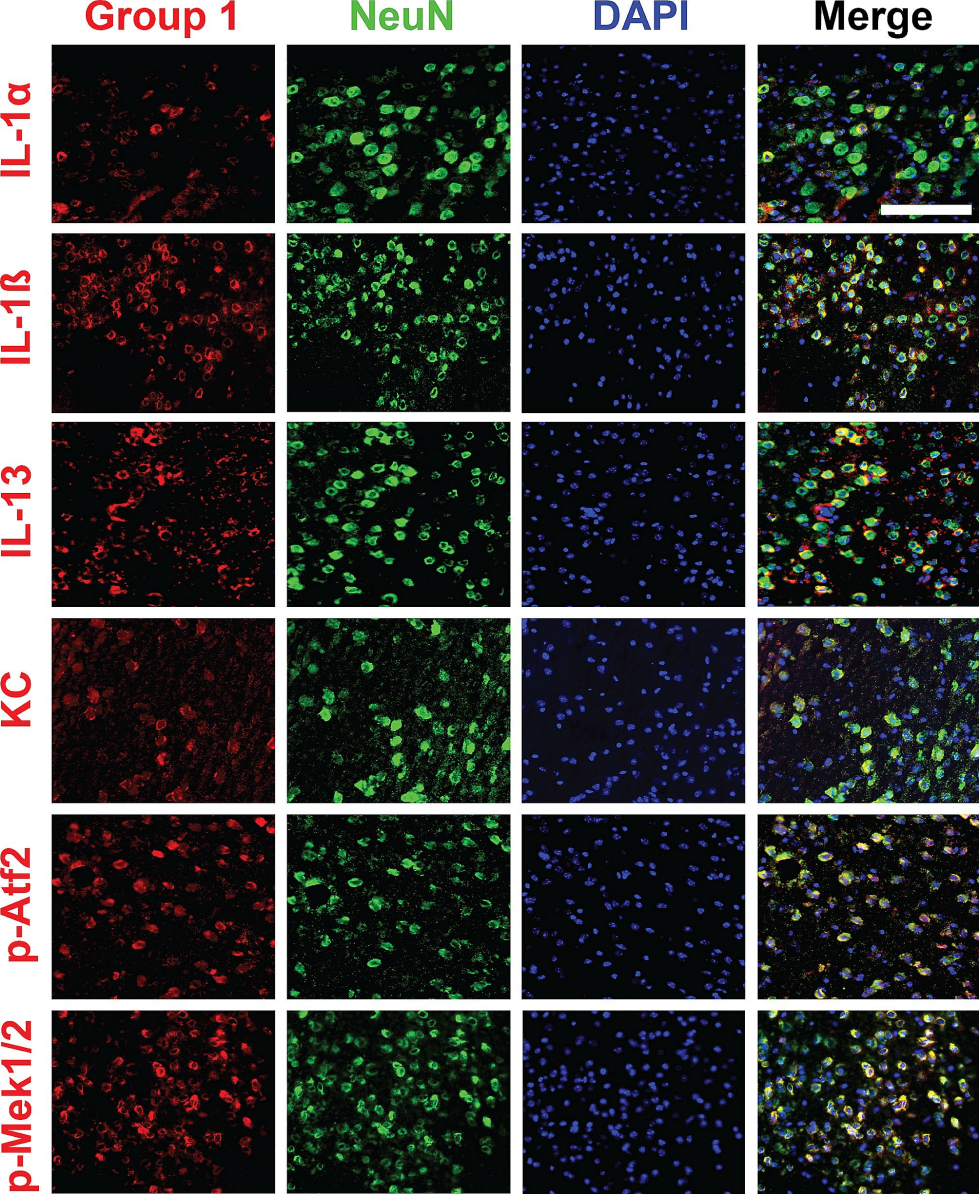
Group 1 cytokines and phospho-proteins co-label with NeuN in 3xTg-AD frontal cortex 24 h post-CHI. Group 1 cytokines (IL-1α, IL-1β, IL-13, and KC) and MAPK phospho-proteins (phospho-Atf2 and phospho-Mek1/2) (red) co-stained with NeuN (green) and DAPI (blue) show neuronal co-labeling in the 3xTg-AD frontal cortex 24 h post-1xCHI in female 3xTg-AD mice aged 2-4mo (scale bar: 500 μm, representative sections from *n* = 6 mice 24 h post-1xCHI)

### Transcriptional and protein markers of astrocyte reactivity are increased after repetitive closed head injury

Astrocyte reactivity is a central phenotype of brain injury. Several studies have reported elevated expression of the astrocyte reactivity marker GFAP that begins within hours and persists up to 1mo after TBI. GFAP is also being evaluated as a CSF biomarker for TBI diagnosis and prognosis [92–96]. We therefore hypothesized that astrocyte reactivity would be increased in 3xTg-AD mice exposed to successive mTBIs. To analyze possible changes in astrocyte phenotypes and function following injury, we conducted a gene set variation analysis (GSVA) [71, 84] of custom-annotated astrocyte gene sets that define astrocyte homeostatic and reactive functions (1,740 genes spanning 17 gene sets plus the A1 and A2 gene sets [97]) from our prior work [86] (Fig. 6A). To define the specific effects of injury and time point on astrocyte transcriptional profiles, we conducted multiple linear regression of the enrichment scores of all 17 astrocyte gene sets using number of injuries, time point after injury, and a binary injury variable (injured or sham-injured) as independent variables. This analysis revealed that the number of injuries had a greater effect on gene set enrichment than the post-injury time point (Fig. 6B). 

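For 2 of the gene sets in Fig. 6B, the A1 and A2 phenotypes, a score was regressed on the number of injuries, the time point and injured against sham-injured over the 39 samples. For the A1 score, the number of injuries accounted for 1.19 percent of the variance (permutation test, p = 0.511), injured against sham-injured for 4.44 percent (permutation test, p = 0.210) and the time point for 8.32 percent (permutation test, p = 0.397). For the A2 score, the number of injuries accounted for 0.105 percent (permutation test, p = 0.801), injured against sham-injured for 0.577 percent (permutation test, p = 0.553) and the time point for 32.4 percent (permutation test, p = 0.00147). Time points were spread unevenly over the sample numbers, which were not a term in these regressions, so their shares are not separated from sample number. The A1 and A2 gene lists were written from memory of the study the paper cites, and the other gene sets were not analysed here.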

We therefore combined post-injury time points (30 min, 4 h, 24 h) to create a single group for each number of injuries 1-5xCHI, improving our ability to analyze differences despite our small sample sizes (*n* = 3–4 per time point).

Clustering of sample enrichment scores for the 17 astrocyte gene sets revealed two distinct patterns of expression after repeated injury (Fig. 6A). First, 12 astrocyte gene sets formed a cluster characterized by rapid decreases in enrichment following the first CHI, as represented by the Gliotransmission and Plasticity sets (Fig. 6C). These sets mostly showed recovery of expression to sham-injured levels by 24 h post-4/5xCHI. Many of these sets represent normal homeostatic astrocytic functions, such as gliotransmission, plasticity, gene expression, and the perisynaptic astrocyte process (PAP). A rapid decrease in expression of these sets following 1xCHI suggests astrocytes first respond to injury in this model by altering their homeostatic functions. The second response pattern, represented by Stress Response and General Metabolism (Fig. 6D), shows a gradual increase in expression after 3-5xCHI. Coloring data points according to *Gfap* revealed an association between astrocyte reactivity and elevated Stress Response and General Metabolism gene sets. 

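The A1 score was 0.130 ± 0.767 (SD, n = 4) in sham-injured mice. It was -0.0741 ± 0.912 (SD, n = 10) after 1xCHI, -0.776 ± 0.721 (SD, n = 3) after 2xCHI, 0.217 ± 1.20 (SD, n = 9) after 3xCHI, -0.406 ± 1.01 (SD, n = 3) after 4xCHI and 0.182 ± 1.10 (SD, n = 10) after 5xCHI. None of the 5 injury groups differed from sham-injured, with Bonferroni-adjusted exact permutation p-values from 0.857 to 1. The A2 score was -1.09 ± 0.304 (SD, n = 4) in sham-injured mice. It was 0.102 ± 1.09 (SD, n = 10) after 1xCHI, -0.610 ± 0.421 (SD, n = 3) after 2xCHI, 0.588 ± 0.646 (SD, n = 9) after 3xCHI, -0.767 ± 0.851 (SD, n = 3) after 4xCHI and 0.218 ± 1.08 (SD, n = 10) after 5xCHI. The difference of 1.68 after 3xCHI was larger than the spread between samples (adjusted exact permutation p = 0.00699, higher than the sham-injured median in 9 of 9 samples), and the differences after the other numbers of injuries were not. Among the samples numbered 19 to 40, a range chosen after the first principal component of all genes was seen, the difference after 3xCHI was 1.29 (exact permutation test, unadjusted two-sided p = 0.0571, 4 samples against 3). With the sample number as a covariate, also added after the values were seen, it was 1.39 (adjusted permutation p = 0.0140, which leaves out the error of the fitted slope). All samples after 2xCHI and 4xCHI are numbered 19 to 40. The A2 score used 8 genes and the A1 score 11.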

Other gene sets exhibiting this trend of a gradual increase include the A1 and A2 phenotypes and Carbohydrate Metabolism, which are functions that are generally related to astrocyte reactivity [97, 98]. These data therefore suggest elevated astrocyte reactivity by 3-5xCHI, 72–120 h after the first daily injury.

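Gfap (ENSMUSG00000020932) lies on chromosome 11 of GRCm38 from 102887336 to 102900912. Its level was 145 ± 21.4 CPM (SD, n = 4) in sham-injured mice, 359.5 ± 133 CPM (SD, n = 9) after 3xCHI and 595 ± 792 CPM (SD, n = 10) after 5xCHI. The log2 fold change was 1.31 (standard error 0.60, adjusted p = 0.911) after 3xCHI and 2.03 (standard error 0.62, adjusted p = 0.360) after 5xCHI in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SD after 5xCHI was larger than the mean. Among the samples numbered 19 to 40 in the study, a range chosen after the first principal component of all genes was seen, the difference from sham-injured in log2 CPM was 1.24 after 3xCHI and -0.27 after 5xCHI (exact permutation test, two-sided p = 0.0571 and 0.114, 4 samples against 3), so that the rise after 5xCHI was in samples 1 to 18. From the gene sets that rose gradually, the paper proposes an elevated astrocyte reactivity after 3 to 5 injuries.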

We next quantified astrocyte reactivity markers glial fibrillary acidic protein (GFAP) and S100 calcium binding protein B (S100B) by ELISA in the frontal cortex and hippocampus of all female 3xTg-AD mice exposed to 1x, 3x, or 5x once daily CHIs. To assess GFAP in our injury model, we conducted a multiple linear regression analysis with dependent variables of time point following injury (pre-injury vs. 30 min, 4 h, or 24 h post-injury) and total number of injuries. Across female 3xTg-AD frontal cortex GFAP levels, we found that post-injury samples were significantly upregulated from pre-injury samples at both 30 min and 4 h (*p* = 0.00061, *p* = 0.0082 respectively; multiple linear regression model, pre/post and number of injuries), but not 24 h post-injury (Fig. 6E), and that the total number of injuries was not a significant predictor of GFAP levels. In a parallel analysis, multiple linear regression of cortical S100B in female 3xTg-AD mice similarly revealed statistically significant upregulation 30 min post-injury vs. pre-injury (*p* = 0.028) but not after 4–24 h (Fig. S15). Taken together, these data indicate a rapid, transient state of astrocyte reactivity following each repeated CHI that begins as early as 30 min, but returns to basal levels by 24 h. We also quantified microglial activation marker CD68 but found that changes were minimal and inconsistent between sex and region (Fig. S16).

Because astrocyte reactivity is a key component of the brain’s response to stress and injury, we next analyzed the relationships between GFAP protein levels, cytokine expression, and MAPK signaling activity. Among both female cortical and hippocampal samples, a group of MAPK phospho-proteins, termed “Group 2” (phospho-Stat3, phospho-Jnk, phospho-HSP27, phospho-p38, phospho-p90 RSK, phospho-Erk1/2, and phospho-p53), clustered tightly together across all injury groups and closely with GFAP (Fig. S4-5), indicating potential involvement of astrocyte reactivity in both brain regions. Therefore, we next computed Pearson’s correlation coefficients between GFAP and each measured immune marker within each injury and time group (Fig. 6F) and found broad positive correlations both before and after injury, emphasizing the involvement of astrocytes in brain immune signaling in this model.

**Fig. 6:**
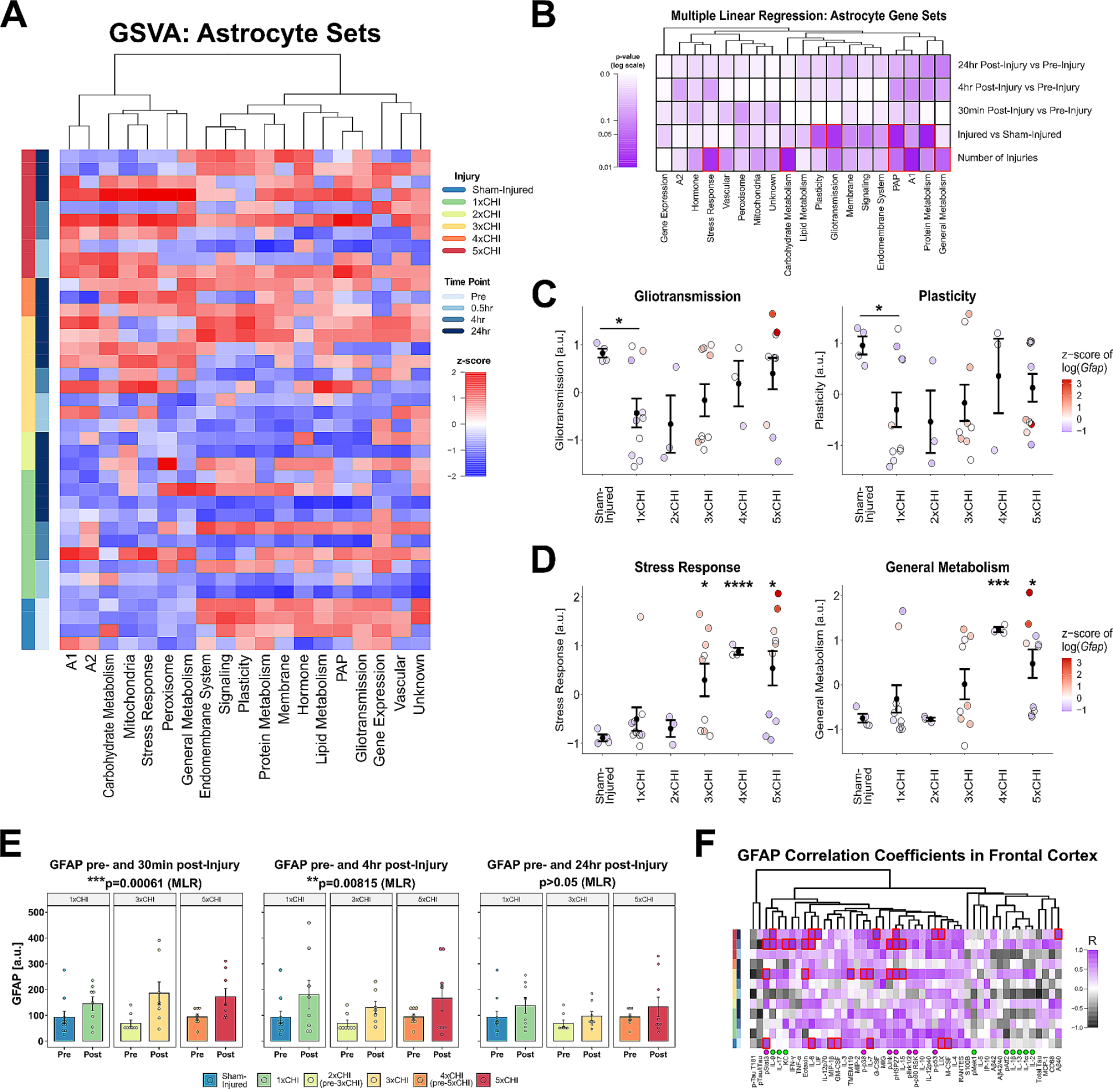
Cortical astrocytes become reactive following mild TBI. **A**) Gene set variation of custom-curated astrocyte gene sets (columns) across injury and time point groups (rows) reveals two distinct expression patterns: gradual increase by 3-5xCHI (left cluster) and rapid decrease after 1xCHI (right cluster). Gene sets are z-scored and clustered by Euclidean distance. **B**) Multiple linear regression models were calculated for each gene set using fixed effects of time point after most recent injury, binary injury status (injured, sham-injured), and number of injuries. The model shows that the effects of injury (both numeric and binary) outweigh time-dependent changes for most gene sets. Red boxes indicate statistical significance (*p* < 0.05). **C**) Astrocyte gene sets Gliotransmission and Plasticity are representative of right cluster, displaying a decrease after 1xCHI followed by return to sham-injured levels by 4-5xCHI (*p* = 0.013, *p* = 0.032, t-test with Bonferroni adjustment) (mean ± SEM). Data points are colored by the z-score of the log of astrocyte reactivity marker gene *Gfap*. **D**) Astrocyte gene sets Stress Response and General Metabolism are representative of left cluster, displaying a gradual increase after 3-5xCHI (Stress Response 3xCHI *p* = 0.038, 4xCHI *p* < 0.0001, 5xCHI *p* = 0.015; General Metabolism 4xCHI *p* = 0.00012, 5xCHI *p* = 0.020; t-test with Bonferroni adjustment) (mean ± SEM). Data points are colored by the z-score of the log of astrocyte reactivity marker gene *Gfap*, which is associated with high expression in either set. **E**) Glial fibrillary acidic protein (GFAP) is significantly upregulated 30 min and 4 h post-injury vs. pre-injury (*p* = 0.00061, *p* = 0.0082 respectively; multiple linear regression model, pre/post and number of injuries) (mean ± SEM). Note that sham-injured is equivalent to pre-1xCHI, 2xCHI at 24 h is equivalent to pre-3xCHI, and 4xCHI at 24 h is equivalent to pre-5xCHI in this representation. **F**) Heatmap of Pearson’s correlation coefficient of cortical GFAP versus each measured cortical protein (columns) within each injury group and time point (rows); red boxes indicate FDR-corrected *p* < 0.05. Panels **A**-**D** present transcriptional data from female somatomotor cortex. Panels **E**-**F** present protein data from female frontal cortex

### Co-expression network analysis reveals the effect of injury on pathology- and cell type-associated transcriptional modules

To holistically define the effects of repetitive mTBI in our model, we concluded the current study by conducting weighted gene co-expression network analysis (WGCNA) on the same subset of 40 female 3xTg-AD cortical samples used in Figs. 4C and 6 sampled from all injury groups and time points (*n* = 3–4 per group). 

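The lists of genes in each module were not used here, so an eigengene was computed as the first principal component of the variance-stabilized, scaled counts of the genes the paper names for each of modules ME1 to ME9, between 4 and 10 genes per module. The study chose these genes on the same samples. The first component held 81.1 to 98.4 percent of the variance of the named genes. Each difference from sham-injured was tested by an exact permutation of the samples, and two-sided and one-sided p-values are given because the paper's criterion compares the true mean difference with the permuted ones in a single direction.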

One sample was removed from the analysis due to its outlier status and exclusion within the protein data (Mahalanobis multivariate outlier detector with α < 0.001, Methods). WGCNA identified 14 distinct modules of co-varying genes (Fig. 7A). A module eigengene (ME) was computed for each module as its first principal component, and expression scores of each ME were displayed for each sample across all injury and time point groups (Fig. 7B). Due to small sample sizes and relatively low variation within time points of each injury group (Fig. 7B), we combined post-injury time points (30 min, 4 h, 24 h) into one group per injury number and compared module expression across number of injuries. 

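With the time points combined, edgeR's quasi-likelihood test found 0 of 15224 genes with a Benjamini-Hochberg adjusted p under 0.05 between sham-injured mice and each of the 5 injury groups. At an unadjusted p under 0.05, 2624 genes passed after 1xCHI, 678 after 2xCHI, 588 after 3xCHI, 259 after 4xCHI and 1763 after 5xCHI. With samples 1 to 18 against 19 to 40 as a covariate, added after the values were seen, these were 1401, 1832, 389, 606 and 990. Leaving out 1 sham-injured sample gave 1411 to 2704 after 1xCHI and 980 to 1907 after 5xCHI. By time point, 0 genes passed the adjusted threshold in any of 9 comparisons with the group before that injury, and 2998 passed unadjusted 30 min after 1xCHI, the largest of the 9 counts. This 30 min result depended on a single sample: without sample 27, 3597 genes passed the adjusted threshold. Without sample 36, 606 genes passed it 4 h after 1xCHI. Samples 27 and 36 are the only samples of their groups numbered 19 to 40, as most sham-injured samples are. The counts without them therefore do not separate injury from sample number. A test of any difference between the time points within 1xCHI, 3xCHI and 5xCHI found 5 genes, Ptgs2, Fosb, Arl4d, Fos and Npas4, with adjusted p-values from edgeR between 0.00444 and 0.0488. A test of any difference between injury numbers at 24 h found 0 genes, with 698 unadjusted. With DESeq2 in place of edgeR, the counts were 29 genes after 1xCHI with a Wald test and 59 genes between time points with a likelihood-ratio test.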

The two modules comprised of the largest number of genes, ME1 (turquoise) and ME2 (blue), rapidly changed after 1xCHI, with ME1 showing a significant increase (*p* = 0.047, permutation test compared to cham-injured; see **Methods**) and ME2 showing trending decreases (*p* = 0.054) post-injury. In contrast, ME9 (magenta) progressively increased with successive injuries (*p* = 0.0015 after 3xCHI, *p* = 0.023 after 5xCHI; permutation tests compared to sham-injured) (Fig. 7C) and tracked closely with ME7 and ME8 (black, pink) after 2-5xCHI. Moreover, ME3 (brown) and ME6 (red) were increased after 1xCHI (*p* = 0.030 brown, *p* = 0.043 red) then decreased compared to sham-injured after 5xCHI (*p* = 0.037 brown, *p* = 0.072 red), while ME10 (purple) and ME11 (green-yellow) peaked after 2xCHI (*p* = 0.029 purple, *p* = 0.11 green-yellow), then returned to sham-injured levels. These modules therefore define changes associated with rapid (ME1, ME2), transient (ME3, ME6, ME10, ME11) and gradual time scales (ME7, ME8, ME9).

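The ME1 eigengene was -0.138 ± 0.0619 (SD, n = 4) in sham-injured mice and 0.0834 ± 0.220 (SD, n = 10) after 1xCHI, a difference of 0.221 (exact permutation test, two-sided p = 0.0879, one-sided p = 0.0440). The ME2 eigengene was 0.112 ± 0.116 (SD, n = 4) in sham-injured mice and -0.0736 ± 0.213 (SD, n = 10) after 1xCHI, a difference of -0.186 (exact permutation test, two-sided p = 0.124, one-sided p = 0.0629). Neither difference passed 0.05 in the two-sided test. With the sample number as a covariate, the ME1 difference was 0.188 (permutation p = 0.0559) and the ME2 difference -0.150 (permutation p = 0.0809). Leaving out 1 sample of either group at a time, the two-sided exact permutation p of the ME1 difference ranged from 0.0336, without sample 36, to 0.171. It was under 0.05 in 1 of 14 comparisons. The paper states from these opposite changes that ME1 and ME2 change rapidly after a single injury.

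**Figure D2:**
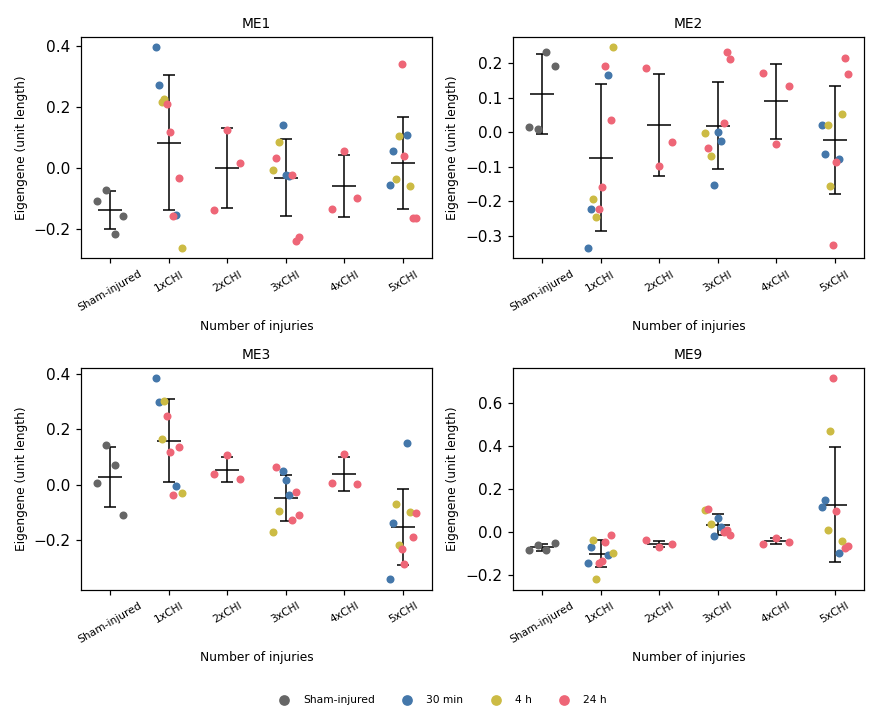
Eigengenes of ME1, ME2, ME3 and ME9 (vertical axis, unit length over the samples) by number of injuries (horizontal axis). Points are samples in order of sample number, coloured by time point, and bars are the mean ± SD. The ME9 bar after 5xCHI spans an SD of 0.266, against 0.0466 after 3xCHI.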

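The ME9 eigengene was -0.0707 ± 0.0157 (SD, n = 4) in sham-injured mice, -0.101 ± 0.0620 (SD, n = 10) after 1xCHI, -0.0549 ± 0.0153 (SD, n = 3) after 2xCHI, 0.0346 ± 0.0466 (SD, n = 9) after 3xCHI, -0.0426 ± 0.0147 (SD, n = 3) after 4xCHI and 0.127 ± 0.266 (SD, n = 10) after 5xCHI. The rise after 3xCHI, a difference of 0.105, passed 0.05 (exact permutation test, two-sided p = 0.00280, one-sided p = 0.00140), with 9 of 9 samples above the sham-injured median. With the sample number as a covariate, added after the values were seen, it was 0.0640 (permutation p = 0.0783). After 5xCHI there was a difference of 0.198 (exact permutation test, two-sided p = 0.126, one-sided p = 0.0350), and with the covariate it was 0.172 (permutation p = 0.117). For ME7 the difference was 0.0914 after 3xCHI and 0.112 after 5xCHI (exact permutation test, two-sided p = 0.263 and 0.231). For ME8 it was -0.0120 and 0.0623 (exact permutation test, two-sided p = 0.828 and 0.589). Over the 39 samples, ME9 and ME8 had Pearson's r = 0.756 (permutation p = 1e-05) and Spearman's rho = 0.507 (permutation p = 0.00128), and r was 0.611 without the 2 samples farthest from the ME9 median. ME9 and ME7 had Pearson's r = 0.454 (permutation p = 0.00981) and Spearman's rho = 0.280 (permutation p = 0.0837), and r fell to 0.111 without those samples, so that this relation rests on them. Benjamini-Hochberg adjusted p-values over the 4 pairs of modules compared were 2.0e-05 and 0.00981 in these permutation tests, where 1e-05 is the smallest p the permutations can give.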

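The ME3 eigengene was 0.0277 ± 0.108 (SD, n = 4) in sham-injured mice. After 1xCHI it was 0.158 ± 0.150 (SD, n = 10), a difference of 0.131 (exact permutation test, two-sided p = 0.140, one-sided p = 0.0709), and after 5xCHI -0.153 ± 0.138 (SD, n = 10), a difference of -0.181 (exact permutation test, two-sided p = 0.0430, one-sided p = 0.0260). Leaving out 1 sample of either group at a time, the two-sided exact permutation p after 5xCHI ranged from 0.00699 to 0.133 and was under 0.05 in 3 of 14 comparisons. The ME6 eigengene was 0.0385 ± 0.113 (SD, n = 4) in sham-injured mice. It was 0.0962 ± 0.0696 (SD, n = 10) after 1xCHI, a difference of 0.0577 (exact permutation test, two-sided p = 0.245, one-sided p = 0.130), and -0.142 ± 0.211 (SD, n = 10) after 5xCHI, a difference of -0.181 (exact permutation test, two-sided p = 0.139, one-sided p = 0.0679). With the sample number as a covariate, the difference after 5xCHI was -0.189 (permutation p = 0.0440) for ME3 and -0.154 (permutation p = 0.124) for ME6. ME10 and ME11 were not analysed here.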

To understand the biological relevance of each module, we used gene ontology (GO, via PANTHER) to identify top GO terms enriched in each module (Fig. 7D). The rapidly changing ME2 (blue) was enriched for genes related to nervous system development, suggesting a rapid downregulation of homeostatic neuronal functions. The gradually changing modules, ME7, ME8, and ME9 (black, pink, magenta), were enriched for GO terms associated with wound healing, cytokine response, gliogenesis, and regulation of the immune response, suggesting a multi-day response that involves immune processes and healing. Importantly, those modules that increase with injury were all correlated with immune proteins (inflammatory cytokines, MAPK activation, and GFAP) quantified in the frontal cortex of the same animals (ME1, ME7, ME9; “Trait Correlations” Fig. 7E), whereas ME2, which shows decreasing trends after injury and is associated with neuronal function, was inversely correlated with immune proteins (Fig. 7E).

We next conducted a cell-type enrichment analysis for genes with high specificity in neurons, oligodendrocytes, endothelia, astrocytes, and microglia derived from cell type specific mouse brain proteome and transcriptome studies [78, 79](Fig. 7F). We found that ME2 (blue), which decreases after a single injury and is inversely correlated with immune protein markers, was significantly enriched for neuronal genes. In contrast, ME7, ME8, and ME9 (black, pink, magenta), which show gradual increasing trends with successive injuries and (with the exception of ME8) correlate with immune protein markers, were enriched for endothelial, astrocyte, and microglial genes, respectively.

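A list of 20 neuronal marker genes, written from memory before the data were examined, had a median correlation across samples of 0.417 with the ME2 eigengene. This was at the 38.7 percentile of 10000 random lists of the same size matched on mean expression. The lists of the studies the paper cites and its enrichment test were not used here.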

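With marker lists of 20 genes per cell type, less any gene named for the module, the median correlation of the 20 endothelial markers with ME7 was -0.0313, at the 15.3 percentile of random lists matched on mean expression. The 19 astrocyte markers had a median correlation of 0.655 with ME8, and the 17 microglial markers one of 0.847 with ME9. Both were at the 100 percentile, higher than all 10000 random lists. The astrocyte and microglial lists were also at the 100 percentile for each of ME4, ME7, ME8 and ME9, and the oligodendrocyte list for ME4 (median correlation 0.805), ME7 (0.177) and ME9 (0.378). The astrocyte markers had a higher median correlation with ME9 (0.716) than with ME8. The microglial markers had one of 0.617 with ME8, lower than with ME9.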

We concluded this unbiased analysis by asking if specific modules were associated with AD-related genes. To test this, we used a Multi-marker Analysis of GenoMic Annotation (MAGMA) analysis to determine if AD genes were significantly over-represented within specific gene modules. Indeed, AD genes were enriched in ME1 (i.e. *Pfdn5*, *Rps11*, *Rpl13a*, *Lamtor4*, *Rpl14*), which increases with a single injury and correlates significantly to several inflammatory proteins. 

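After 1xCHI, Pfdn5, Rpl13a, Lamtor4 and Rpl14 had log2 fold changes of 0.45, 0.45, 0.48 and 0.42 against sham-injured, each with a standard error of 0.17. Their adjusted p-values in edgeR's quasi-likelihood test lay between 0.223 and 0.249. Lamtor4 (ENSMUSG00000050552, chromosome 5 of GRCm38 from 138255482 to 138259398) had the largest change of these, from 25.2 ± 1.92 CPM (SD, n = 4) to 35.1 ± 8.94 CPM (SD, n = 10). Over the 51 genes the paper names and 5 injury groups, 29 of 255 comparisons had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes tested.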

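For Vav1, Grn and Laptm5, the log2 fold changes against sham-injured were 0.37, 0.34 and 0.22 after 3xCHI, and 0.75, 0.76 and 0.46 after 5xCHI. Hepacam was at 87.0 ± 2.59 CPM (SD, n = 9) after 3xCHI and 87.0 ± 3.53 CPM (SD, n = 4) in sham-injured mice, and its log2 fold change after 5xCHI was 0.19. Adjusted p-values of these genes in edgeR's quasi-likelihood test were 0.911 to 0.997 after 3xCHI and 0.360 to 0.527 after 5xCHI.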

AD genes were also enriched in ME9 (i.e. *Hepacam*, *Vav1*, *Hexb*, *Grn*, *Laptm5*), which increases gradually, correlates with inflammatory proteins, and is enriched for microglial genes (Fig. 7G). Taken together, these data suggest an early inflammatory response associated with AD genes (ME1) and a concomitant neuronal decrease in homeostatic functions (ME2) after a single injury in 3xTg-AD mice. Moreover, multiple injuries progressively increased gene expression profiles associated with wound healing and regulation of inflammation within endothelia, astrocytes, and microglia, emphasizing that repetitive injuries affect all cellular compartments.

**Fig. 7:**
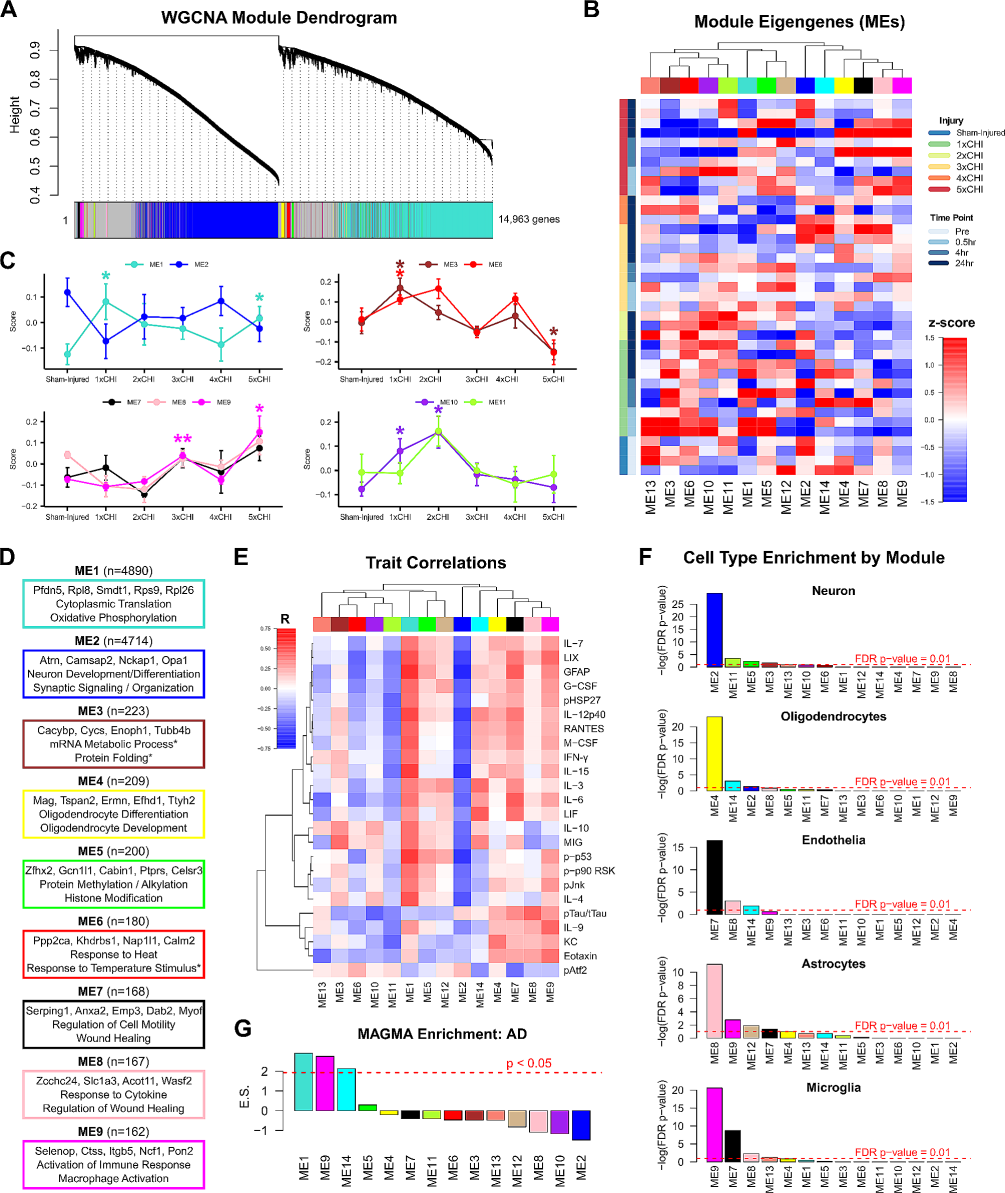
WGCNA of 3xTg-AD somatomotor cortex transcriptomes identifies modules of co-expressed genes associated with injury, GO biological processes, inflammatory protein expression, brain cell types, and AD genetic risk factors. **A**) WGCNA identified 14 modules of co-expressed genes. **B**) Expression scores for the 14 module eigengenes (MEs, the first principal component of each module) for each sample. MEs are clustered by Euclidean distance (columns) and expression scores are displayed by increasing injury number and time point from bottom to top of the heatmap (rows). **C**) Line plots show changing ME expression scores over increasing numbers of injuries. Time points for 30 min, 4 h, and 24 h after 1x, 3x, and 5xCHI are combined due to low sample sizes (*n* = 2–4). ME1 (turquoise) and ME2 (blue) show opposite behavior after 1xCHI, with ME1 significantly increasing (*p* = 0.047, permutation test) alongside trending decreases (*p* = 0.054) in ME2 after a single injury. ME 9 (magenta) shows significant increases after successive injuries that track closely with ME7 and 8 (black and pink) (*p* = 0.0015 after 3xCHI, *p* = 0.023 after 5xCHI; permutation tests compared to sham-injured; see Methods) (mean ± SEM). **D**) Gene ontology enrichment of biological processes was conducted for each module (Fisher’s exact test with FDR-corrected p-value < 0.05). ME3 and ME6 had fewer than two significant GO sets. Sets marked with asterisks had FDR-corrected *p* > 0.05 but uncorrected *p* < 0.0001. **E**) Protein expression data from the frontal cortex of the same 3xTg-AD animals were correlated against each ME. Selected proteins showed a correlation p-value of at least 0.01 against at least one ME. Red indicates a positive Pearson’s correlation coefficient (R) while blue indicates negative correlation. **F**) Cell type enrichment analysis showed significant enrichment of neuronal genes in ME2 (blue), oligodendrocyte genes in ME4 (yellow), endothelia genes in ME7 (black), astrocyte genes in ME8 (pink), and microglial genes in ME9 (magenta). **G**) MAGMA enrichment for GWAS AD genes showed significant over-representation within ME1 (turquoise), ME9 (magenta), and ME14 (cyan). The dotted red line indicates an enrichment z-score of 1.96, above which a module is considered significantly enriched (normal distribution, *p* < 0.05)

## Discussion

In this study, we comprehensively profiled immune and pathological responses to rmTBI in the brains of 3xTg-AD mice using a combination of targeted protein panels and RNA sequencing. We hypothesized that repeated mTBI drives progressive changes in immune signaling together with markers of astrocyte reactivity, microglial activation, and changes in tau and Aβ. Because wild type mice do not develop plaques and tangles associated with AD or brain injury-induced pathology, we employed the triple transgenic model of AD (3xTg-AD) in the present study to evaluate relationships between injury, pathological hallmarks, and markers of immune response across multiple acute time points. To our knowledge, this study is the first to define the temporal evolution of immune and pathological responses to rmTBI at both the protein and transcriptional levels in a mouse model capable of displaying both Aβ plaques and neurofibrillary tangles.

While sex differences in pathology and cognitive outcomes after injury in 3xTg-AD mice have been extensively studied [87], few studies have evaluated sex differences in immune signaling. Indeed, to our knowledge, all published brain injury studies that make use of the 3xTg-AD model report only male mice or combined-sex experimental groups. Sexual dimorphism of brain immune signaling in both humans and other mouse models is well-documented, generally showing a stronger immune response in females [99]. Female 3x-Tg AD mice are reported to have increased Aβ pathology, possibly due to increased β-secretase processing [88, 100, 101] while male 3xTg-AD mice and have been reported to have increased systemic autoimmunity [102], emphasizing the need to evaluate the role of sex. Indeed, we found that 40 out of 46 measured proteins were significantly different between males and females in the frontal cortex, as well as 37 out of 46 in the hippocampus. Further, we determined that total tau, phospho-tau T181, Aβ40, and Aβ42 accounted for only half of the differentially expressed proteins. In particular, pathology-adjusted data left 18 significantly different proteins in the frontal cortex and 20 in the hippocampus. These findings emphasize the importance of evaluating the role of sex. Indeed, dichotomizing our protein data into male and female datasets revealed that females exhibited a much stronger response to injury (Fig. S4, Fig S5). For this reason, we focused our analysis on females.

A key finding of our work is that many of the quantified cytokines and phospho-protein signaling molecules co-labeled with NeuN. Neurons are known to express a plethora of cytokine receptors and undergo phospho-protein signaling cascades (i.e., MAPK and NF-κB, among others) in response to inflammation [103–108], but an increasing body of work suggests that neurons also participate in cytokine secretion in both homeostatic and pathological conditions [109–120]. Indeed, prior work from our own group has found increased MAPK and NF-κB signaling and expression of cytokines that co-label with neurons following rmTBI in male wild type mice [38]. Moreover, multiple studies have reported evidence of co-localization of immune signaling proteins and/or their transcripts with neurons in most of our “Group 1” proteins, which are elevated in the cortex in females following each CHI: IL-1α [109, 110], IL-1β [111, 112], IL-2 [113, 114], IL-9 [115], IL-13 [116–118], and KC. Our IHC in the current study revealed prominent NeuN co-labeling of four cytokines (IL-1α, IL-1β, IL-13, and KC) and both MAPK phospho-proteins (phospho-Atf2 and phospho-Mek1) within “Group 1,” which is consistent with prior literature. One caveat of our NeuN labeling in these drop-fixed brains is that there was reduced NeuN labeling in the nuclei of many cells. This may be an artifact of our drop fixation protocol [121], which we adopted to enable microdissection of the left hemisphere for protein and mRNA analysis. Although future IHC studies are warranted using a perfusion-fixation approach, our data together with prior literature therefore support a role for neurons in orchestrating an immune signaling response post-rmTBI. Our current findings are further supported by our prior work showing that numerous cytokines and phospho-proteins were neuron-derived in resting state brain via native-state proteomics [91], which will provide a quantitative approach to interrogate neuronal signaling in future rmTBI studies.

To our knowledge, our work is the first to conduct transcriptional profiling after successive mTBIs in 3xTg-AD mice. We used WGCNA to provide an unbiased summary of gene expression trends in the data, then assessed each identified gene module for enhanced expression of specific biological processes (gene ontology), cell type specific markers, and GWAS-identified markers of AD, as well as correlation with paired protein expression (Fig. 7). Indeed, we identified an early inflammatory response associated with AD-GWAS gene expression and protein translation after a single injury, paired with a concomitant decrease in neuronal-enriched functions associated with neuronal development and synaptic signaling. These changes after a single injury seemingly parallel our findings of increased 24 h cytokines after 1x or 3xCHI that are no longer elevated after 5xCHI at 24 h. Within days of repeated injury, there was a gradual increase of endothelia-, astrocyte-, and microglia-enriched gene modules associated with wound healing and regulation of inflammation, suggesting a possible “cumulative” response. We also found a significant enrichment of AD-GWAS risk genes within the microglia-enriched gene modules, suggesting microglial involvement in acute pathogenesis after injury. We note, however, that our CD68 ELISA data did not change with injury, and thus we did not focus our protein and histological analyses on microglia. Collectively, these data suggest that even a single mTBI elicits a change in genes associated with lost neuronal homeostasis, whereas repeated daily mTBIs yield changes that propagate into astrocytes, microglia, and endothelial cells. The appearance of both transient and accumulating aspects of repetitive closed head injuries may be essential to identifying the mechanisms that cause cumulative functional deficits.

Interestingly, our protein data showed that the astrocyte reactivity markers GFAP and S100B are transiently elevated at 30 min after each repetitive mTBI in the female 3xTg-AD frontal cortex. Although few studies have characterized such rapid changes in reactivity markers following closed-head injury, elevated GFAP and GFAP breakdown products are detectable in serum less than one hour after mild to severe TBI in mice [92–94]. This parallels findings in human patients, where serum GFAP levels rapidly increase within an hour then decline within 24–72 h following mild-to-severe injury [94–96, 122–124] as well as some mouse studies [18, 125], but is in contrast to several other studies in rodents showing sustained GFAP elevation up to two weeks post-injury [126–129]. Differences in rodent and injury models, sample type (serum, CSF, tissue lysate), and sex composition of experimental groups may account for some of these conflicting results. On the transcriptional level, we found that astrocyte-specific gene sets for stress response, general metabolism, and immune-related phenotypes A1 and A2 [97] showed gradual increases compared to sham-injured after 3-5xCHI, while homeostatic sets associated with gliotransmission and astrocyte plasticity showed decreased expression compared to sham-injured after just 1xCHI. These findings mirror previous studies which have identified elevated immune response genes in astrocytes 7 days post-severe TBI [130] and the lack of astrocyte-specific inflammatory gene changes 24 h after mild TBI [131]. Combined, our protein and transcriptional data indicate that astrocytes are responsive to (r)mTBI as early as 30 min after injury, while transcriptional changes in stress response pathways persist on the order of days.

The MAPK intracellular signaling pathway is a known mediator of astrocyte reactivity [132–134], including after a traumatic brain injury [48]. The clustering of female 3xTg-AD cortical GFAP and multiple MAPK phospho-proteins suggests that MAPK signaling may be responsible for the phenotypic transition to a reactive state in our model. Further, GFAP also correlates with a host of cytokines such as LIX, IL-7, IL-3, IL-12p40, RANTES, IL-15, M-CSF, G-CSF. These relationships generally exist independently of injury and suggest involvement within reactive astrocyte signaling, which peaks on a time scale of minutes-to-hours after each injury. Further studies should investigate the effect of MAPK signaling in astrocyte response to brain injury.

The current study has several limitations requiring future work. First, while the 3xTg-AD mouse model is becoming relatively popular for brain injury research [55–62], its predisposition towards spontaneous development of pathology due to the expression of three causal AD transgenes is not genetically representative of most human TBI patients. The use of human transgenes is necessary due to the lack of pathogenicity of native mouse tau and Aβ, while the use of mutations specifically associated with dementia is justified by the short life span of mice. Here, we mitigated the potential effects of pre-existing pathology on injury outcomes by using mice aged to 2–4 months, well before the reported build-up of Aβ and phosphorylated tau at 6 and 12 months, respectively [135, 136]. Second, while bulk tissue processing enabled appropriate sample sizes and comparison between 12 injury and time point groups, it also limited our ability to draw conclusions at the level of a single cell. Our bulk analysis highlights injury groups and time points of interest to be interrogated in future work for single cell analysis. Single cell profiling would identify how subtypes of neurons, glia, and other cells respond to successive mTBIs at a higher resolution than can be inferred by network analysis of bulk transcriptomic data. Specifically, single cell analysis may help clarify the extent to which neurons may be involved in immune signaling through cytokine expression and MAPK activation as seen in the injury-driven “Group 1”. Additionally, bulk and single cell RNAseq profiling are needed in both sexes in future work to determine which transcriptional changes are shared between or distinct to each sex. Third, our findings are purely correlative. While we have established evidence of a relationship between elevated neuroimmune signaling and outcome, future studies are required to establish whether this signaling indeed drives pathogenesis after rmTBI, or is merely correlated.

## Conclusions

In total, our data define an acute neuroimmune cascade of mild traumatic brain injury in 3xTg-AD mice, consisting of (i) an immediate decrease in neuronal homeostatic gene expression and an elevation of AD-associated genes after a single injury, (ii) elevation of a subset of cortical cytokines that correlated with phosphorylated tau and co-labeled with neurons in injured mice, and (iii) increased expression of non-neuronal genes suggesting glial reactivity within days of repeated injury. We provide resolution of these acute protein and transcriptional changes at a previously uncharacterized minutes-to-days time scale alongside the key experimental variables of sex, brain region, and number of injuries. Pronounced changes in neuronal gene expression that correlate with inflammatory protein expression and co-labeling of injury-elevated cytokines and MAPK phospho-proteins with neuronal marker NeuN suggest a key role for neurons in the modulation of neuroimmune activity following brain injury. Further, the association of phospho-Mek1 and phospho-Atf2, cytokines, and phospho-tau T181 after injury may represent a therapeutic avenue for regulating inflammation and acute pathological mechanisms. Future work should explore the causal functions of these key molecular signals.

### Data availability

The gene expression FASTQ files and count matrix that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) repository under series record GSE226838. Protein expression data and mouse metadata has been deposited in the Open Data Commons for Traumatic Brain Injury repository under DOI: 10.34945/F5ZK51. The ODC-TBI is a secure, cloud-based repository platform designed to share research data [137].

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The gene expression FASTQ files and count matrix that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) repository under series record GSE226838. Protein expression data and mouse metadata has been deposited in the Open Data Commons for Traumatic Brain Injury repository under DOI: 10.34945/F5ZK51. The ODC-TBI is a secure, cloud-based repository platform designed to share research data (123).

## Abbreviations

3xTg-AD: Triple transgenic Alzheimer’s disease mouse model
Aβ: Amyloid beta
ACURO: Animal Care and Use Review Office (U.S. Army MRDC)
AD: Alzheimer’s disease
APP: Amyloid precursor protein
ARRIVE: Animal Research: Reporting of In Vivo Experiments
ATP: Adenosine triphosphate
BSA: Bovine serum albumin
CD68: Cluster of differentiation 68
CHI: Closed-head injury
CRAN: Comprehensive R Archive Network
DAPI: 4′,6-diamidino-2-phenylindole
ELISA: Enzyme-linked immunosorbent assay
FDR: False discovery rate
G-CSF: Granulocyte colony-stimulating factor
GEO: Gene expression omnibus
GFAP: Glial fibrillary acidic protein
GM-CSF: Granulocyte macrophage colony-stimulating factor
GSVA: Gene set variation analysis
GWAS: Genome-wide association study
IACUC: Institutional Animal Care and Use Committee
Iba1: Ionized calcium binding adaptor molecule 1
IFN-γ: Interferon gamma
IHC: Immunohistochemistry
IL: Interleukin
IP-10: Interferon gamma-induced protein 10
KC: Keratinocyte chemoattractant
LIF: Leukemia inhibitory factor
LIX: Lipopolysaccharide-induced CXC chemokine
MAGMA: Multi-marker Analysis of GenoMic Annotation
MAPK: Mitogen-activated protein kinase
MAPT: Microtubule-associated protein tau
MCP-1: Monocyte chemoattractant protein 1
M-CSF: Macrophage colony-stimulating factor
MIG: Monokine induced by interferon gamma
MIP: Macrophage inflammatory protein
MRDC: Medical Research and Development Command (U.S. Army)
NCBI: National Center for Biotechnology Information
mTBI: Mild traumatic brain injury
PAP: Perisynaptic astrocyte processes
PCA: Principal component analysis
PD: Parkinson’s disease
PSEN1: Presenilin 1
pTau: Phospho-tau
RANTES: Regulated upon activation, normal T cell expressed and presumably secreted
rmTBI: Repetitive traumatic brain injury
RNA: Ribonucleic acid
S100B: S100 calcium binding protein B
TBI: Traumatic brain injury
TBST: Tris-buffered saline with tween
TMEM119: Transmembrane protein 119
TNF-α: Tumor necrosis factorα
tTau: Total tau
WGCNA: Weighted gene co-expression network analysis

# Supplementary material for: Profiling the neuroimmune cascade in 3xTg-AD mice exposed to successive mild traumatic brain injuries
**Source:** J Neuroinflammation. 2024 Jun 13;21:156. doi: 10.1186/s12974-024-03128-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

# Profiling the neuroimmune cascade in 3xTg-AD mice exposed to successive mild traumatic brain injuries

Alyssa F. Pybus<sup>1</sup>, Sara Bitarafan<sup>2</sup>, Rowan O. Brothers<sup>1</sup>, Lilly Rohrer<sup>1</sup>, Arushi Khaitan<sup>1</sup>, Felix Rivera Moctezuma<sup>2</sup>, Kareena Udeshi<sup>3</sup>, Brae Davies<sup>3</sup>, Sydney Triplett<sup>1</sup>, Martin N. Griffin<sup>3</sup>, Eric Dammer<sup>4</sup>, Srikant Rangaraju<sup>5</sup>, Erin M. Buckley<sup>1,6,7,8,‡</sup>, Levi B. Wood<sup>1,2,8,‡,\*</sup>

<sup>7</sup>Children's Healthcare of Atlanta, Atlanta, GA, USA

*‡Equally contributing corresponding authors*

|                                                                                                                                                                                                                                                                                                                                                                                               |                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Erin M. Buckley</b> , PhD <sup>‡,*</sup><br>Associate Professor<br>Wallace H. Coulter Department of<br>Biomedical Engineering, Georgia Institute of<br>Technology and Emory University;<br>Department of Pediatrics, School of<br>Medicine, Emory University<br>1760 Haygood Dr NE<br>Atlanta, GA 30322, USA<br>E-mail: <a href="mailto:"></a> | <b>Levi B. Wood</b> , PhD <sup>‡,*</sup><br>Associate Professor<br>George W. Woodruff School of Mechanical<br>Engineering, Wallace H. Coulter Department<br>of Biomedical Engineering, and Parker H.<br>Petit Institute for Bioengineering and<br>Bioscience, Georgia Institute of Technology<br>315 Ferst Dr, Rm 3311<br>Atlanta, GA 30332, USA<br>E-mail: <a href="mailto:"></a> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

**Supplementary Table S1. Research Resource Identifiers.**

| Resource                      | Catalog Number               | RRID            |
|-------------------------------|------------------------------|-----------------|
| 3xTg-AD on C57BL/6J           | Jackson Lab 033930           | IMSR_JAX:033930 |
| Anti-GFAP                     | Diagnostic Biosystems Mob064 | Not Listed      |
| Anti-NeuN                     | Abcam ab104224               | AB_10711040     |
| Anti-IL-1 $\alpha$            | Thermo Fisher PA5-89037      | AB_2805312      |
| Anti-IL-1 $\beta$             | Abcam ab283818               | Not Listed      |
| Anti-IL-13                    | Abcam ab106732               | AB_10867235     |
| Anti-KC                       | Thermo Fisher PA5-86508      | AB_2803283      |
| Anti-phospho-Atf2 T71         | Thermo Fisher PA5-97332      | AB_2809134      |
| Anti-phospho-Mek1/2 S217/S221 | Thermo Fisher PA5-105777     | AB_2817176      |
| Anti-phospho-tau S262/T263    | Abcam ab92627                | AB_10563129     |

**Supplementary Table S2. Sample sizes of each experimental group.** Tables are separated by Female (top) and Male (bottom) samples by injury group (1x,3x,5xCHI) and time point (pre-injury, 30min, 4hr, 24hr). Sample size is indicated in n column. In total, 96 females and 83 males were used in the protein analysis and 39 females in RNAseq analysis. Two female and three male samples were excluded from the original 98 females and 86 males after Mahalanobis outlier detection (see **Methods**). \*Pre-Injury 3xCHI is equivalent to 24hr post-2xCHI. \*\*Pre-Injury 5xCHI is equivalent to 24hr post-4xCHI.

## Protein Data

| Sex     | Injury        | Time Point   | Hr Since Start | n         |
|---------|---------------|--------------|----------------|-----------|
| Females | 1xCHI         | Sham-Injured | 0              | 10        |
|         |               | 30min        | 0.5            | 8         |
|         |               | 4hr          | 4              | 8         |
|         |               | 24hr         | 24             | 8         |
|         | 3xCHI         | Pre-Injury*  | 48             | 8         |
|         |               | 30min        | 48.5           | 8         |
|         |               | 4hr          | 52             | 6         |
|         |               | 24hr         | 72             | 8         |
|         | 5xCHI         | Pre-Injury** | 96             | 8         |
|         |               | 30min        | 96.5           | 8         |
|         |               | 4hr          | 100            | 7         |
|         |               | 24hr         | 120            | 9         |
|         | Female Total: |              |                | <b>96</b> |
| Males   | 1xCHI         | Sham-Injured | 0              | 13        |
|         |               | 30min        | 0.5            | 7         |
|         |               | 4hr          | 4              | 6         |
|         |               | 24hr         | 24             | 6         |
|         | 3xCHI         | Pre-Injury*  | 48             | 7         |
|         |               | 30min        | 48.5           | 6         |
|         |               | 4hr          | 52             | 7         |
|         |               | 24hr         | 72             | 7         |
|         | 5xCHI         | Pre-Injury** | 96             | 6         |
|         |               | 30min        | 96.5           | 6         |
|         |               | 4hr          | 100            | 6         |
|         |               | 24hr         | 120            | 6         |
|         | Male Total:   |              |                | <b>83</b> |

## RNAseq Data

| Sex     | Injury        | Time Point   | Hr Since Start | n         |
|---------|---------------|--------------|----------------|-----------|
| Females | 1xCHI         | Sham-Injured | 0              | 4         |
|         |               | 30min        | 0.5            | 3         |
|         |               | 4hr          | 4              | 3         |
|         |               | 24hr         | 24             | 4         |
|         | 3xCHI         | Pre-Injury*  | 48             | 3         |
|         |               | 30min        | 48.5           | 3         |
|         |               | 4hr          | 52             | 2         |
|         |               | 24hr         | 72             | 4         |
|         | 5xCHI         | Pre-Injury** | 96             | 3         |
|         |               | 30min        | 96.5           | 3         |
|         |               | 4hr          | 100            | 3         |
|         |               | 24hr         | 120            | 4         |
|         | Female Total: |              |                | <b>39</b> |

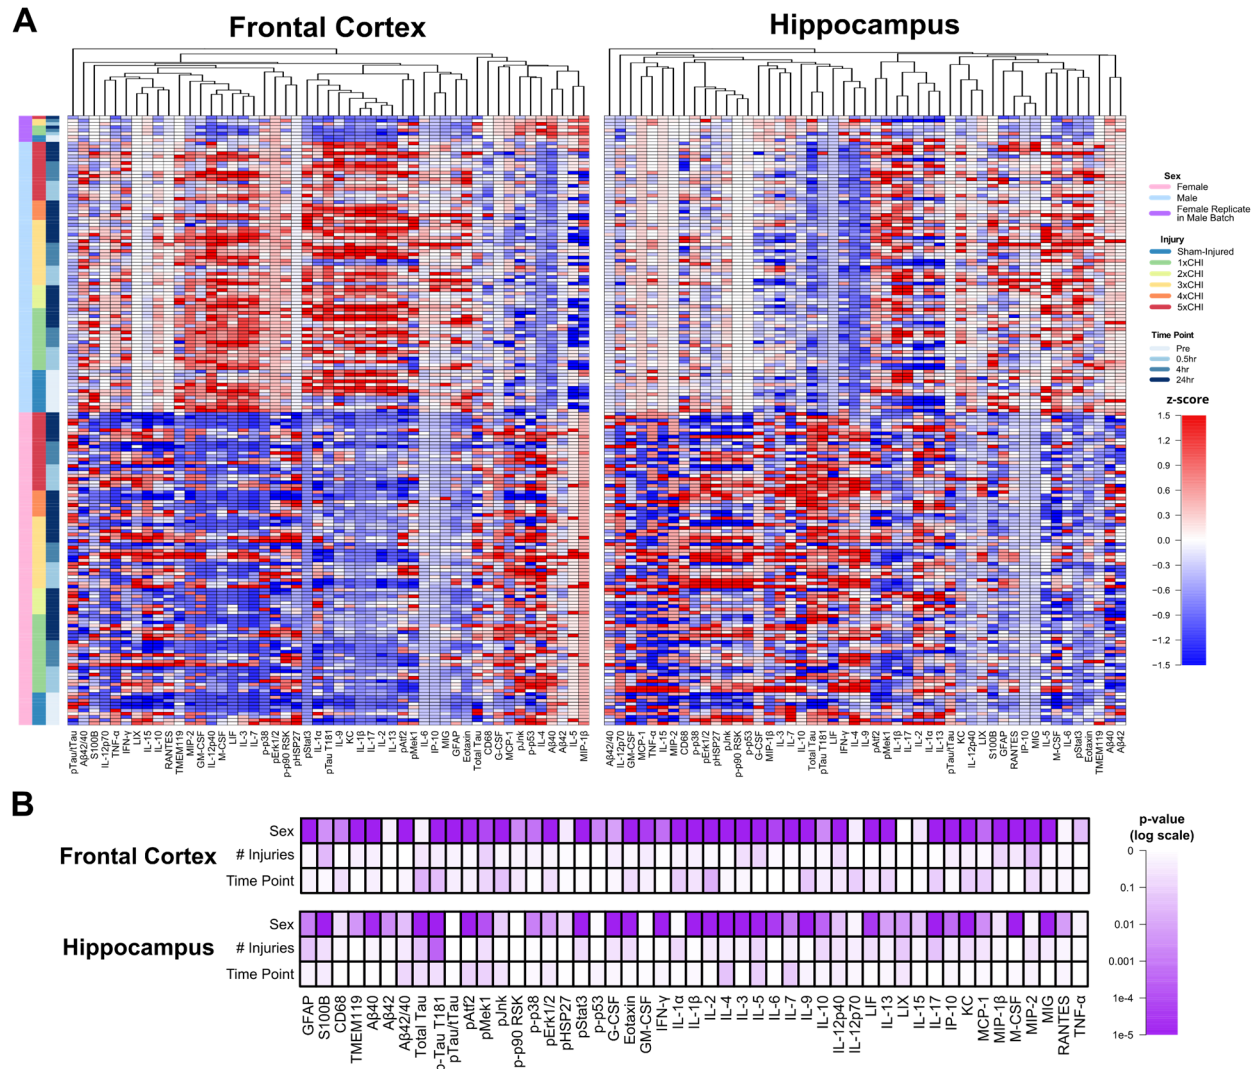

**Supplementary Figure S1. Pronounced sexual dimorphism of immune signaling, glial markers, and molecular markers of pathology in 3xTg-AD mice: all-samples heatmap and multiple linear regression model.** **A)** 30 cytokines, 6 MAPK phosphoproteins, amyloid beta 40 and 42, total and phospho-tau, GFAP, S100B, CD68, and TMEM119 were measured by multiplex and traditional ELISA in both frontal cortex (left) and hippocampus (right) tissue of 96 female (pink) and 83 male (blue) 3xTg-AD mice aged 2-4mo. Eight female samples were run as replicates within male batch assays (purple) to allow transformation of male data to female space by linear regression. S100B, CD68, and TMEM119 were run with all samples at the same time while all other assays were run in separate batches for male and female samples. Each row represents data from an individual mouse z-scored along each column. Columns are clustered by Euclidean distance via unweighted pair group method with arithmetic mean. **B)** Multiple linear regression models were calculated for each measured protein using fixed effects of sex, number of injuries, and time point after most recent injury. The model shows that the effect of sex strongly outweighs injury-dependent changes for most proteins from both regions.

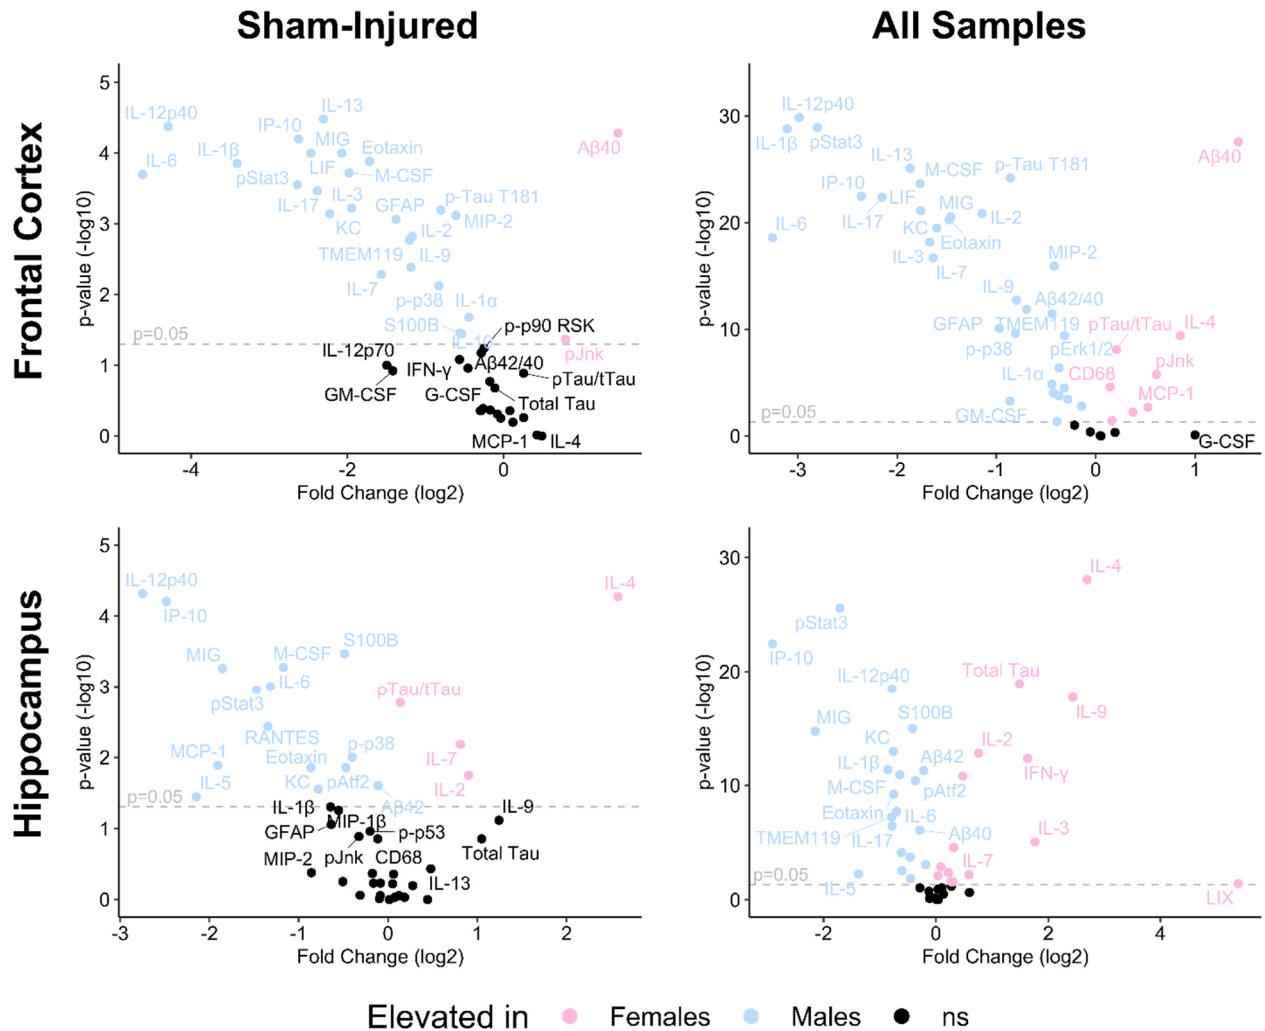

**Supplementary Figure S2. Pronounced sexual dimorphism of immune signaling, glial markers, and molecular markers of pathology in 3xTg-AD mice: volcano plots.** Volcano plots of male vs female comparative analysis show Wilcoxon rank-sum p-values (vertical axis,  $-\log_{10}$  scale) and fold change (horizontal axis,  $\log_2$  scale) of each measured protein. Proteins are considered significantly elevated in either male (blue) or female (pink) samples if  $p < 0.05$  by Wilcoxon rank-sum test. All significantly different proteins within sham-injured samples were also significant within all samples in the same direction. The all-samples analysis revealed a greater proportion of significantly different proteins by sex.

**Supplementary Table S3. Sex differences by protein within each brain region among sham-injured and all samples.** Proteins are considered significantly elevated in either male (blue) or female (pink) samples if  $p < 0.05$  by Wilcoxon rank-sum test. All significantly different proteins within sham-injured samples were also significant within all samples in the same direction. ns = not significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . The all-samples analysis revealed a greater proportion of significantly different proteins by sex.

| Protein       | Frontal Cortex<br>Sham-injured | Frontal Cortex<br>All | Hippocampus<br>Sham-injured | Hippocampus<br>All |
|---------------|--------------------------------|-----------------------|-----------------------------|--------------------|
| GFAP          | Males ***                      | Males ****            | ns                          | Males *            |
| S100B         | Males *                        | Males ***             | Males ***                   | Males ****         |
| CD68          | ns                             | Females ****          | ns                          | ns                 |
| TMEM119       | Males **                       | Males ****            | ns                          | Males ****         |
| A $\beta$ 40  | Females ****                   | Females ****          | ns                          | Males ****         |
| A $\beta$ 42  | ns                             | Females *             | Males *                     | Males ****         |
| Total Tau     | ns                             | ns                    | ns                          | Females ****       |
| p-Tau         | Males ***                      | Males ****            | ns                          | Females ****       |
| pAtf2         | ns                             | Males ****            | Males *                     | Males ****         |
| pMek1         | ns                             | Males ****            | ns                          | Males ***          |
| pJnk          | Females *                      | Females ****          | ns                          | ns                 |
| p-p90 RSK     | ns                             | Males **              | N/A                         | N/A                |
| p-p38         | Males **                       | Males ****            | Males *                     | Males ***          |
| pErk1/2       | ns                             | Males ****            | ns                          | Females **         |
| pHSP27        | ns                             | ns                    | ns                          | ns                 |
| pStat3        | Males ***                      | Males ****            | Males **                    | Males ****         |
| p-p53         | ns                             | Females **            | ns                          | ns                 |
| G-CSF         | ns                             | ns                    | Females **                  | Females ****       |
| Eotaxin       | Males ***                      | Males ****            | Males *                     | Males ****         |
| GM-CSF        | ns                             | Males ***             | ns                          | Females **         |
| IFN- $\gamma$ | ns                             | Males ***             | ns                          | Females ****       |
| IL-1 $\alpha$ | Males *                        | Males ****            | ns                          | ns                 |
| IL-1 $\beta$  | Males ***                      | Males ****            | ns                          | Males ****         |
| IL-2          | Males **                       | Males ****            | Females *                   | Females ****       |
| IL-4          | ns                             | Females ****          | Females ****                | Females ****       |
| IL-3          | Males ***                      | Males ****            | Females *                   | Females ****       |
| IL-5          | Females *                      | Females ****          | Males *                     | Males **           |
| IL-6          | Males ***                      | Males ****            | Males **                    | Males ****         |
| IL-7          | Males **                       | Males ****            | Females **                  | Females ****       |
| IL-9          | Males **                       | Males ****            | ns                          | Females ****       |
| IL-10         | Males *                        | Males ****            | ns                          | Females **         |
| IL-12p40      | Males ****                     | Males ****            | Males ****                  | Males ****         |
| IL-12p70      | ns                             | Ns                    | ns                          | ns                 |
| LIF           | Males ***                      | Males ****            | ns                          | ns                 |
| IL-13         | Males ****                     | Males ****            | ns                          | Females *          |
| LIX           | N/A                            | N/A                   | ns                          | Females *          |
| IL-15         | ns                             | ns                    | ns                          | ns                 |
| IL-17         | Males ***                      | Males ****            | ns                          | Males ****         |
| IP-10         | Males ****                     | Males ****            | Males ****                  | Males ****         |
| KC            | Males ***                      | Males ****            | Males *                     | Males ****         |
| MCP-1         | ns                             | Females **            | Males *                     | Males ****         |
| MIP-1 $\beta$ | Females **                     | Females ****          | ns                          | Females *          |
| M-CSF         | Males ***                      | Males ****            | Males ***                   | Males ****         |
| MIP-2         | Males ***                      | Males ****            | ns                          | Females **         |
| MIG           | Males ****                     | Males ****            | Males ***                   | Males ****         |
| RANTES        | ns                             | ns                    | Males **                    | Males **           |
| TNF- $\alpha$ | ns                             | Males *               | ns                          | ns                 |

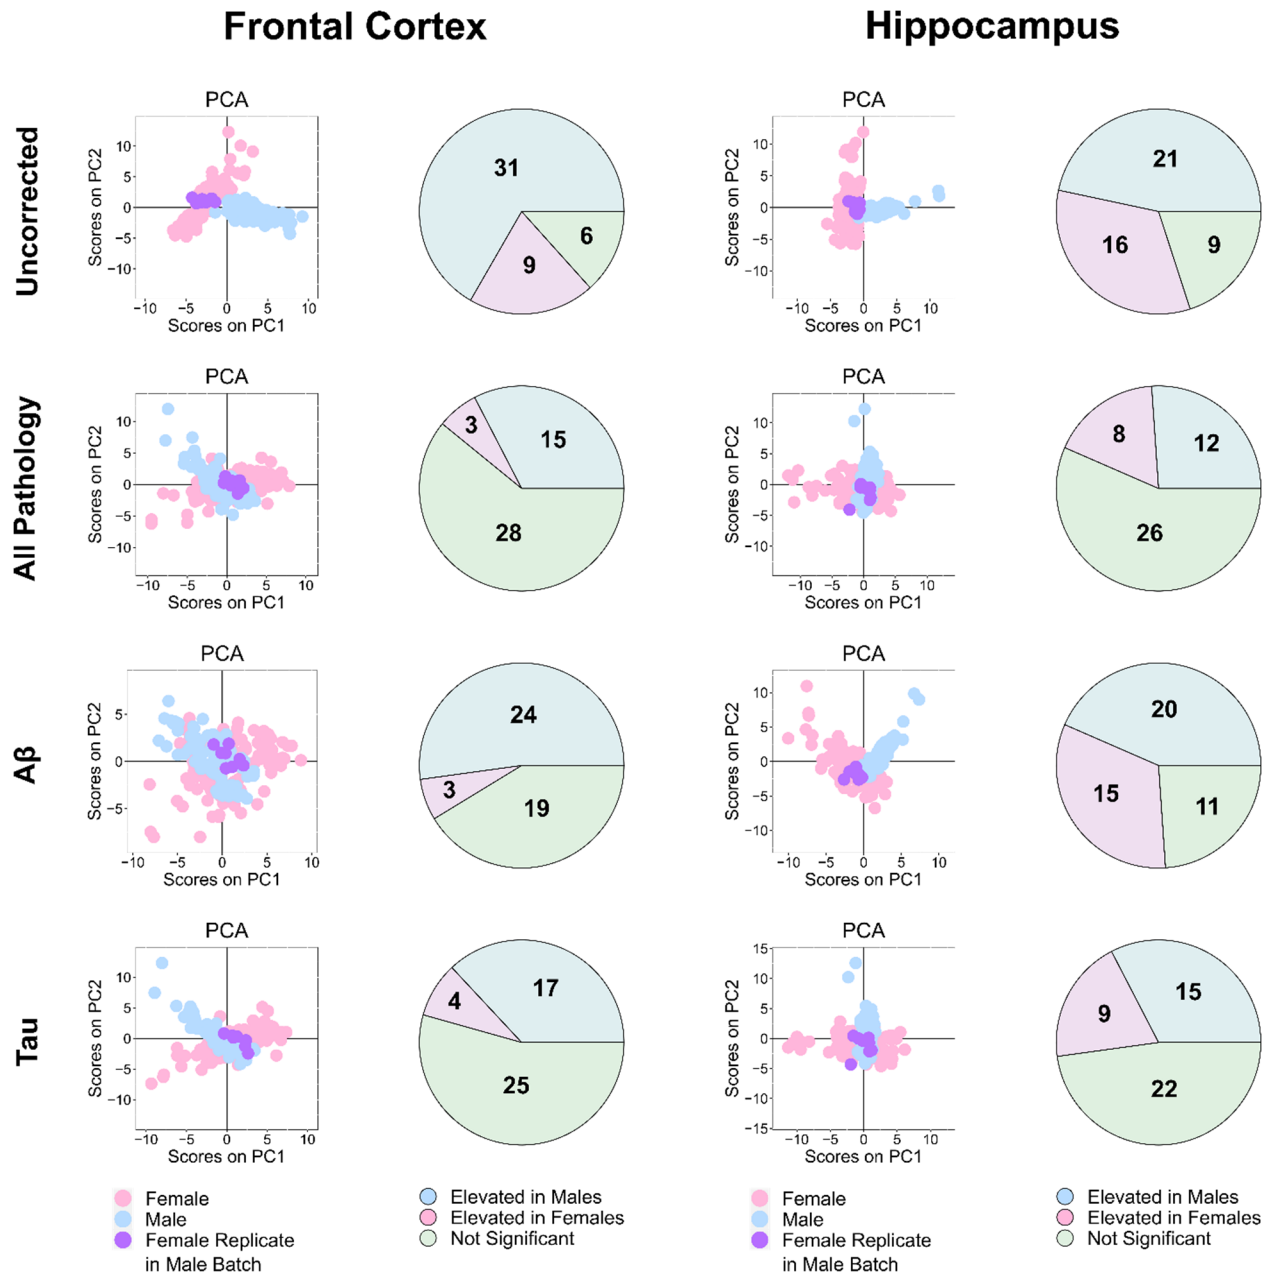

**Supplementary Figure S3. Sex differences within pathology-adjusted data.** Adjusted data is defined as the residual of a linear regression of A $\beta$  markers (A $\beta$ 40 + A $\beta$ 42), tau markers (total tau + phospho-tau T181), or all pathological markers (A $\beta$  and tau combined) against all combined protein data. From top to bottom, the graphic shows uncorrected data, all pathology-, A $\beta$ -, and tau-adjusted data for both the frontal cortex (left) and hippocampus (right). A principal component analysis (PCA) scores plot of the first two PCs is shown to illustrate changes in variance between the samples after adjustment. The pie charts are annotated with the number of differentially expressed proteins which are significantly upregulated in male (blue) and female (pink) samples, or not significantly different (green). Proteins are considered significantly different if  $p < 0.05$  by Wilcoxon Rank Sum test.

**Supplementary Table S4. Sex differences by protein within each brain region before and after adjustment for pathological markers.** Proteins are considered significantly elevated in either male (blue) or female (pink) samples if  $p < 0.05$  by Wilcoxon rank-sum test. Adjusted data is defined as the residual of a linear regression of A $\beta$  markers (A $\beta$ 40 + A $\beta$ 42), tau markers (total tau + phospho-tau T181), or all pathological markers (A $\beta$  and tau combined) against all combined protein data. Phospho-p90 RSK and LIX were measured below the detection limit among all eight female replicate samples within the male batch hippocampus and frontal cortex, respectively, disallowing conversion to female space.

| Protein       | Frontal Cortex |     |           |     | Hippocampus |     |           |     |
|---------------|----------------|-----|-----------|-----|-------------|-----|-----------|-----|
|               | Original       | All | A $\beta$ | Tau | Original    | All | A $\beta$ | Tau |
| GFAP          | M              | ns  | ns        | M   | M           | ns  | ns        | ns  |
| S100B         | M              | ns  | ns        | ns  | M           | M   | M         | M   |
| CD68          | F              | F   | F         | F   | ns          | ns  | ns        | ns  |
| TMEM119       | M              | M   | ns        | M   | M           | ns  | M         | ns  |
| A $\beta$ 40  | F              | F   | M         | F   | M           | M   | M         | M   |
| A $\beta$ 42  | F              | M   | M         | M   | M           | F   | ns        | M   |
| Total Tau     | ns             | ns  | ns        | M   | F           | ns  | F         | M   |
| Phospho-Tau   | M              | M   | M         | ns  | F           | ns  | F         | M   |
| pAtf2         | M              | ns  | M         | ns  | M           | M   | M         | M   |
| pMek1         | M              | ns  | ns        | ns  | M           | M   | M         | M   |
| pJnk          | F              | ns  | ns        | ns  | ns          | ns  | ns        | ns  |
| p-p90 RSK     | M              | ns  | ns        | ns  | N/A         | N/A | N/A       | N/A |
| p-p38         | M              | M   | M         | M   | M           | ns  | M         | M   |
| pErk1/2       | M              | M   | M         | M   | F           | ns  | F         | ns  |
| pHSP27        | ns             | ns  | ns        | ns  | ns          | ns  | F         | ns  |
| pStat3        | M              | ns  | M         | ns  | M           | M   | M         | M   |
| p-p53         | F              | ns  | ns        | ns  | ns          | ns  | ns        | ns  |
| G-CSF         | ns             | ns  | ns        | ns  | F           | ns  | F         | ns  |
| Eotaxin       | M              | ns  | ns        | ns  | M           | ns  | M         | ns  |
| GM-CSF        | M              | M   | M         | M   | F           | M   | M         | F   |
| IFN- $\gamma$ | M              | ns  | M         | ns  | F           | F   | F         | F   |
| IL-1 $\alpha$ | M              | ns  | ns        | ns  | ns          | ns  | ns        | ns  |
| IL-1 $\beta$  | M              | ns  | M         | ns  | M           | M   | M         | M   |
| IL-2          | M              | ns  | M         | ns  | F           | F   | F         | F   |
| IL-4          | F              | ns  | F         | F   | F           | F   | F         | F   |
| IL-3          | M              | M   | M         | M   | F           | F   | F         | F   |
| IL-5          | F              | ns  | ns        | ns  | M           | M   | M         | M   |
| IL-6          | M              | ns  | ns        | M   | M           | ns  | M         | ns  |
| IL-7          | M              | M   | M         | M   | F           | ns  | F         | ns  |
| IL-9          | M              | ns  | M         | ns  | F           | F   | F         | F   |
| IL-10         | M              | M   | M         | M   | F           | ns  | F         | ns  |
| IL-12p40      | M              | M   | M         | M   | M           | ns  | M         | ns  |
| IL-12p70      | ns             | M   | ns        | M   | ns          | ns  | ns        | ns  |
| LIF           | M              | M   | M         | M   | ns          | F   | ns        | F   |
| IL-13         | M              | ns  | M         | ns  | F           | ns  | F         | ns  |
| LIX           | N/A            | N/A | N/A       | N/A | F           | ns  | F         | ns  |
| IL-15         | ns             | ns  | ns        | ns  | ns          | ns  | ns        | ns  |
| IL-17         | M              | ns  | M         | ns  | M           | M   | M         | M   |
| IP-10         | M              | M   | ns        | ns  | M           | ns  | M         | ns  |
| KC            | M              | ns  | M         | ns  | M           | M   | M         | M   |
| MCP-1         | F              | ns  | ns        | ns  | M           | M   | M         | M   |
| MIP-1 $\beta$ | F              | F   | F         | F   | F           | ns  | ns        | F   |
| M-CSF         | M              | M   | M         | M   | M           | M   | M         | M   |
| MIP-2         | M              | ns  | M         | M   | F           | F   | F         | F   |
| MIG           | M              | ns  | ns        | M   | M           | ns  | M         | ns  |
| RANTES        | ns             | M   | M         | ns  | M           | ns  | M         | ns  |
| TNF- $\alpha$ | M              | ns  | M         | ns  | ns          | ns  | ns        | ns  |

## Female 3xTg-AD Mice

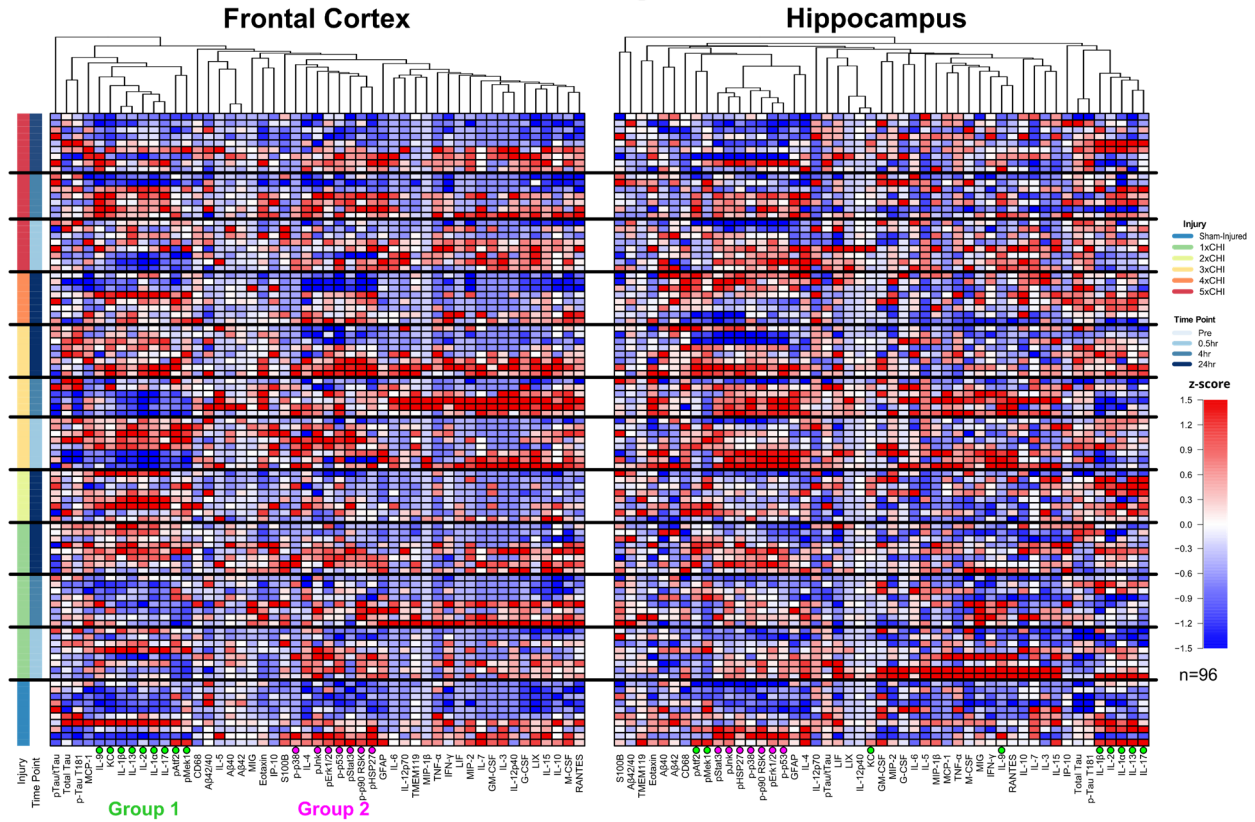

**Supplementary Figure S4. Female protein data: Quantification of immune and pathological markers in female 3xTg-AD mice after Sham-Injury and the 30min, 4hr, & 24hr time points after 1x-5xCHI.** 30 cytokines, 6 MAPK phospho-proteins, amyloid beta 40 and 42, total and phospho-tau, GFAP, S100B, CD68, and TMEM19 were measured by multiplex and traditional ELISA in both frontal cortex (left) and hippocampus (right) tissue of 96 female 3xTg-AD mice aged 2-4mo. Each row represents data from an individual mouse z-scored along each column. Columns are clustered by Euclidean distance via unweighted pair group method with arithmetic mean.

# Amyloid Beta 1-40 (A $\beta$ 40)

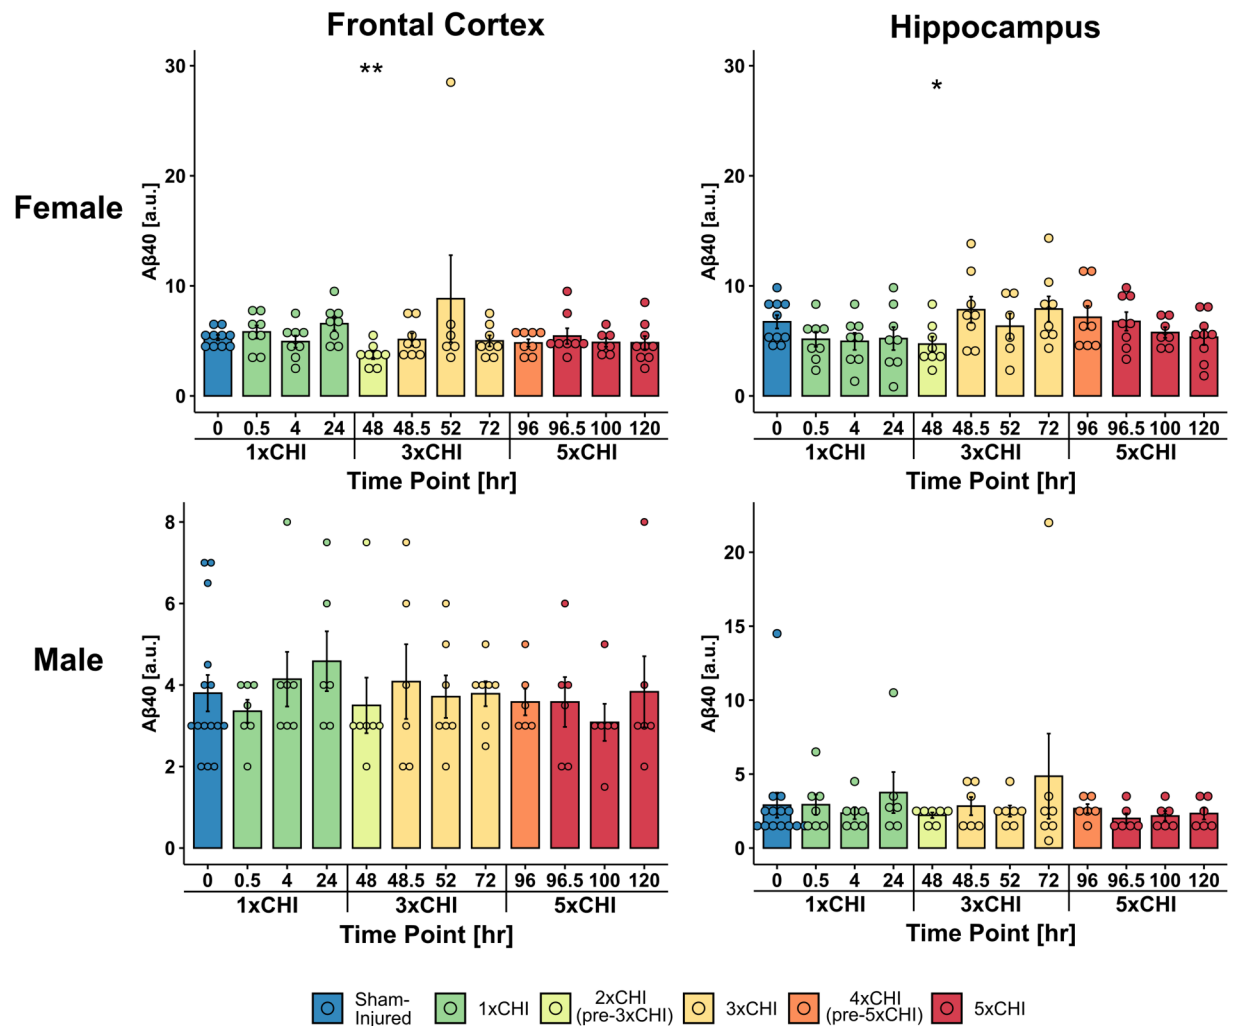

**Supplementary Figure S6. Amyloid Beta 1-40 (A $\beta$ 40) by sex and brain region.** A $\beta$ 40 was measured by Luminex ELISA (Millipore Sigma HNABTMAG-68K) in male and female frontal cortex and hippocampus tissue (\*p<0.05, \*\*p<0.01, Wilcox test vs sham-injured) (mean  $\pm$  SEM). Male and female samples run separately.

# Amyloid Beta 1-42 (A $\beta$ 42)

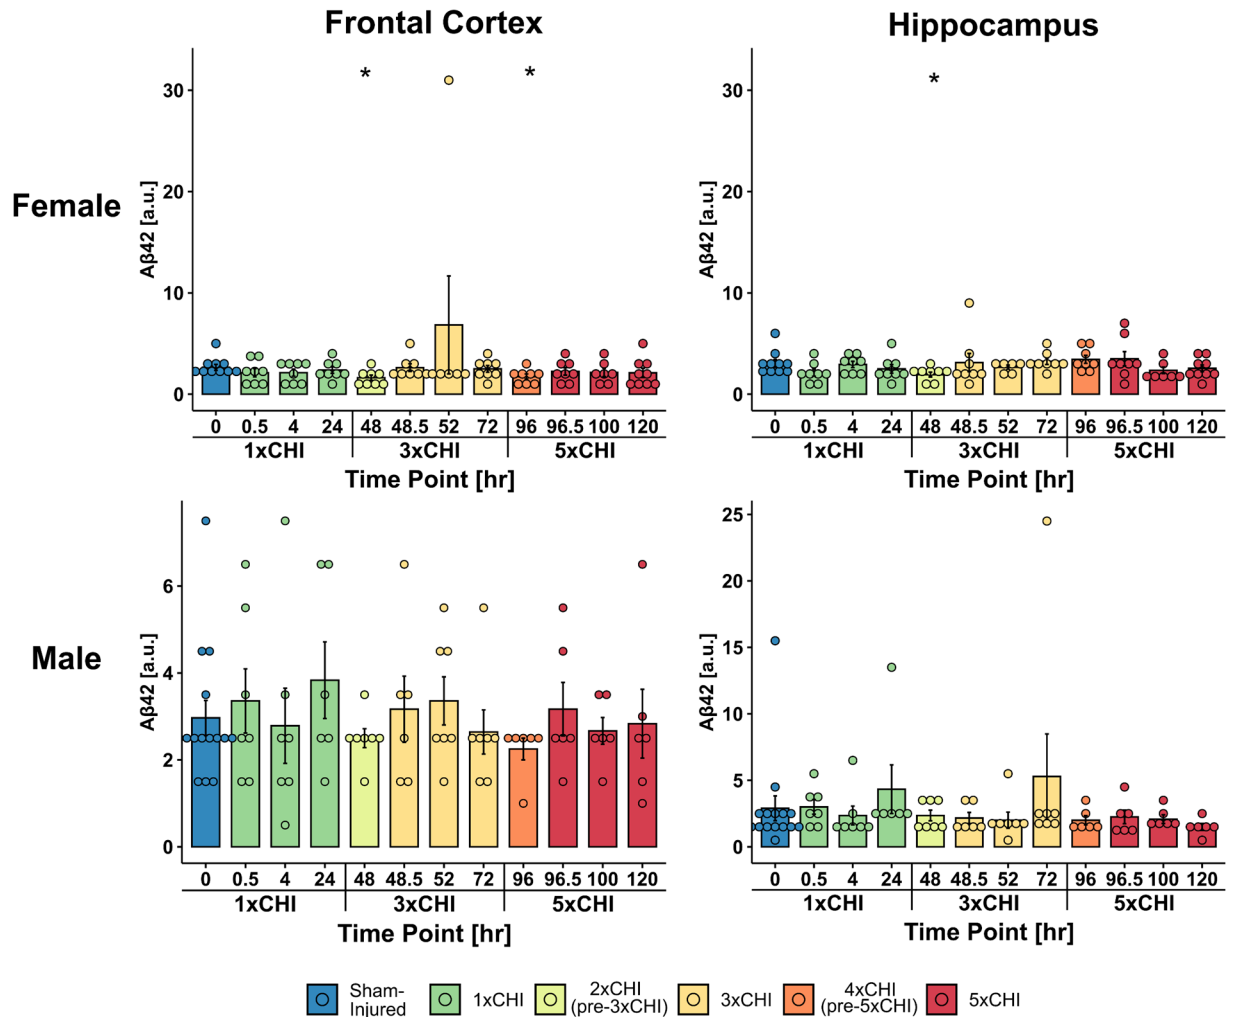

**Supplementary Figure S7. Amyloid Beta 1-42 (A $\beta$ 42) by sex and brain region.** A $\beta$ 42 was measured by Luminex ELISA (Millipore Sigma HNABTMAG-68K) in male and female frontal cortex and hippocampus tissue (\*p<0.05, Wilcoxon test vs sham-injured) (mean  $\pm$  SEM). Male and female samples run separately.

# Phospho-Tau T181

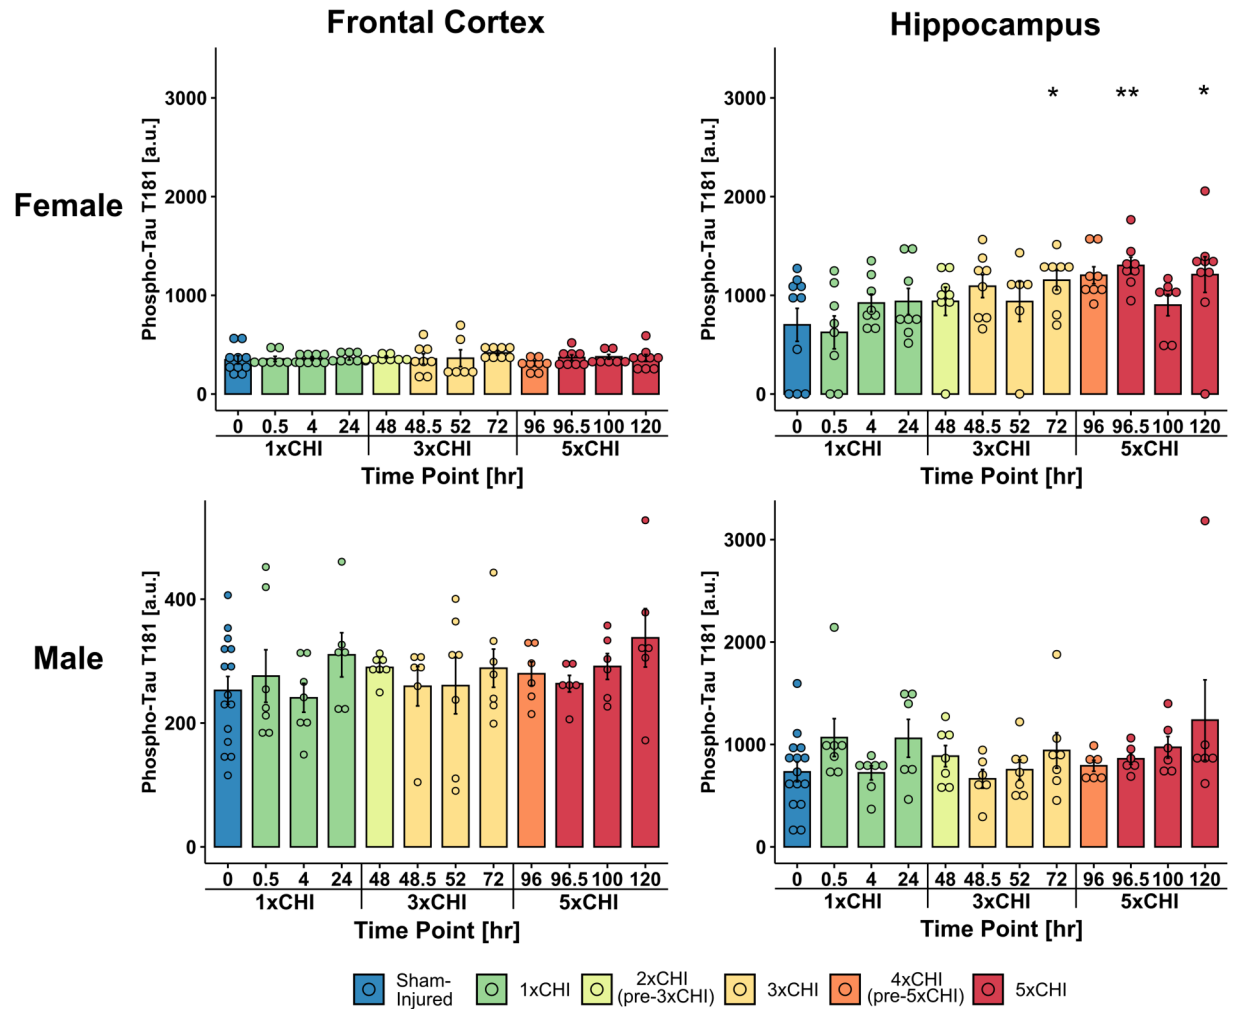

**Supplementary Figure S8. Phospho-tau T181 by sex and brain region.** Phospho-tau T181 was measured by Luminex ELISA (Millipore Sigma HNABTMAG-68K) in male and female frontal cortex and hippocampus tissue (\* $p < 0.05$ , \*\* $p < 0.01$ , Wilcoxon test vs sham-injured) (mean  $\pm$  SEM). Male and female samples run separately.

# Total Tau

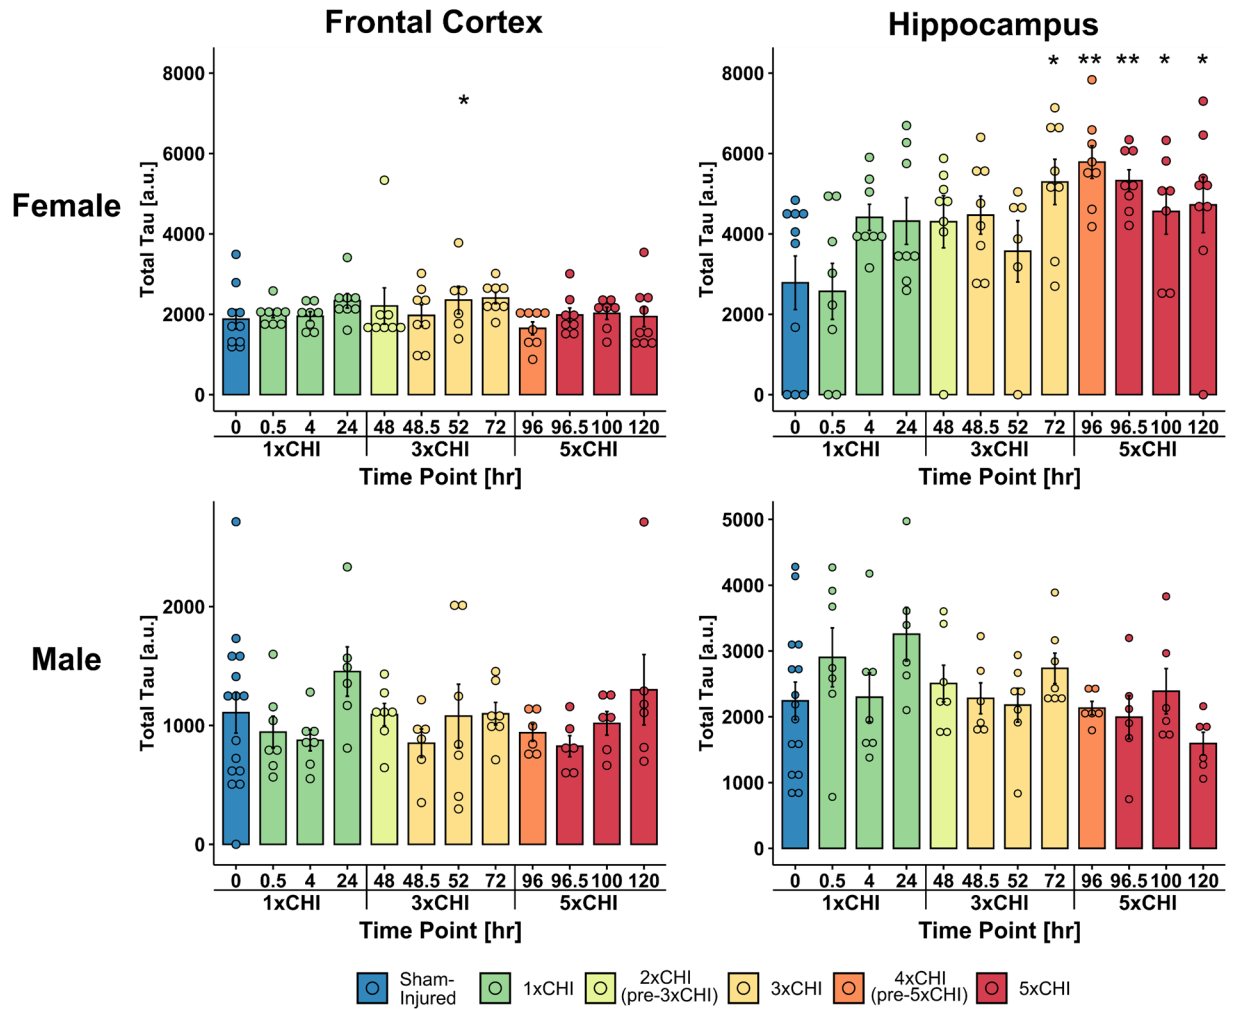

**Supplementary Figure S9. Total tau by sex and brain region.** Total tau was measured by Luminex ELISA (Millipore Sigma HNABTMAG-68K) in male and female frontal cortex and hippocampus tissue (\*p<0.05, \*\*p<0.01, Wilcoxon test vs sham-injured) (mean ± SEM). Male and female samples run separately.

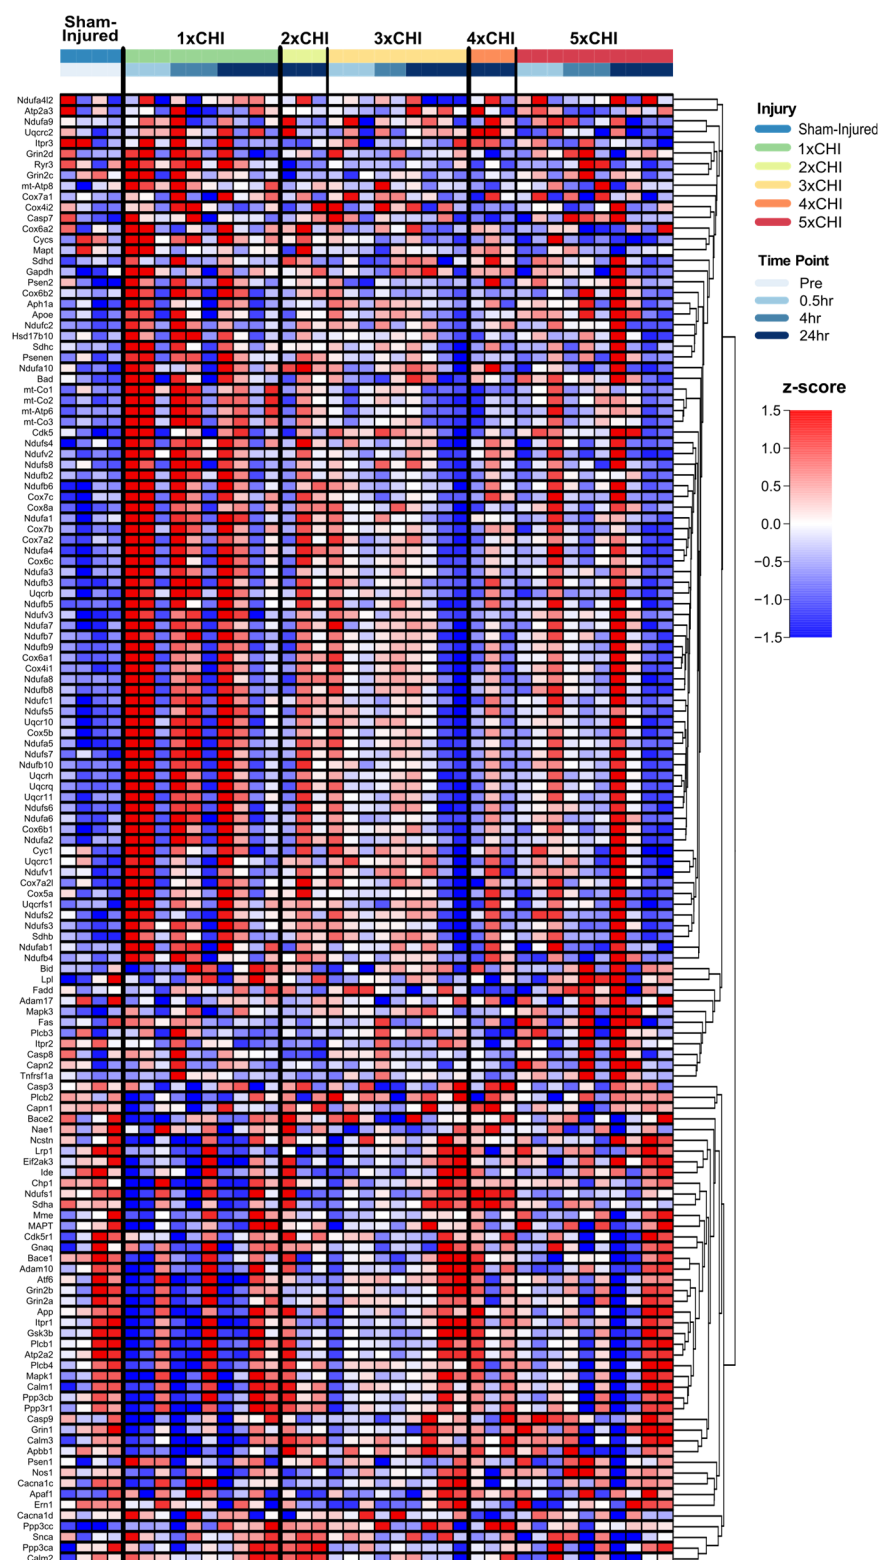

**Supplementary Figure S10. Kyoto Encyclopedia of Genes and Genomes (KEGG) Alzheimer's disease gene set.** RNAseq data from 204mo female 3xTg-AD somato-motor cortex lysates (n=2-4). Heatmap shows subset of all expressed genes from the KEGG Alzheimer's disease gene set (MSigDB C2 collection). RNAseq data is normalized, variance stabilized (**Methods**), then z-scored within each gene (rows) across all animals (columns). Genes are clustered by unweighted pair group method with arithmetic mean using Euclidean distance.

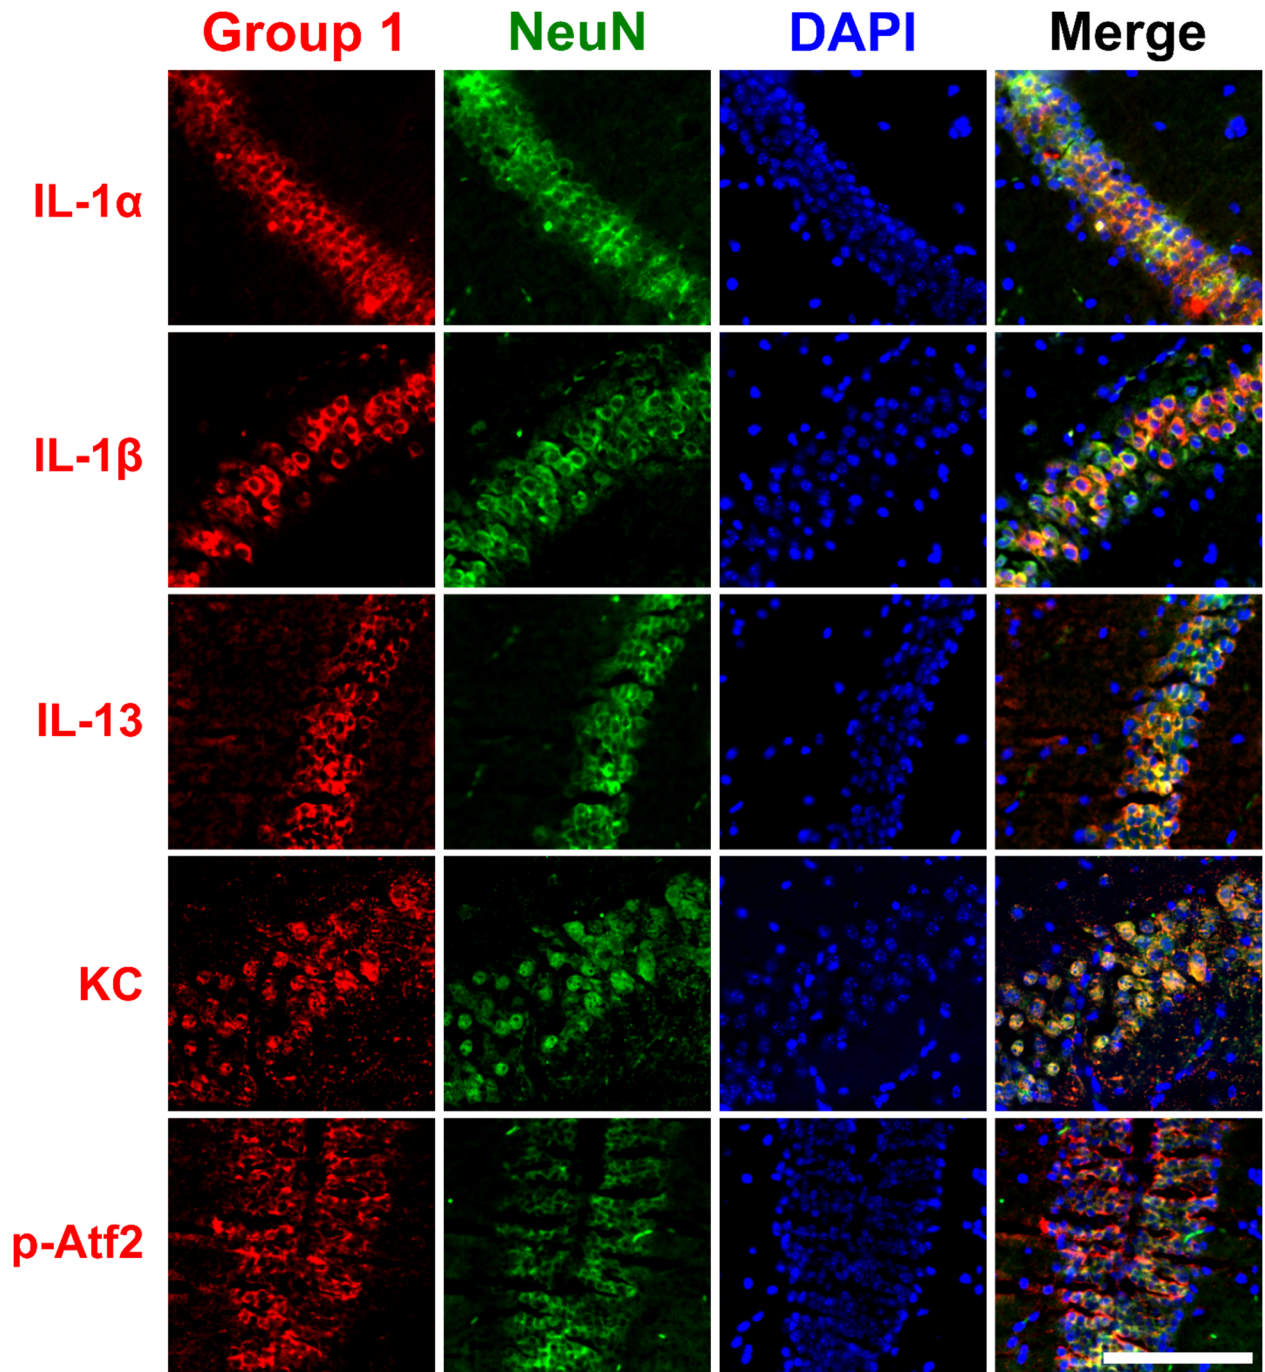

**Supplementary Figure S11. Group 1 cytokines and phospho-proteins co-label with NeuN in hippocampus 24hr post-CHI.** Group 1 cytokines (IL-1 $\alpha$ , IL-1 $\beta$ , IL-13, and KC) and MAPK phospho-protein phospho-Atf2 (red) co-stained with NeuN (green) and DAPI (blue) show extensive neuronal localization in the hippocampus 24hr post-CHI in female 3xTg-AD mice aged 2-4mo (scale bar: 500 $\mu$ m, representative section from n=6 mice 24hr post-1xCHI).

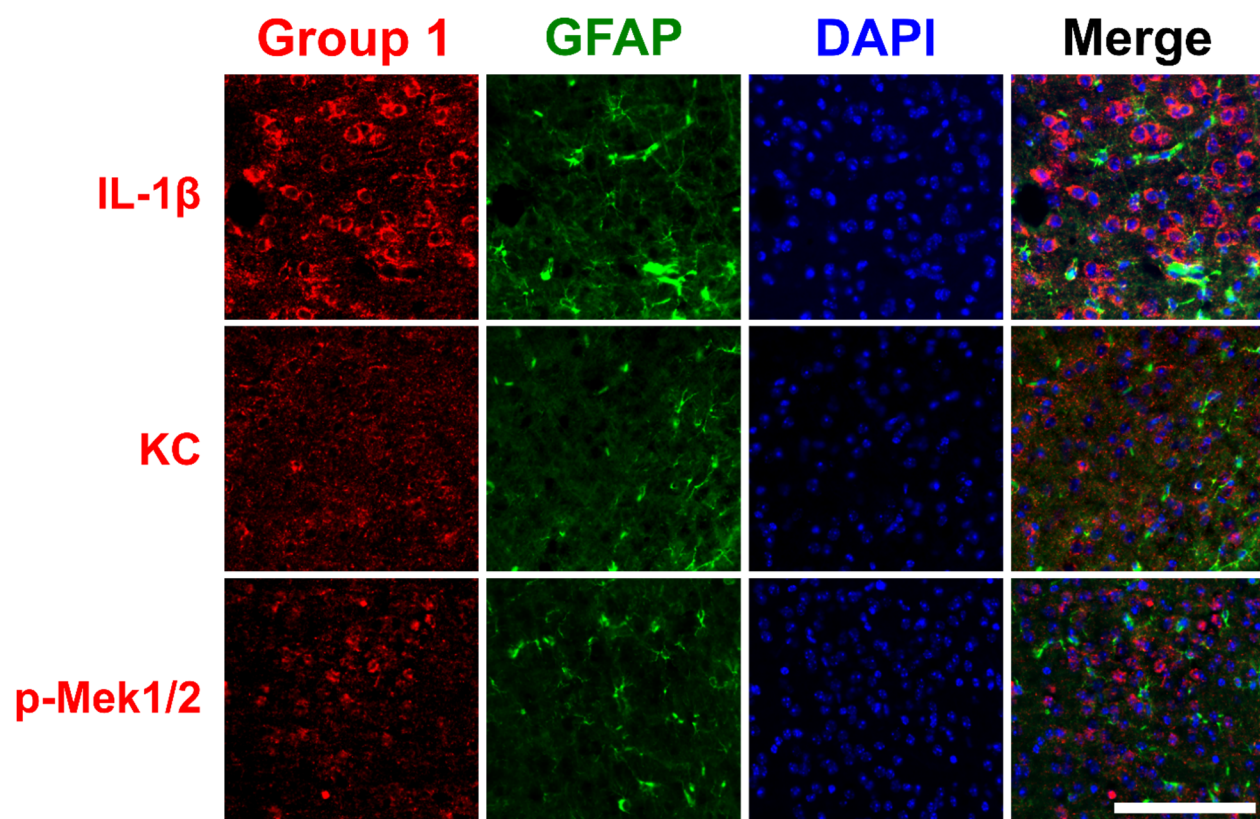

**Supplementary Figure S12. Group 1 cytokines and phospho-proteins do not co-label with astrocyte marker GFAP in the cortex 24hr post-CHI.** Group 1 cytokines (IL-1 $\beta$  and KC) and MAPK phospho-protein phospho-Mek1/2 (red) co-stained with GFAP (green) and DAPI (blue) showed minimal astrocyte co-label in the cortex 24hr post-CHI in female 3xTg-AD mice aged 2-4mo (scale bar: 500 $\mu$ m).

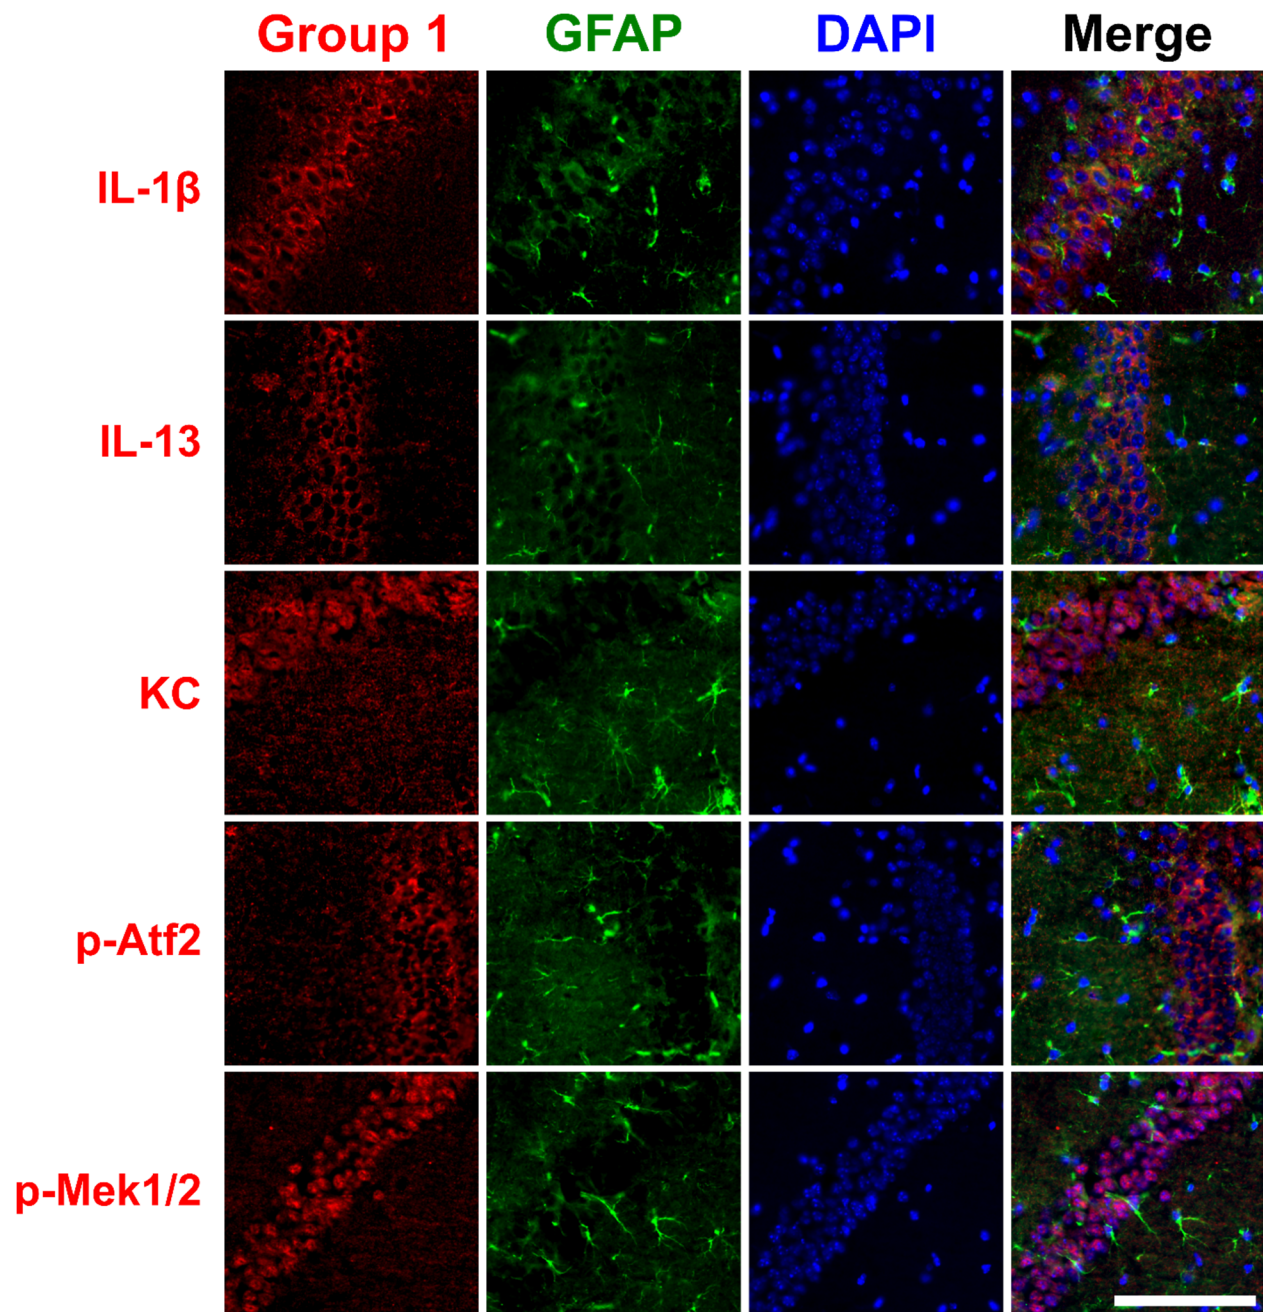

**Supplementary Figure S13. Group 1 cytokines and phospho-proteins do not co-label with astrocyte marker GFAP in the hippocampus 24hr post-CHI.** Group 1 cytokines (IL-1 $\beta$ , IL-13, and KC) and MAPK phospho-proteins (phospho-Atf2 and phospho-Mek1/2) (red) co-stained with GFAP (green) and DAPI (blue) showed minimal astrocyte co-label in the hippocampus 24hr post-CHI in female 3xTg-AD mice aged 2-4mo (scale bar: 500 $\mu$ m).

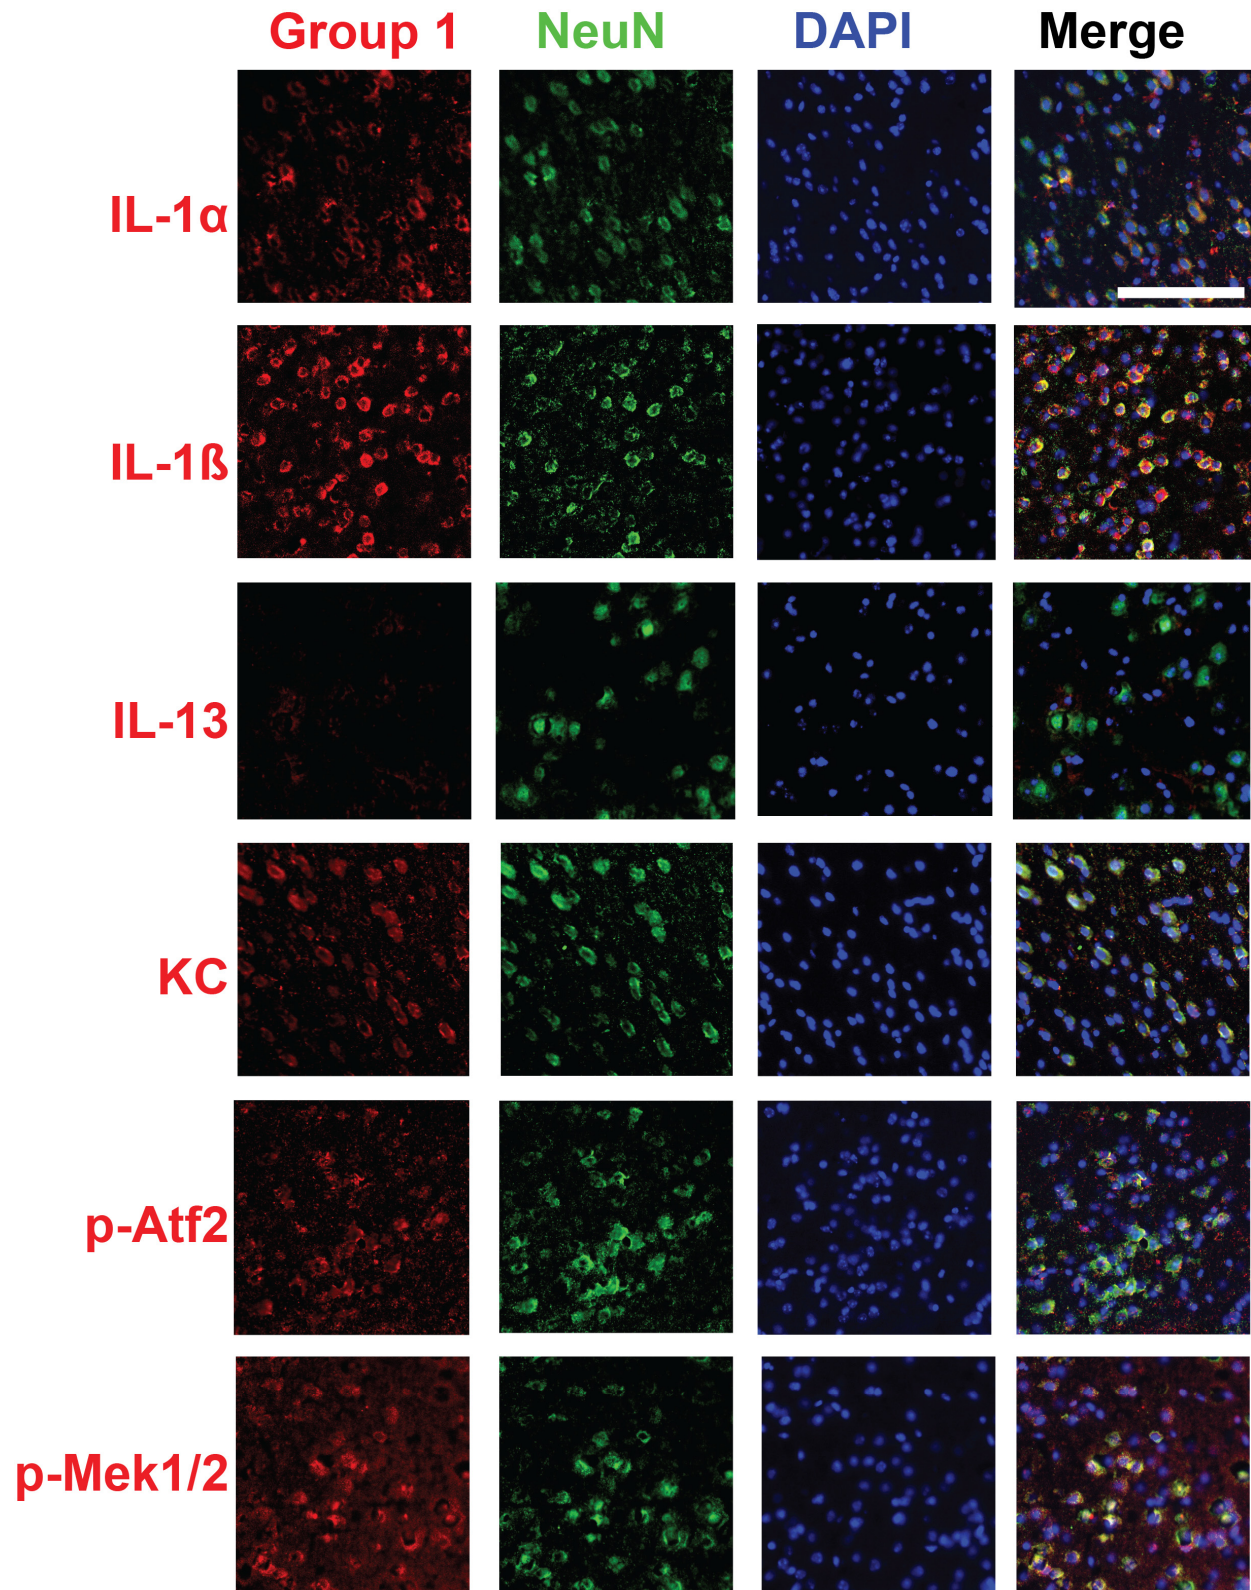

**Supplementary Figure S14. Group 1 cytokines and phospho-proteins co-label with NeuN in 3xTg-AD frontal cortex of sham-injured animals.** Group 1 cytokines (IL-1 $\alpha$ , IL-1 $\beta$ , IL-13, and KC) and MAPK phospho-proteins (phospho-Atf2 and phospho-Mek1/2) (red) co-stained with NeuN (green) and DAPI (blue) show neuronal localization in the 3xTg-AD frontal cortex in sham-injured female 3xTg-AD mice aged 2-4mo (scale bar: 500 $\mu$ m, representative from n=6 sham-injured animals).

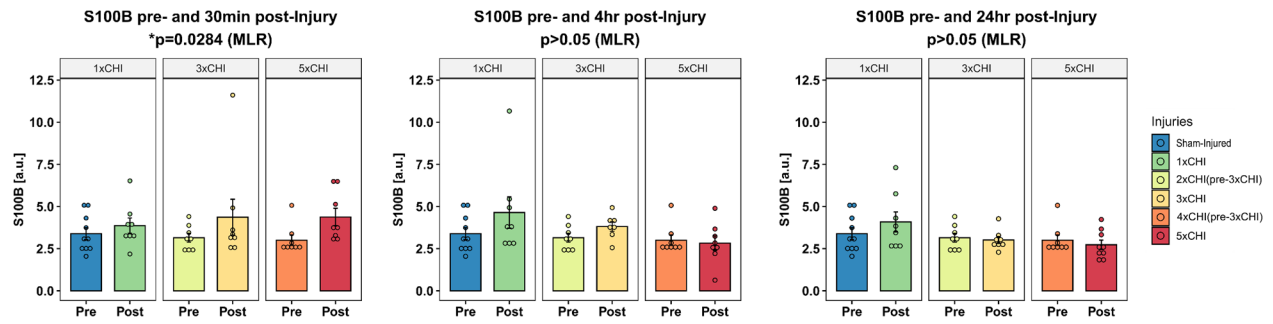

**Supplementary Figure S15. Cortical astrocytes become reactive following mild TBI: S100B.** Cortical S100 calcium-binding protein B (S100B) is significantly upregulated 30min post-injury vs pre-injury but not 4hr or 24hr post-injury (\*p<0.05; multiple linear regression model, pre/post and number of injuries) (mean  $\pm$  SEM).

# Cluster of Differentiation 68 (CD68)

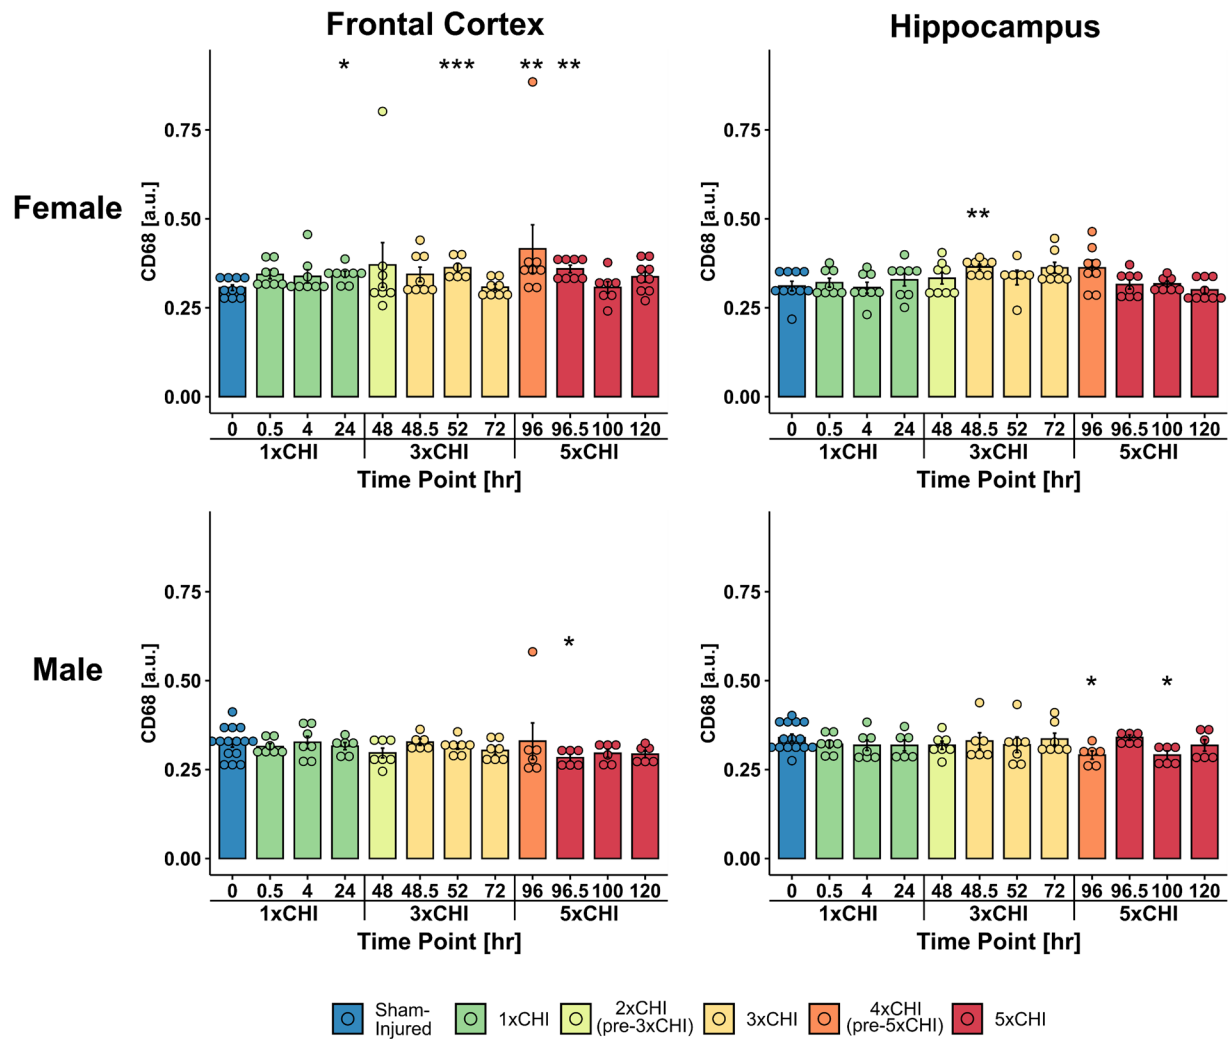

**Supplementary Figure S16.** CD68 was measured by ELISA in male and female frontal cortex and hippocampus tissue (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , Wilcoxon test vs sham-injured) (mean  $\pm$  SEM). Male and female samples run simultaneously.

How the deposited data were processed for this re-analysis (not part of the article)

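Bulk RNA from the left somatomotor cortex of female 3xTg-AD mice was measured in 40 samples, of which 39 were used, as in the paper. The authors deposited estimated counts per gene (expected counts that need not be whole, in the layout of salmon's gene-level output), made by a sequencing company and neither normalized nor filtered; 4.46 percent of the values were not whole. Rounding to whole numbers was done here before each count test. All deposited columns of values were mapped to samples by their sample number. The summed counts ranged from 15926014 to 27859547 per sample (median 19028778).

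Differential expression was tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3, with DESeq2 1.42.0 as an alternative, sva 3.50.0 for 1 surrogate variable and limma 3.58.1 for the gene set tests camera and fry. Features with fewer than 10 counts in more than 4 samples were left out. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Scores were computed with gseapy 1.3.1 (GSVA, Gaussian kernel) on counts variance-stabilized by DESeq2, and log2 CPM with a prior count of 1 was the alternative. Exact tests enumerated every split of the 2 groups, and regressions and correlations used 100000 permutations. The A1, A2, pan-reactive and cell type lists, and a list of immediate early genes, were written from memory before the data were examined; lists of meningeal, choroid plexus, hemoglobin and sex-linked genes were written afterwards, once principal components and leading genes had been seen. The genes named in the text are those the paper names for its RNA-seq results, the human transgenes, the immediate early genes and the genes of the Group 1 proteins, fixed before the data were examined, together with genes past the threshold; Ptgs2, Arl4d, Ptgds, Xist, Ddx3y and Uty were named after their values were seen. Results for some of the named genes are not reported here.

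The tests of genes, the scores and the eigengenes were tested on simulated data. Of 200 changed genes among 15224, edgeR found 100 percent of those changed 4-fold and 87 percent of those changed 2-fold at 10 samples against 4, and 96 and 75 percent at 3 against 4. Counts were drawn independently for each gene, and smaller changes were not simulated. These percentages therefore do not hold for smaller changes or for genes that vary together, as they do in the real samples. Within groups, 48 pairs of samples were compared, and each differed by more than the sampling noise (smallest chi-square per gene 8.06).

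The alternatives fixed before the data were examined were DESeq2, library size scaling, other filters, all 40 samples, fits of only the compared groups, a surrogate variable, removal of gene length and GC trends, log2 CPM, mean z-scores, removal of the first principal component, extended modules, one-sided tests and leaving out each replicate. Others were added after the values were seen: a filter on 10 or fewer counts, the sample number as a covariate, a covariate for samples 1 to 18 against 19 to 40, and leaving out each sample of the 3 larger groups. For scores and eigengenes, the slope with the sample number was fitted once with the real groups and subtracted before the permutations. Those p-values leave out the error of the slope and may be too small. The position between samples 18 and 19 was chosen after the first principal component had been seen and is not a batch named by the paper. Module membership, the enrichment of AD risk genes, gene ontology, the protein data and the remaining gene sets of the paper were not analysed here.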

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

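The tests of explanations in this part were chosen after the values had been seen. Among 64 groups of sample scores, 4 held a sample far from the others of its group, where chance gives 3.20. They were the pan-reactive score of sham-injured sample 6 (-0.167), the ME5 eigengene of sample 11 after 5xCHI (-0.445) and the ME7 eigengene of sample 15 after 1xCHI (0.546) and of sample 38 after 3xCHI (0.307). For ME7, meningeal tissue in the dissected cortex is a candidate explanation. The 15 meningeal markers correlated with ME7 over 39 samples (Pearson's r = 0.745 (permutation p = 2.0e-05) and Spearman's rho = 0.711 (permutation p = 1e-05); adjusted permutation p = 8.0e-05 over 4 relations), with r = 0.526 without the 2 farthest samples, while r was 0.0398 for the endothelial, -0.248 for the hemoglobin and 0.141 for the choroid plexus list. The most abundant meningeal marker was Ptgds (727 CPM on average), which brain tissue also expresses; 15 of 16 listed genes passed the filter in this cortex, and no listed marker is among the genes named for a module. The endothelial list was not called against sham-injured in any injury group by camera with a preset correlation (adjusted p = 0.117 to 0.942). It was called after 3xCHI with a surrogate variable or the sample number, so a change of the vessels after injury stays open. The cause of the other far samples stays open as untested.

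Immediate early genes, which the paper does not discuss, were higher 30 min after the third CHI than in its pre-injury group (2xCHI at 24 h). Of 135 comparisons of 15 genes, 6 passed when adjusted over the list alone and 0 over all genes tested, with 41 at an unadjusted p under 0.05. All 6 were in this comparison: Fos, Fosb, Junb, Npas4, Dusp1 and Btg2, with log2 fold changes from 1.69 to 4.72. The samples varied: the median log2 difference of the 15 genes was 1.71, 0.19 and 2.20 in the 3 samples. A single sample as the whole cause is argued against by the median with 1 sample left out, which was at least 1.02, against 1.40 with all 3. Mean Fosb was also higher 30 min after the first CHI, 63.4 ± 51.7 CPM (SD, n = 3) against 14.4 ± 6.11 (SD, n = 4). After the fifth it was 83.1 ± 108 CPM (SD, n = 3) against 17.1 ± 8.61 (SD, n = 3). Npas4 changed little after the first, 26.2 ± 13.8 against 25.1 ± 10.2 CPM. A rise limited to the third CHI is therefore not shown. Injury, handling and anaesthesia before tissue collection were not separated.

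Human MAPT, a transgene of these mice whose expression the paper did not report in these data, had at least 128 and up to 1007 counts in each of 40 samples, above the 3 counts that a count of 0 allows. Human APP had at most 1 count. Reads of a transgene can be shared with the mouse gene, and no mice without the transgenes were analysed here, so no biological explanation was tested.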

How the results depend on the processing

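No paired analysis was possible because sample numbers are unique to each mouse. The sample number as a covariate and leaving out each sample of the 3 larger groups were chosen after the values were seen. Except where stated, the cause of a change was not tested. Of the values recomputed for the group comparisons under an alternative, 386 kept their direction and their side of the threshold. Of the others, 8 changed direction, 5 passed the threshold only under the alternative, 16 no longer passed it and 14 were counts of genes that changed. With 1 sample left out, 394 were kept, 15 changed direction, 4 newly passed, 11 no longer passed and 3 were changed counts of genes.

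Counts of genes with an adjusted p under 0.05 depended on the tool. They were 0 with edgeR in 5 comparisons by number of injuries and 9 by time point. With DESeq2's Wald test they were 29 after 1xCHI, 10 after 5xCHI, 28 and 11 at 30 min and 4 h after 1xCHI, 4 at 30 min after 3xCHI and 1 at 30 min after 5xCHI. Its likelihood-ratio test gave 59 genes between time points, where edgeR gave 5, and 20 between injury numbers at 24 h, where edgeR gave 0. Without a filter, edgeR gave 1 gene after 5xCHI, 2 at 4 h after 1xCHI and 4 at 30 min after 3xCHI. Its filterByExpr filter gave 1 after 5xCHI, a fit of only the compared groups 2 after 3xCHI, and the sample number as a covariate 1 at 4 h after 1xCHI. Leaving out each replicate gave 0 to 3597 genes 30 min after 1xCHI, the highest without sample 27, 0 to 606 at 4 h, the highest without sample 36, and 0 to 5 at 30 min after 3xCHI, the highest without sample 5. The fits without sample 27 or 36 do not separate injury from sample number.

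The KEGG score difference after 1xCHI was -0.372 for the members outside the respiratory chain, the opposite direction. Over fits that each left out 1 sample, the difference of the whole set was 1.53 to 1.87. The adjusted exact permutation p was 0.0210, without sample 27, to 0.262, without sham-injured sample 20. Differences of the A1 score after 1xCHI, 3xCHI and 5xCHI changed sign: 0.136 after 1xCHI with mean z-scores; after 3xCHI -0.0446 with all 40 samples, -0.0823 without the first principal component and -0.279 with the sample number; after 5xCHI -0.187 and -0.178 with the last 2. With 1 sample left out they were -0.448 to 0.0758, -0.124 to 0.374 and -0.176 to 0.327 after 1xCHI, 3xCHI and 5xCHI. The A2 difference after 4xCHI was -0.0650 with mean z-scores.

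In one-sided exact permutation tests, the ME1 differences of 0.221 after 1xCHI and 0.155 after 5xCHI and the ME9 difference of 0.198 after 5xCHI passed 0.05 (p = 0.0440, 0.0210 and 0.0350), by the construction of the test. The ME9 difference after 3xCHI no longer passed with the sample number as a covariate (0.0640), while among samples 19 to 40, a range also chosen after the values were seen, it was 0.0718 (exact permutation p = 0.0286); nor did the ME3 difference after 5xCHI with extended modules (-0.0944). Leaving out 1 sample gave 0.200 to 0.269 and 0.127 to 0.177 for ME1 after 1xCHI and 5xCHI, -0.228 to -0.143 for ME3 after 5xCHI and -0.0325 to 0.0111 for ME8 after 3xCHI.

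Cell type lists called by camera with a preset correlation were no longer called with fry or an estimated correlation: neuron after 1xCHI and 5xCHI (median log2 fold change -0.125 and -0.0902), oligodendrocyte after 2xCHI and 5xCHI (-0.269 and -0.0839), microglia after 3xCHI and 5xCHI (0.366 and 0.677) and astrocyte after 5xCHI (0.204). The endothelial list was called after 3xCHI with a surrogate variable (-0.168) or the sample number (-0.166). Among single genes, Hepacam after 3xCHI changed sign with all 40 samples (-0.00221).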

Differences from the paper's values

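The paper's permutation criterion compares the mean difference in a single direction, and the eigengenes here rest on the genes the paper names in place of whole modules. One-sided exact permutation p-values, an alternative set before the data were examined, are therefore given beside the two-sided ones. For the ME1 eigengene after 1xCHI, the two-sided exact permutation p was 0.0879, and the paper's value is 0.047; the one-sided test gave 0.0440, and none of the other alternatives set before the data were examined closed the gap. In permutation tests chosen after seeing the values, with sample 26, 27 or 36 left out the p was 0.0336 to 0.0545 and with the sample number as a covariate it was 0.0559. Over all fits that left out 1 sample it was up to 0.171. After 1xCHI, the ME2 eigengene had a two-sided exact permutation p of 0.124, and the paper's value is 0.054; the one-sided test gave 0.0629, and none of the other alternatives set before the data were examined closed the gap. In permutation tests chosen after seeing the values, with sample 26 or 36 left out the p was 0.0559 to 0.0755 and with the sample number as a covariate it was 0.0809. For the ME9 eigengene after 3xCHI, the two-sided exact permutation p was 0.00280, and the paper's value is 0.0015; the one-sided test gave 0.00140, and none of the other alternatives set before the data were examined closed the gap. In permutation tests chosen after seeing the values, with sample 1, 2, 4 or 38 left out the p was 0.00202. After 5xCHI, the ME9 eigengene had a two-sided exact permutation p of 0.126, and the paper's value is 0.023; none of the alternatives set before the data were examined closed the gap, with a one-sided exact permutation p of 0.0350, which passes 0.05. For the ME3 eigengene after 1xCHI, the two-sided exact permutation p was 0.140, and the paper's value is 0.030; none of the alternatives set before the data were examined closed the gap, with a one-sided exact permutation p of 0.0709. After 1xCHI, the ME6 eigengene had a two-sided exact permutation p of 0.245, and the paper's value is 0.043; none of the alternatives set before the data were examined closed the gap, with a one-sided exact permutation p of 0.130. For the ME6 eigengene after 5xCHI, the two-sided exact permutation p was 0.139, and the paper's value is 0.072; the extended modules gave 0.0909 and the one-sided test gave 0.0679, and none of the other alternatives set before the data were examined closed the gap. In permutation tests chosen after seeing the values, with sample 31 or 33 left out the p was 0.0699 to 0.0993. After 1xCHI, the KEGG Alzheimer's disease score had a two-sided exact permutation p of 0.105 after Bonferroni adjustment, and the paper's value is 0.006, from a t-test, which was not run here, so that the part of the gap due to the choice of test is not known; none of the alternatives set before the data were examined closed the gap. In permutation tests chosen after seeing the values, without sample 27 the adjusted p was 0.0210. Over all fits that left out 1 sample it was up to 0.262. The filter as the paper words it kept 15224 features here and the paper gives 14963; leaving out features with 10 or fewer counts in more than 3 samples, a setting chosen after seeing the values, kept 14963. The paper states that injury, by number and as injured or not, outweighed the time point for most of its gene sets; for the A2 score, 1 of those sets, the time point here accounted for 32.4 percent of the variance, the number of injuries for 0.105 percent and injured against sham-injured for 0.577 percent. The time points are spread unevenly over the sample numbers, which the A2 score follows (Pearson's r = -0.469). The regression had no term for sample number, so this share does not separate the time point from it. Samples after 2xCHI and 4xCHI were given the pre-injury time level here. The share of the time point therefore also holds any shift of 1xCHI, 3xCHI and 5xCHI from the pre-injury samples. For that reason it does not decide whether time outweighed injury, and the paper's coding may differ. Most of the sets were not analysed here. The paper states that A1 rose gradually with injuries. In Fig. 6B it marks an effect of the number of injuries on A1, which had a permutation p of 0.511 here. The A1 score differed from sham-injured by -0.204 after 1xCHI, -0.906 after 2xCHI, 0.0868 after 3xCHI, -0.536 after 4xCHI and 0.0519 after 5xCHI. The paper places neuronal genes in ME2 and endothelial genes in ME7; the lists used here were at the 38.7 and 15.3 percentiles of random lists for these modules.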

Other observations

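The gene set tests, the edgeR tests on the real groups and the tests on gene length and GC content were fixed beforehand. The other tests in this part were chosen after the result was seen. The first principal component of all genes held 32.4 percent of the variance and followed ME1 (r = -0.987, rho = -0.990) and ME2 (r = 0.996, rho = 0.992), with permutation p-values of 1e-05, the smallest possible, and r of -0.984 and 0.996 without the 2 farthest samples. It also followed the sample number given in the labels: Pearson's r = 0.616 (permutation p = 5.0e-05) and Spearman's rho = 0.638 (permutation p = 3.0e-05) over 39 samples, r = 0.634 without the 2 farthest, and an adjusted permutation p of 0.000300 over 10 relations. When a step was allowed at each of 32 positions, the largest came after sample 18, and a share of 1.0e-04 of 10000 random orders gave a step as large, the smallest these can give. What the sample number stands for is not named in the paper's text. In the 39 samples, samples of 1xCHI, 3xCHI and 5xCHI lie on both sides of sample 18, but those of 3xCHI at 4 h only before it and those of 2xCHI and 4xCHI only after it.

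Of the other 9 relations with the sample number, 8 had an adjusted permutation p under 0.05 (0.000300 to 0.0255). Pearson's r was -0.364 for the KEGG score, -0.480 for its respiratory chain members, -0.556 for ME1, -0.364 for ME9, -0.441 for the A1 score and -0.469 for the A2 score (rho -0.598 to -0.354; r -0.578 to -0.353 without the 2 farthest samples), and 0.625 for ME2 and 0.423 for ME6 (rho 0.628 and 0.429; r 0.642 and 0.385 without the 2 farthest). The exception was ME3 (r = 0.0341, rho = 0.0239, adjusted permutation p = 0.836, r = -0.0130 without the 2 farthest). The groups and time points are spread unevenly over the sample numbers, so that these relations do not separate injury or time point from sample number.

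For the higher ME1 and lower ME2 after 1xCHI, the tables argue against library size as the whole cause (r of the first component with the total count 0.118, rho = 0.141, permutation p = 0.471, r = 0.0206 without the 2 farthest samples). A lower share of neurons stays open: the neuron markers had a median log2 fold change of -0.125 after 1xCHI (adjusted p = 0.0376 with limma's camera and 0.748 with limma's fry), and the markers of the other 4 cell types had medians from -0.158 to -0.00450. A step after sample 18 cannot be told apart from an effect of injury: the ME1 difference was -0.00370 among samples 19 to 40, but the position was chosen on a component that ME1 follows, and samples 1 to 18 hold 1 sham-injured sample. Within 1xCHI, ME1 was 0.240 ± 0.0920 (SD, n = 6) up to sample 18 and -0.151 ± 0.0932 (SD, n = 4) later. The earlier samples were higher by 0.175 after 3xCHI and 0.144 after 5xCHI. In sham-injured mice the values were -0.108 (n = 1) and -0.148 (n = 3). Because of how the position was chosen, these values do not decide the question. The ME1 difference between 1xCHI and sham-injured was 0.188 with the sample number as a covariate against 0.221 without, so little of it went with a steady drift. What remained was within the spread between samples in the permutation test, so a steady drift stays open. With trends on gene length and GC content removed, the ME1 difference was 0.168 (exact permutation p = 0.153), so this explanation stays open too. Across genes, which are not independent replicates, the loading on the first component had a Spearman correlation of 0.533 with transcript length and -0.330 with GC content. The share of counts in ribosomal protein genes followed the component over samples (r = -0.963, rho = -0.981, permutation p = 0.0001, the smallest possible, and r = -0.965 without the 2 farthest). The mitochondrial share did so too (r = -0.785, rho = -0.813, permutation p = 0.0001, and r = -0.729 without the 2 farthest). Both relations were computed among 5 with the depth of the samples.

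For the higher KEGG score after 1xCHI, the respiratory chain members may carry it alone, since the difference of the other members was -0.372. A gene length or GC bias is a candidate explanation too: with these trends removed, the difference was 0.682 (exact permutation p = 0.226), against 1.65. Among samples 19 to 40 it was 0.658, which cannot be told apart from an injury effect because of how the position was chosen. An increase of respiratory chain transcripts after injury remains open.

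For the higher ME9 after 5xCHI, the mean was 0.259 ± 0.274 (SD) in the 6 samples numbered up to 18 and -0.0702 ± 0.0240 (SD) in the other 4, a position chosen after the first component was seen. Among samples 19 to 40, the difference from sham-injured was -0.00357 after 5xCHI (exact permutation p = 0.857) and 0.0718 after 3xCHI (exact permutation p = 0.0286, the smallest that 4 samples against 3 allow). A step with the sample number shared by the groups is argued against, since the samples up to 18 differed from the later ones by -0.0587 after 1xCHI, the opposite direction, and by 0.0530 after 3xCHI, against 0.329 after 5xCHI. A technical difference within 5xCHI alone and a difference between mice in the response to injury stay open, as untested. Gfap followed the same division after 5xCHI, with 9.23 ± 1.44 (SD) log2 CPM in the 6 samples and 6.88 ± 0.13 (SD) in the other 4. Library size cannot be told apart with 10 samples (r = 0.198 with the total count within 5xCHI, rho = -0.0909, permutation p = 0.588, r = 0.143 without the 2 farthest). For the ME7 eigengene, r with the meningeal markers was 0.745.

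Splits of the same samples into groups of the same sizes were compared by the number of genes at an unadjusted p under 0.05, with the real grouping counted as a split. As many genes as in the real grouping were found in 14 of 100 splits after 1xCHI, 6 of 35 after 2xCHI, 13 of 100 after 3xCHI, 19 of 35 after 4xCHI and 23 of 100 after 5xCHI. By time point, this was so for 4 of 35, 7 of 35 and 4 of 35 splits at the 3 successive time points after 1xCHI, 4 of 10 and 7 of 35 at 30 min and 24 h after 3xCHI, and 1 of 10, 1 of 10 and 19 of 35 at the 3 time points after 5xCHI. At 30 min and 4 h after 5xCHI, the real grouping was thus the only split with as many, but with 10 splits the share cannot fall under 0.1. For any difference between injury numbers at 24 h, the number was 38 of 100 splits, and for the difference of the 30 min response between the first and the fifth CHI (0 genes adjusted, 739 unadjusted) it was 28 of 100.

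The gene set test camera, with a preset correlation, called the KEGG Alzheimer's disease set higher in all 5 injury groups, the A2 and pan-reactive lists higher after 3xCHI and 5xCHI, and none of these with fry or an estimated correlation. The pan-reactive list, with 9 genes, had a score difference of 1.27 after 3xCHI and 1.21 after 5xCHI (unadjusted exact permutation p = 0.0462 and 0.0899). Of the genes of the Group 1 proteins, 2 were tested, and 0 of 18 comparisons had an unadjusted p under 0.05. Xist had at least 9928 counts in each of 40 samples and Ddx3y and Uty at most 1.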
